# Distinct and combined interferon-ɑ/β-receptor-1 loss in neurons and astrocytes disrupt brain energy metabolism and drive Parkinsonian dementia

**DOI:** 10.1186/s12929-026-01257-8

**Published:** 2026-06-01

**Authors:** Erika B. Villanueva, Zala Zebec, Marina Cisquella-Serra, Jon Lundstrøm, Jens V. Andersen, Filippa L. Qvist, Emil W. Westi, Andrea Marin, Gisela Jimenez-Duran, Lluís Riera-Ponsati, Emilie Tresse, Oliver Kretz, Desiree Loreth, Tobias Goldmann, Thomas Blank, Marco Prinz, Blanca I. Aldana, Matthias Mann, Niels H. Skotte, Shohreh Issazadeh-Navikas

**Keywords:** Parkinson’s disease dementia, IFNAR1, Mitochondria, Brain energy metabolism, SnRNA-seq, LC–MS/MS

## Abstract

**Background:**

Dysregulated interferon-alpha/beta-receptor 1 (IFNAR1) signaling was recently identified to contribute to the development of sporadic Parkinson’s disease (PD) into PD with Dementia (PDD). The molecular, cellular, and phenotypic impacts of brain IFNAR1 loss in aging have not been explored in vivo, which may reveal novel disease mechanisms and therapeutic targets.

**Methods:**

Single nuclei RNA sequencing (snRNA-seq), liquid chromatography tandem mass spectrometry (LC–MS/MS), functional metabolic mapping, flow cytometry, quantitative PCR (qPCR), in situ hybridization, immunofluorescence and immunohistochemistry, Western blotting, and behavior analyses were used to investigate the molecular, cellular, and phenotypic impacts of IFNAR1 loss in vivo*.*

**Results:**

Baseline IFNAR1 expression varies among major brain cell types, including neurons and astrocytes, and is differentially affected in PD and Lewy Body Dementia patients compared to unaffected controls. Neuron- and astrocyte-specific transcriptomic and proteomic alterations in *Ifnar1*^*–/–*^ mice implicate mitochondrial defects, defective mitophagy, and synergistic dysfunctional neurotransmission upon IFNAR1 loss, leading to glucose hypermetabolism measured by functional metabolic analysis. Consequently, *Ifnar1*^*–/–*^ mice exhibited PDD-like pathogenesis, including dopaminergic cell loss in the substantia nigra, cortical neurodegeneration, Lewy-body-like inclusions, neuroinflammation, and progressive PDD-like behavior deficits. Brain cell-specific IFNAR1 loss examined in vivo revealed delayed but distinct development of PDD-like phenotypes, where neuropathology, motor, and cognitive behavior deficits were recapitulated only in mice lacking neuronal IFNAR1, and behavior resembling neuropsychiatric abnormalities recapitulated only in mice lacking astrocytic IFNAR1.

**Conclusions:**

IFNAR1 plays a crucial role in brain and mitochondrial homeostasis, loss of which results in neurodegeneration and neuropathology resembling PDD. Differential neuropathology and behavioral outcomes upon neuronal vs astrocytic IFNAR1 loss emphasizes a need for understanding neurodegenerative pathophysiology in cell-specific contexts.

*Trial registration* Not applicable as the study does not include a clinical trial.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-026-01257-8.

## Highlights

- *IFNAR1* and related type-I IFN genes are differentially expressed among major brain cell types in Parkinson’s Disease, Lewy Body Dementia, and unaffected controls.
- Early molecular alterations in *Ifnar1*^*–/–*^ mice show lack of immunomodulation contributing to neuroinflammation, mitochondrial defects, and dysregulated energy metabolism.
- *Ifnar1* loss induces defective mitophagy and is reversed with IFNAR overexpression.
- *Ifnar1*^*–/–*^ mice develop a progressive Parkinsonian-like disease phenotype, including dopaminergic cell loss in substantia nigra, cortical neurodegeneration, phosphorylated (p)alpha-synuclein^+^ and pTau^+^ Lewy-body-like inclusions, neuroinflammation, and progressive motor, cognitive, and neuropsychiatric disturbance-like behavior deficits.
- Neuropathologies, motor, and cognitive deficits are recapitulated in mice lacking neuronal IFNAR1 (Syn1^Cre^;*Ifnar1*^*fl/fl*^) whereas neuropsychiatric abnormalities are recapitulated in mice lacking astrocytic IFNAR1 (GFAP^Cre^;*Ifnar1*^*fl/fl*^)

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-026-01257-8.

## Introduction

The molecular mechanisms underlying dementia formation in sporadic Parkinson’s disease (PD), which can develop more than 10 years after motor symptom onset, are not well understood [1]. A large percentage of PD with dementia (PDD) cases have neuropathological similarities to other dementias such as Lewy Body Dementia (LBD) and Alzheimer’s disease (AD), including neuroinflammation and gliosis associated with phosphorylated-tau (pTau) and amyloid-beta (Aβ) proteinopathies, the latter correlating with severity of dementia development [1–4]. Brain energy metabolism disturbances have been reported in Parkinsonian disorders [5–8] and AD [9], with region-specific alterations in glucose metabolism corresponding with severity of both motor symptoms [7, 8] and dementia [5]. As metabolic alterations have been observed prior to dementia onset in both PD [6] and AD [9], understanding the complex connection between neuroinflammation, energy metabolism, proteinopathy, neurodegeneration, and clinical outcomes is imperative for designing disease-modifying therapeutics.

Dysregulated type-I interferon (IFN) signaling, specifically the interaction between the interferon-beta (IFNβ) cytokine and the interferon alpha/beta receptor (IFNAR)1, has been implicated in the conversion of human sporadic PD to PDD [10], and we have investigated its role in brain homeostasis through a series of studies. Dysfunctional type-I IFN in PD patients and lack of IFNβ-IFNAR signaling in mice causes extrusion of damaged mitochondrial DNA, which was found to be sufficient to initiate and propagate PDD-like neuropathology upon injection into healthy brains [11]. Lack of IFNβ in mice (*Ifnb*^*−/−*^) was sufficient to induce spontaneous and progressive behavioral abnormalities and neuropathologies resembling PDD [12, 13]. Mice lacking IFNAR1 (*Ifnar1*^*−/−*^) in general or specifically in Nestin^+^ neural ectodermal cells (Nes^Cre^;*Ifnar1*^*fl/fl*^) also develop alpha-synuclein (α-syn)^+^ Lewy body (LB)-like pathology upon aging [13], implicating loss of neuronal and/or glial IFNAR1 signaling in progressive neurodegeneration. An independent study found that young *Ifnb*^*−/−*^ and *Ifnar1*^*−/−*^ mice have compromised synaptic plasticity due to impaired astrocytic glutamate transporter function [14]; however, specific neuronal versus astrocytic dysfunction in *Ifnar1*^*–/–*^ mice upon aging has not been explored. Identifying early brain cell-specific molecular alterations upon IFNAR1 loss in vivo may aid in understanding pathogenesis resembling PDD.

Here, publicly available single nuclei RNA sequencing (snRNA-seq) datasets were used to establish baseline expression of *IFNAR1* in major human brain cell types of healthy individuals, which were compared with samples from patients with LBD and PD. Investigating both human and mouse brains unveiled differential *IFNAR1* and related type-I IFN gene expression patterns in neurons, astrocytes and other brain cell types which were further distinguished in LBD and PD, suggesting unique requirements in brain homeostasis and potentially distinct impacts on neurodegenerative disease progression and dementia development. Next, cell-specific molecular differences were identified in *Ifnar1*^*−/−*^ versus wild-type (Wt) mouse brains using an integrative approach, combining global and unbiased snRNA-seq, liquid chromatography tandem mass spectrometry (LC–MS/MS)-based proteomics, and functional metabolic ^13^C isotope tracing, which together revealed mitochondrial dysfunction and disturbed brain energy metabolism upon IFNAR1 loss. Consequently, *Ifnar1*^*−/−*^ mice developed PDD-like neuropathology, neuroinflammation, and progressive motor, neuropsychiatric, and cognitive behavior deficits. Furthermore, cell-specific IFNAR1 loss in neurons (Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice) or astrocytes (GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice) developed distinct aspects of Parkinsonian disease-like phenotypes observed in *Ifnar1*^*−/−*^ mice: neuronal IFNAR1 loss was sufficient to induce PDD-like neuropathologies and subsequent motor and cognitive dysfunctions, whereas astrocytic IFNAR1 loss led to specific manifestation of behavior resembling neuropsychiatric abnormalities. These results support a pivotal role of IFNAR1 in brain homeostasis, which can lead to distinct pathological outcomes depending on brain cell type dysfunction, while their concerted dysregulations are required for development of full-blown PDD-like disease features. Our findings highlight a need for understanding neurodegenerative pathophysiology in cell-specific contexts. Concerted and targeted restoration of dysfunctional Type-I-IFN signaling through IFNAR1 in neurons and astrocytes may therefore mitigate development of dementia resembling PDD.

## Materials and methods

### Human single nuclei (sn)RNA-seq data analysis

The RNA single cell type data released by the Allen Brain Institute (https://portal.brain-map.org/atlases-and-data/rnaseq/human-m1-10x) was used to obtain IFNAR1 expression values (nTPM) in specific brain cell subsets, including excitatory and inhibitory neurons, astrocytes, Oligodendrocyte Precursor Cells (OPCs), oligodendrocytes and microglia [15]. To compare IFNAR1 and related Type-1 IFN gene expression between unaffected controls and Lewy Body dementia (LBD) or Parkinson´s disease (PD) patients within specific brain cell subsets, data from the publicly accessible snRNA-seq study ([16], available at: https://singlecell.broadinstitute.org/single_cell/study/SCP1768/) were used. Scaled mean expression values of IFNAR1 from each individual donor ID were extracted for human dopaminergic (DA) neurons, non-DA neurons, astrocytes, OPCs, oligodendrocytes and microglia cluster datasets.

### Mice

Mice were housed in standard facilities [13]. *Ifnb*^*−/−*^ [13] and *Ifnar1*^*−/−*^ [17] mice were backcrossed more than 20 generations on to a C57BL/6J background. Wild-type (Wt) mice were *Ifnb*^+*/*+^ and *Ifnar1*^+*/*+^ mice on the C57BL/6J background. C57BL/6J mice carrying loxP-flanked *Ifnar1* (*Ifnar1*^*fl/fl*^) [18] were crossed with C57BL/6J transgenic mice expressing Cre recombinase under neuron-specific synapsin-1 promoter (Syn1^Cre^) [19] or astrocyte-specific glial fibrillary acidic protein promotor (GFAP^Cre^) [20] to obtain Syn1^Cre^; *Ifnar1*^*fl/fl*^ and GFAP^Cre^; *Ifnar1*^*fl/fl*^ mice, respectively. Behavior cohort numbers and sample sizes for biochemical analyses were determined as previously described [12]. Males and females of roughly equal proportions were used for snRNA-seq, flow cytometry, qPCR, behavior, and immunohistochemistry. As higher disease prevalence and severity occurs in males in human PD [21], male behavior-tested mice were used for further evaluations, including proteomics, and metabolic studies, electron microscopy, and immunoblots. Five familial AD mutation-containing (5xFAD) transgenic mice [22], which develop significant extracellular Aβ pathology, were used for Aβ antibody verification.

### Brain tissue preparation

For snap-frozen tissues, mice were sacrificed by cervical dislocation. Brains were removed swiftly and placed on a petri dish over ice and microdissected for cortex, hippocampus, and basal ganglia. Tissues were snap-frozen in liquid nitrogen and kept at − 80 ºC until use for snRNA-seq, LC–MS/MS, or immunoblots. A summary of the brain regions investigated in this study, their relevance to known pathology in PD and PDD, investigation methods used, and the age of mice at the time of investigation, is shown in Table 1.

**Table 1:** PD/PDD-like neuropathologies by brain region and their investigation in this study

Brain region	Sub region	Relevance to PD/PDD	Investigations in this study	IFNAR1 strain	Age (months)
Basal ganglia	Substantia nigra *pars compacta*	DA cell loss, dopamine defects detectable prior to symptom onset	DA cell loss (TH + cell counts);	*Ifnar1*^*–/–*^ Syn1^Cre^;*Ifnar1*^*fl/fl*^ GFAP^Cre^;*Ifnar1*^*fl/fl*^	3
			a-syn and pTau accumulation (IF)		
	Substantia nigra *pars retuculata*	Neurite retraction	DA neurite retraction (TH labeling)	*Ifnar1*^*–/–*^	
	Ventral tegmental area (VTA)	Degenerated in PD/PDD	DA cell loss (TH + cell counts)		
	Striatum	Loss of DA terminals	TH density (IHC)		
Mid-brain and Thalamus	Whole region	LB inclusions [23]	LB-like inclusion detection and morphology (IHC + EM); extracellular Aβ deposits (IHC)	*Ifnar1*^*–/–*^	12
Cortex	Sensorimotor cortex	Thinning and Aβ pathology in PDD [24–26]	snRNA-seq-based transcriptomics	*Ifnar1*^*–/–*^	1.5
			LC MS/MS-based proteomics		3
			Acute brain slice metabolic isotope labelling		
			Mitophagy deficits and oxidative stress (IF)		6
			Neurodegeneration (NeuN + cell counts)		
			Gliosis and extracellular Aβ deposits (IHC/IF)		12
Hippocampus	Dentate gyrus, CA1 and CA3	Atrophied in PD/PDD [26, 27]	Acute brain slice metabolic isotope labelling	*Ifnar1*^*–/–*^	3
			LC MS/MS-based proteomics		
			Neurodegeneration (NeuN + cell counts)		6
			Gliosis (IHC/IF)		9, 12
Olfactory bulb	Whole region	Early dysfunction in PD [28]	Neurodegeneration (NeuN + cell counts)	*Ifnar1*^*–/–*^	6

For paraffin-embedded tissues, mice were placed under isofluorane-induced anesthesia and intracardially perfused for 1 min with phosphate-buffered saline (PBS), followed by freshly prepared aqueous PBS-buffered 4% paraformaldehyde (PFA, Sigma, P6148) fixative solution. Brains were removed and kept in the same fixative at 4 ºC for 18 h before alcohol dehydration and paraffin embedding. A microtome (Thermo Scientific, HM355S) was used to prepare 6 µm thick serial coronal sections onto glass slides (Thermo Scientific, 10,149,870).

### Mouse snRNA-seq

#### Nuclear isolation

Extraction of nuclei from snap-frozen cortical tissue was performed using a modified version of previously described protocols [29, 30]. Briefly, nuclei isolation media (NIM) (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, and 10 mM tris buffer, pH 8) was prepared. Each cortex was transferred to a precooled Dounce homogenizer containing 1 mL of ice-cold homogenization buffer (NIM supplemented with 1 mM DTT (Invitrogen), 0.4 U/μL RNase inhibitor (Takara), 0.2 U/μL Suprasin (Invitrogen), and 0.1% v/v Triton X-100) and dissociated on ice using five strokes of the loose pestle, followed by fifteen strokes of the tight pestle. Homogenates were filtered through 40 μm strainers and nuclei were collected by centrifugation (1000*g*, 10 min at 4 °C). Pellets were gently resuspended in 250 μL homogenization buffer each and mixed with 250 μL 50% iodixanol (50% vol/vol iodixanol, 150 mM KCl, 30 mM MgCl_2_, 60 mM tris buffer, pH 8, 0.4 U/μL RNase inhibitor, 0.2 U/μL Suprasin, and 1 mM DTT (Invitrogen)). 500 μL 29% iodixanol (29% vol/vol iodixanol, 150 mM KCl, 30 mM MgCl_2_, 60 mM tris buffer, pH 8, 0.4 U/μL RNase inhibitor, 0.2 U/μL Suprasin, and 1 mM DTT) was added to a 1 mL Beckman tube, precoated with 0.5% BSA in PBS with RNase inhibitor, and 500 μL of the nuclei suspension was slowly layered on top. Samples were spun at 14,000*g* for 22 min at 4 °C in a TLS 55 rotor (MAX-XP ultracentrifuge, Accel 3, Decel 2). Supernatants were removed, and nuclei were resuspended in 0.5% BSA in phosphate-buffered saline (PBS) with RNase inhibitor and filtered through a 35 μm strainer. Nuclei counts were determined by trypan blue staining and hemocytometer count.

#### 10× *Chromium sequencing*

16,000 nuclei per sample were loaded on the 10× Chromium chip for library preparation using the Single Cell 3’ v3 chemistry according to manufacturer instructions. For cDNA amplification, 12 PCR cycles were applied. For each sample, 230 ng of purified cDNA was used for library construction. The libraries were diluted to a concentration of 10 nM and pooled for sequencing. After denaturation, the library pool was diluted to a loading concentration of 300 pM and sequenced on a Novaseq6000 in paired-end mode (2 × 100) (read 1:28 cycles, read 2:91 cycles, and i7 index: 8 cycles) at an average depth of 50,000 reads per nucleus.

#### *Processing and quantification of 10* × *Chromium single-nuclei transcriptomes*

Raw data were demultiplexed, aligned, and quantified using Cell Ranger version (v)3.1.0. To allow for counting of unspliced pre-mRNA, a custom version of the mm10-3.0.0 mouse reference genome provided by 10 × Genomics was used, where the feature ‘type of transcripts’ was changed from ‘transcript’ to ‘exon’.

#### Single-nuclei data integration and analysis

Data analysis was performed in R using Seurat v3.1.5 [31] and Conos v1.2.1 [32]. Briefly, the -barcode matrices were filtered to include cells meeting the following criteria: 200 < nFeature_RNA < 6000, nCount_RNA > 1000, and percent_MT < 10. Doublets were filtered out using the Scrublet package [33] and clusters containing mixed cell signatures were removed. Data were log-normalized, and individual samples were integrated using the fast mutual nearest neighbors (fastMNN) method [34] based on the top 3000 variable features. Clustering and UMAP visualization were performed using the first 40 dimensions of the MNN reduction. The integrated dataset was annotated using canonical correlation analysis (CCA) based label transfer in Seurat with the Allen Brain Map Mouse Whole Cortex and Hippocampus SMART-seq dataset [https://portal.brain-map.org/atlases-and-data/rnaseq/mouse-whole-cortex-and-hippocampus-smart-seq] as the reference. Of note, very few astrocytes were detected in two samples (one Wt and one *Ifnar1*^*–/–*^) and were therefore excluded from astrocyte analysis to avoid technical overrepresentation of missing values. Differential gene expression analysis for each cortical cell type was performed using the getPerCellTypeDE() function in Conos. For pseudobulk data, differential gene expression analysis was performed using the getPerCellTypeDE() function in Conos, with all nuclei assigned to the same label for global pseudobulk comparison. Gene set enrichment analysis was performed using GSEA software (UC San Diego and Broad Institute) [35] and gene set collections from MsigDB [36]. Total number of genes and DE genes per class were visualized using InteractiVenn [37]. The upregulated KEGG pathway hits were visualized using *ggplot2,* for KEGG_PARKINSONS_DISEASE visualization the genes from GOBP_Oxidative_Phosphorylation were used to annotate mitochondria related genes.

### Liquid chromatography tandem mass spectrometry (LC–MS/MS)

#### Sample preparation for mass spectrometry

Snap-frozen cortex and hippocampus tissues were lysed in SDC alkylation and reduction lysis buffer (1% (w/v) sodium deoxycholate, 100 mM Tris pH 8, 40 mM CAA, 10 mM TCEP) using mechanical homogenizer (IKA® ULTRA-TURRAX® disperser, Merck) for 20 s. Lysates were boiled at 95 °C for 10 min with continuous vortexing at 1200 rpm on a thermomixer (Eppendorf) to denature proteins. Samples were then sonicated using the Covaris Adaptive Focused Acoustics (AFA) sonication system (450W power, 50% duty factor, 200 cycles per burst) (Covaris, USA). Protein concentrations were measured using BCA assay (ThermoFisher Scientific). Proteins were digested overnight using trypsin (1:100 w/w, Sigma-Aldrich) and LysC (1/100 w/w, Wako) at 37 °C. The next day fresh enzyme was added for another 2 h. The peptides were acidified by 1% trifluoroacetic acid (TFA) (Merck) to quench digestion. Peptide concentration was estimated using Nanodrop and peptide mixture was purified by solid phase extraction in Stage-Tips (SDB-RPS material, two 14-gauge plugs) for desalting and concentration. Peptides were washed twice with isopropanol/1% TFA and subsequently twice with 0.2% TFA, then eluted with 80% acetonitrile/1% ammonia. Eluted samples were reduced by vacuum centrifugation at 60 °C and peptide concentration was determined by Nanodrop (ThermoFisher Scientific) measurement at A280 nm. Sample concentrations were adjusted to 200 ng per injection in buffer A* (5% ACN/0.1% TFA) for LC–MS/MS analysis.

#### Preparation of mouse brain spectral library

High-pH reversed-phase fractionation was used to generate a deep precursor library for data-independent (DIA) MS analysis. Purified peptides were pooled from 6 brain regions, which were fractionated at pH 10 with the spider-fractionator (24 fractions from both cortex and hippocampus and 8 fractions from striatum, cerebellum, mid brain, and the olfactory bulb, respectively (80 fractions in total) [38]. 6–18 μg of purified peptides were separated on a 30 cm C18 column in 100 min gradients and concatenated automatically into either 8 or 24 fractions with either 60- or 90-s exit valve switches for 24 or 8 fractions, respectively. Peptide fractions were vacuum-dried and reconstituted in buffer A* for LC–MS analysis.

#### LC–MS/MS analysis

Samples were analyzed with nanoflow Easy-nLC 1200 (Thermo Fisher Scientific, Denmark) connected to a trapped ion mobility spectrometry quadrupole time-of-flight mass spectrometer (TimsTOF Pro, Bruker Daltonik GmbH, Germany) with a nano-electrospray ion source (Captive spray, Bruker Daltonik GmbH). Peptides were separated on a 50 cm in-house packed column (75 μm inner diameter × 50 cm length) with 1.9 μm ReproSilPur C18-AQ silica beads (Dr. Maisch, Germany). Column temperature was kept at 60 °C using an in-house made column oven. Peptide separation was achieved by 120 min gradients. Peptides were loaded and eluted with a nonlinear gradient of increasing buffer B (0.1% formic acid and 80% acetonitrile) and decreasing buffer A (0.1% formic acid) at a flow rate of 300 nL/min. Buffer B was increased slowly from 5 to 30% over 95 min and ramped to 60% over 5 min, up to 95% over 5 min and held for another 5 min before reducing to 5% for column re-equilibration for 5 min. Sample acquisition was randomized to avoid bias. Mass spectrometric analysis was performed as described in Brunner et al*.* [39], either in data-dependent (ddaPASEF) or data-independent (diaPASEF) mode. The ddaPASEF method was used for library generation. For ddaPASEF, 1 MS1 survey TIMS-MS and 10 PASEF MS/MS scans were acquired per acquisition cycle. Ion accumulation and ramp time in the dual TIMS analyzer was set to 100 ms each and the ion mobility range was analyzed from 1/K0 = 1.6 Vs cm^−2^ to 0.6 Vs cm^−2^. Precursor ions for MS/MS analysis were isolated with a 2 Th window for m/z < 700 and 3 Th for m/z > 700 in a total m/z range of 100–1.700 by synchronizing quadrupole switching events with the precursor elution profile from the TIMS device. Collision energy was lowered linearly as a function of increasing mobility starting from 59 eV at 1/K0 = 1.6 VS cm^−2^ to 20 eV at 1/K0 = 0.6 Vs cm^−2^. Singly charged precursor ions were excluded with a polygon filter (Bruker Daltonik GmbH). Precursors for MS/MS were picked at an intensity threshold of 1.000 AU and re-sequenced until reaching a ‘target value’ of 20.000 AU considering a dynamic exclusion of 40 s elution. For diaPASEF analysis, the correlation of Ion Mobility (IM) with m/z was used and the elution of precursors from each IM scan was synchronized with the quadrupole isolation window. The collision energy was ramped linearly as a function of the IM from 59 eV at 1/K0 = 1.6 Vs cm^−2^ to 20 eV at 1/K0 = 0.6 Vs cm^−2^.

#### Spectronaut data processing

Data analysis of mass spectrometric raw files acquired in ddaPASEF mode were analyzed with Spectronaut Pulsar (version 2.4, Biognosys AG, Schlieren, Switzerland) to generate the library using the default settings. The library consisted of 175,301 precursors, 115,684 peptides, 10,191 protein groups. The ddaPASEF library were used in the targeted analysis of diaPASEF data for the CNS data against the Mus musculus UniProt fasta database (2019 release, UP00000589_10090). Peptide spectral match (PSM) and protein level FDR of 1%. A minimum of seven amino acids was required including N-terminal acetylation and methionine oxidation as variable modifications and carbamidomethylation as a fixed modification. Enzyme specificity was set to trypsin/P with a maximum of two allowed missed cleavages. Peptide identifications by MS/MS were transferred by matching four-dimensional isotope patterns between the runs (MBR) with a 0.7 min retention time match window and a 0.05 1/K0 ion mobility window. diaPASEF analysis was conducted with the Spectronaut software (v14.8, Biognosys AG, Schlieren, Switzerland) under default settings. Search parameters were according to default settings. ‘Cross run normalization’ was enabled with strategy of ‘local normalization’ based on rows with ‘Qvalue complete’. FDR was set to 1% at peptide precursor level and 1% at protein level. Decoy hits and proteins, which did not pass the Q-value threshold, were filtered out prior to data analysis.

#### MS data analysis and visualization

Quantitative protein abundance data generated in Spectronaut was analyzed in a Python-based version of the Clinical Knowledge Graph (CKG) (v1.0b1 BETA, https://CKG.readthedocs.io) [40], where data handling including filtering, normalization, annotation, statistics, enrichment analysis, and visualization were conducted. A minimum of 3 quantified values out of 4 replicates in at least one group were required when analyzing the data. Missing values were imputed using a mixed model of k-Nearest Neighbor’s imputation method (KNN) which assumes that the values are Missing Completely At Random (MCAR), and Probabilistic Minimum Imputation approach (MinProb) for missing values that are considered Missing Not At Random (MNAR) (downshift of 2.4 standard deviations and a width of 0.3 standard deviations). Protein intensities were log2-transformed for further analysis. For the two-samples *t*-tests, each region was analyzed separately to eliminate noise from imputation and to achieve high stringency and confidence. For generation of the abundance distribution curves, median protein abundances across all samples within a proteome were used. Coefficients of variation (CVs) were calculated and reported as overall coefficient of variation. Correlations between LFQ intensities within biological replicates and regions were done by Pearson correlations. The subsequent data analysis includes a dimensionality reduction step to enable visualization of the high dimensional proteomic datasets using two or three-dimensional representations. Linear dimensionality reduction [Principal Component Analysis (PCA)] was implemented. Statistical tests across 4 groups (2 genotypes and 2 regions) were performed by a one-way ANOVA using Benjamini–Hochberg False Discovery Rate (BH-FDR) to correct for multiple hypothesis testing. All *t*-tests performed were two-sided, unpaired, and corrected for multiple testing. Volcano plots were generated using FDR < 0.05.

### Cell culture

#### Primary cells

Primary cortical neurons, cortical astrocytes or mixed glia were isolated from cortices or rest of the brain of P0/P1 Syn1^Cre^; *Ifnar1*^*fl/fl*^, GFAP^Cre^; *Ifnar1*^*fl/fl*^, and control Cre negative*Ifnar1fl/fl *pups (n = 3–7 per genotype). For Syn1^Cre^; *Ifnar1*^*fl/f*^ and Cre negative controls cortices were used for cortical neuron cultures, while the rest of the brain was used for primary glial culture. For GFAP^Cre^; *Ifnar1*^*fl/fl*^, and control Cre negative *Ifnar1fl/fl* half of the cortex was used for cortical neurons and the other half was used for cortical astrocytes. Primary cortical neurons were generated and cultured as previously described for 5–6 days in vitro (DIV) [10, 31]. Primary cortical astrocytes and glial cultures were prepared by mechanically and enzymatically digesting associated brain areas in PBS with 10ng/ml DNAse (Roche, 11,284,932,001) and 0.8mg/ml Collagenase D (Roche, 11,088,866,001)) and incubating for 30 min at 37°C. Enzymatic dissociation was stopped with medium, followed by straining through a 100µM strainer. Astrocytes and glia were cultured in DMEM + GlutaMAX™ (Gibco, 31,966–021), 10% HI FBS (Sigma Aldrich, F7524) and 100U/ml penicillin/streptomycin (Gibco, 15,140,122) until > 90% confluency was reached, typically 7–10 DIV.

#### N2a cells

Mouse *δIfnar1* Neuro2a (N2a) cells were cultured in DMEM (Gibco, #31,966–021) with GlutaMAX (Gibco, #31,966–047) supplemented with 10% Fetal Bovine Serum (FBS) (Sigma, F7524).

### CRISPR/Cas9 gene editing

*Ifnar1* depleted (*δIfnar1*) N2a cells were generated using CRISPR/Cas9 editing. One pair of 24 nucleotide oligos were designed using the online CRISPR Design Tool (http://crispr.mit.edu/) for mouse *Ifnar1* (exon 2): Fwd: CACCGCACTGCCCATTGACTCTCC and Rev: AAACCGGAGAGTCAATGGGCAGTG. SgRNA oligos were cloned into the lentiviral LentiCRISPR.V2 vector and constructs were validated by sequencing. Plasmids including either the cloned sgRNAs or non-targeting sgRNAs, and packaging plasmids (Pmd2G and PsPAX2) were transfected within HEK293 FT cells for virus production. Viruses were then transduced in N2a cells and Cas9 expression and the efficiency of gene knockout was checked with immunoblotting.

#### Transfection

For overexpression of IFNAR1, transfections were performed 24 h after seeding cells in 12-well plates. 1.6 µg of eGFP vector control or full-length IFNAR1 plasmids were transfected into N2a cells using Lipofectamine 2000 as per manufacturer’s recommendations. Overexpression vectors for eGFP (pLV[Exp]-Puro-CMV > EGFP) and Full IFNAR1 (pLV[Exp]-Puro-CMV > mIfnar1 [NM_010508.2](ns):3xGGGGS:EGFP) were constructed by VectorBuilder (https://en.vectorbuilder.com/design.html). All constructs were amplified by NucleoBond® Xtra Maxi-prep per manufacturers’ instructions (Macherey–Nagel, #740,414.10) and confirmed by sequencing.

### Microscope imaging and immunoblotting

Immunofluorescence (IF), Immunohistochemistry (IHC), Transmission Electron Microscopy (TEM), and immunoblotting were performed using previously described methods [12, 13, 41]. Primary antibodies used in this study are listed in Table 2, and secondary antibodies for immunoblots are listed in Table 3.

**Table 2:** Primary antibody uses and concentrations in this study

Antigen	Clone	Host	Company	Catalog no	Application	References
Aβ_1–16_	6E10	Mouse	Biolegend	803,015	IHC (1:100), EM (1:100)	IHC [12]
Aβ_1–42_	H31L2	Rabbit	Invitrogen	Ab5078P	IHC (1:50)	IHC (manufacturer)
Aβ_1–42_	Polyclonal	Rabbit	Millipore	Ab5078P	WB (1:2500), IHC (1:35), EM (1:20)	WB, IHC (manufacturer)
Actin	ACTN05 (C4)	Mouse	ThermoFisher	MA5-11,869	WB (1:5000)	WB (manufacturer)
α-syn	Polyclonal	Rabbit	Cell Signaling	2642S	WB (1:2000)	WB (manufacturer)
α-syn, phospho Ser129	D1R1R	Rabbit	Cell Signaling	23706S	WB (1:1000), IHC (1:200), EM (1:200)	WB (manufacturer); IHC, EM [12]
CD31	MEC 13.3	Rat	BD Pharmingen	550,274	IF (1:400)	IHC (manufacturer); IF [42]
COX1 (MTCO1)	1D6E1A8	Mouse	Abcam	ab14705	IF (1:100), WB (1:1000)	IF, IHC, WB (manufacturer)
GFAP	2.2B10	Rat	Invitrogen	13–0300	IF (1:100)	IF, IHC (manufacturer)
GLAST-APC	ACSA-1	Mouse	Miltenyi Biotec	130–095–184	FC (1:100)	FC (manufacturer)
Iba1	Polyclonal	Rabbit	Wako	019–19741	IF (1:500)	IF in mouse [12]
ISG15	Polyclonal	Rabbit	Thermo Fisher	PA5-17,461	IF (1:500)	IF, IHC (manufacturer)
	F-9	Mouse	SantaCruz	sc-166755	IF (1:500)	IF, IHC (manufacturer)
ISG15-PE			R&D Systems	IC8044P	FC (1:100)	
Mac-3	M3/84	Rat	BD Pharmingen	550,292	IHC (1:200)	IHC (manufacturer)
NeuN	A60	Mouse	Millipore	MAB377	IHC (1:400)	IF, IHC (manufacturer)
NF200/NFH	Polyclonal	Rabbit	Sigma-Aldrich	N4142	IF (1:80)	IF, IHC (manufacturer)
	Polyclonal	Chicken	Abcam	ab4680	IF (1:500)	IF, IHC (manufacturer)
	SMI 32	Mouse	BioLegend	801,701	IF (1:500)	IF, IHC (manufacturer)
NF200/NFH-AF488	NE14	Mouse	NovusBio	NBP2-47834AF488	FC (1:100, 1:200)	FC (manufacturer)
Optineurin	C-2	Mouse	SantaCruz	sc-166576	IF (1:100)	IF, IHC [43]
Optineurin, phospho Ser177	E8L9I	Rabbit	Cell signaling	31304S	WB (1:1000)	WB (manufacturer)
OxDJ1	M149	Mouse	Millipore	mabn1773	IF (1:100)	IF, IHC [43]
Tau, pan	Tau-5	Mouse	Abcam	Ab80579	WB (1:1000)	WB (manufacturer)
Tau, phospho Thr205	Polyclonal	Rabbit	Abcam	Ab4841	WB (1:500); IF (1:200); IHC (1:200); EM (1:200)	WB (manufacturer); IF, IHC [12]
TNF-a	MP6-XT3	Rat	eBioscience	16–7322-85	IF (1:500)	IF, IHC (manufacturer)
TOMM20	EPR15581-39	Rabbit	Abcam	ab186734	IF (1:500), WB (1:1000)	IF, IHC, WB [43]
Vinculin	hVIN-1	Mouse	Sigma	V9131	WB (1:20,000)	WB (manufacturer)
8OHdG	Polyclonal	Rabbit	Bioss	BS-1278R	IF (1:100)	IF, IHC (manufacturer)

**Table 3:** Secondary antibodies used for immunoblots

Antibody	Concentration	Catalogue No
ECL™ donkey anti-rabbit, Horseradish peroxidase	WB 1:10,000	Amersham, NA934V
Goat anti-mouse DyLight™ 800	WB 1:10,000	Invitrogen, SA5-35,521
Goat anti-mouse DyLight™ 680	WB 1:10,000	Invitrogen, #35,518
Goat anti-rabbit Alexa Fluor™ 800	WB 1:10,000	Invitrogen, SA5-10,036

### In situ hybridization assay

The *in-situ* hybridization assay RNAscope (ACDbio) was used to detect neuronal and astrocytic *Ifnar1* expression in mouse brain, which was performed according to the manufacturers protocol with the Mm-*Ifnar1* probe (cat# 512,971-C2) and RNAscope Multiplex Fluorescent Reagent Kit v2 (cat# 323,100). In brief, paraffin embedded coronal brain slices were deparaffinized with Xylene and ethanol washes (99%), followed by hydrogen peroxide treatment. Antigen retrieval was conducted with the supplied solution by microwave boiling, followed by protease treatment (supplied with the kit). The hybridization with mm-*Ifnar1* probe was done in the HyBEZ oven at 40 ºC for 15 min, followed by 3 amplification steps (AMP1, AMP2 and AMP3) at 40 °C 30 min each, and treatment with HRP-C1for 15 min at 40º C. Finally, slides were incubated with the fluorescent label for the probe (Opal570) for 30 min at 40 ºC, followed by HRP blocker for 15 min at 40°C. Conventional immunofluorescent staining with antibodies against cell specific markers GFAP and NF200 (outlined in Table 2) was then performed as previously described.

### Flow cytometry (FC)

All kits were used according to manufacturer’s protocols. Briefly, snap-frozen brains from 3-month-old Wt*, Ifnb*^*–/–*^ and *Ifnar1*^*–/–*^ mice (n = 4, 2M and 2 F per genotype) were prepared in a single cell suspension using the Invent Biotechnologies inc. Minute™ Cell Suspension Isolation Kit from Fresh/Frozen Tissues (#CS-031). For myelin removal, a 33% Percoll gradient was run at 800*g* for 15 min (low break). The single cells suspension was counted and stained using the antibodies outlined in Table 2. Briefly, cells were first stained with LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit, for 405 nm excitation (#L34955) and blocked with an BD Fc block (#553,142, 1:200). Next, cells were stained for surface markers (GLAST) for 30 min at 4 °C, after which cells were fixed and permeabilized using BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit (#554,714) and stained for intracellular epitopes (NF200 and ISG15) for 30 min at 4 °C. Compensation using UltraComp eBeads™ Compensation Beads (01–2222-41) and ArC™ Amine Reactive Compensation Bead Kit (# A10346). The samples were analyzed by the BD LSRFortessa™ X-20 Cell Analyzer with HTS. The analysis was performed in FlowJo 10.8.2, using fluorescence minus one (FMO controls) for gating.

### Quantitative PCR (qPCR)

All kits were used according to manufacturer’s protocols. For validation of *Ifnar1* knockdown, primary neurons and astrocytes were isolated from cortices of P0/P1 Syn1^Cre^;*Ifnar1*^*fl/fl*^, GFAP^Cre^;*Ifnar1*^*fl/fl*^, and control Cre negative *Ifnar1fl/fl* pups (n = 3–7 per genotype) and cultured as previously described [13, 41]. For investigation of immune cytokines, snap-frozen cortices from 3-month-old Wt*,* *Ifnb*^*–/–*^ and *Ifnar1*^*–/–*^ mice (n = 3, 2 M and 1 F per genotype) were used. Briefly, RNA was isolated from snap-frozen cortices of or primary neurons and astrocyte cultures using Qiagen AllPrep kit (#80,004). Biorad iScript™ cDNA Synthesis Kit (#1,708,891) was used for reverse transcription of RNA in complementary DNA (cDNA), using 350 ng of template RNA. For the qPCR reaction Roche Faststart SYBR green master (#4,673,484,001) was used on 10 ng of cDNA and 10 µM primers (Table 4) per reaction. Technical replicates averages were used for subsequent analysis, standardizing results to two housekeeping genes (*Beta Actin* and *Rpl13a*). Data were further normalized to the average of Wt replicates, shown as fold change. Statistical tests used are outlined in the figure legend of each experiment.

**Table 4:** qPCR Primers used in the study

Gene	Forward Primer (5’–3’)	Reverse Primer (5’–3’)	References
*Beta Actin*	CTGTGTGGATTGGTGGCTCTAT	GTAACAGTCCGCCTAGAAGCAT	[44]
*Rpl13a*	GCAGATCTTGAGGTTACGGA	ATTGGGTTCACACCAGGA	In house primer design
*Il6*	AGAGTTGTGCAATGGCAATTCT	CCTTCTGTGACTCCAGCTTATCTG	[45]
*Il1b*	ATGGCAACTGTTCCTGAACT	GTATTGCTTGGGATCCACACT	[45]
*Ifnar1*	AGCCACGGAGAGTCAATGG	GCTCTGACACGAAACTGTGTTTT	[46]
*Ifnar1*^*fl/fl*^	AGC GTC TGG AAA TAC CTG TG	CTC AGC CGT CAG AAG TAC AAG	In house primer design
*Tgfb*	CACCGGAGAGCCCTGGATA	TGTACAGCTGCCGCACACA	In house primer design
*Isg15*	GCAGACTCCTTAATTCCAGGG	TTC AGT TCT GAC ACC GTC ATG	In house primer design
*Il12a*	ACG GCC AGA GAA AAA CTG AA	CTA CCA AGG CAC AGG GTC AT	Real-Time PCR.com

### Functional metabolic mapping

Metabolic mapping using isotope tracing of ^13^C enriched substrates of acutely isolated brain slices were performed as previously described [47–49]. Briefly, male Wt or *Ifnar1*^*−/−*^ mice were euthanized by cervical dislocation after which the brain was quickly removed and microdissected in ice-cold artificial cerebrospinal fluid (ACSF) into cortical and hippocampal sections. The dissected sections were sliced (350 µm) on a McIlwain tissue chopper (The Vibratome Company, O’Fallon, MO, USA). The slices were submersed in ACSF containing either [U-^13^C]glucose (5 mM), [1,2-^13^C]acetate (5 mM), [U-^13^C]glutamate (0.2 mM), or [U-^13^C]glutamine (0.2 mM) and incubated for 1 h. The ^13^C enrichment of metabolites in tissue extracts were determined by gas chromatography-mass spectrometry (GC–MS). Data is presented as the cycling ratio, describing the rate of ^13^C accumulation, i.e. reflecting the rate of the TCA cycle [47, 50]. High-performance liquid chromatography (HPLC) was used to assess amino acid amounts in slices and was performed as previously described [47, 50].

### Behavior

All behavior tests were performed and analyzed with the experimenter blinded to genotype. Mice were habituated to the behavior room 24 h prior to testing. Behavior of *Ifnar1*^*−/−*^ mice were evaluated against Wt and *Ifnb*^*−/−*^ mice. Behavior of Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice were evaluated against Syn1^Cre^;*Ifnar1*^+*/fl*^ and Syn1^Cre^;*Ifnar1*^+*/*+^ littermates. Behavior of GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice were evaluated against GFAP^Cre^;*Ifnar1*^+*/fl*^ and GFAP^Cre^;*Ifnar1*^+*/*+^ littermates. Ethovision XT v11 software (Noldus) was used to measure performances on the open field (OF), elevated plus maze (EPM), Morris water maze (MWM), and Barnes maze. To minimize potential confounding stress of conducting multiple behavior tests during one time point, anxiety-like behavior assessments (OF and EPM) were conducted first, followed by motor (wire suspension and rotarod) tests, cognitive measures (Barnes maze and MWM), and pain sensitivity (tail-flick) tests [12]. The novelty-suppressed feeding test and sucrose preference test assessing depression-like phenotypes were conducted on separate cohorts.

Wire suspension, rotarod, MWM, and tail-flick tests were performed as previously described [13]. EPM and Barnes maze were performed as described in [12]. OF test was performed as described in [51].

Novelty-suppressed feeding test was adapted from [52] and [53]. Mice were fasted 24 h prior to the test, then assessed individually for 5 min on their behavior when given sudden access to a food pellet of known weight in a novel open arena. Reduced time spent eating and food intake were measured as reduced motivation and depression-like behaviors. Six mice (two Wt and four *Ifnar1*^*–/–*^) did not eat throughout the test duration and were thus excluded from analysis.

Sucrose preference test was adapted from [54]. Mice were given free access to both water and a solution containing 1.5% weight/volume sucrose for seven consecutive days. Total liquid intake, sucrose preference ratio, and total sucrose intake were measured at the same timepoint each day. Depression-like behavior was measured as a reduced preference a rewarding activity (i.e. sucrose consumption).

Rearing/climbing test was adapted from [55]. Mice were placed in a 10 × 15 cm-tall wire mesh cylinder, and video was recorded for 5 min. Rearing activity was defined as both forepaws stretched above the midline of the mouse and on the apparatus. Climbing activity was defined as all four paws lifted off the ground. Number of rearing and climbing events and cumulative time spent rearing or climbing were assessed as measures of spontaneous motor activity.

### Statistical analysis

Prism software (v9) was used for statistical analysis of results from behavior tests, FC, qPCR, immunohistochemistry, immunoblotting, and GC–MS metabolic labelling experiments. Parametric tests were applied based on passing the Shapiro–Wilk normality test. Unpaired Student’s *t*-tests were used for two-group comparisons, and one- or two-way ANOVAs were applied to multiple-group comparisons. Statistical tests used for each experiment are specified in the figure legends. *P* values < 0.05 were considered statistically significant.

## Results

### *IFNAR1* is differentially expressed in human brain cell types and is affected in patients with PD and LBD

Though we previously reported that Type I-IFN signaling is dysfunctional in PD patients upon dementia progression [10], the primary cellular sources of general *IFNAR1* expression in the entire brain had not been identified; thus, baseline cellular expression patterns of *IFNAR1* in the human brain were examined. 10 × snRNA-seq expression data from the Allen Brain Institute [15] revealed differential *IFNAR1* expression among the major human brain cell types, including excitatory and inhibitory neurons, astrocytes, oligodendrocytes, oligodendrocyte precursor cells (OPCs), and microglia (Fig. 1A). In general, astrocytic *IFNAR1* expression was notably lower compared to neurons and the other brain cell types. Wild-type (Wt) mice also demonstrated significantly lower astrocytic *Ifnar1* expression compared to neurons using in situ hybridization combined with immunofluorescent staining using GFAP vs NF200 for visualization of astrocytic vs. neuronal *Ifnar1* expression, respectively (Fig. 1B). We next used a publicly available single cell RNA-seq dataset [16] to compare PD and LBD cortical samples to unaffected controls and determined how *IFNAR1* and associated Type-I IFN signaling gene [10] expression were affected among different brain cells with or without dementia (Fig. 1C). Notably, *IFNAR1* is specifically lower in LBD vs control and PD in dopaminergic (DA) neurons and microglia, which supports our previous observations in PD and PDD cortical samples where *IFNAR1* expression was significantly reduced in PDD versus PD [10]. IFNβ, lack of which we previously observed to result in PD and LBD-like progression in mice, had reduced expression in both LBD and PD dopaminergic neurons compared to controls [13]. *IFNAR1* and several related genes were also reduced in astrocytes, oligodendrocytes, and OPCs in both LBD and PD compared to controls, implicating *IFNAR1* signaling dysregulation in neurodegenerative mechanisms involved in both neurodegenerative conditions.

**Fig. 1:**
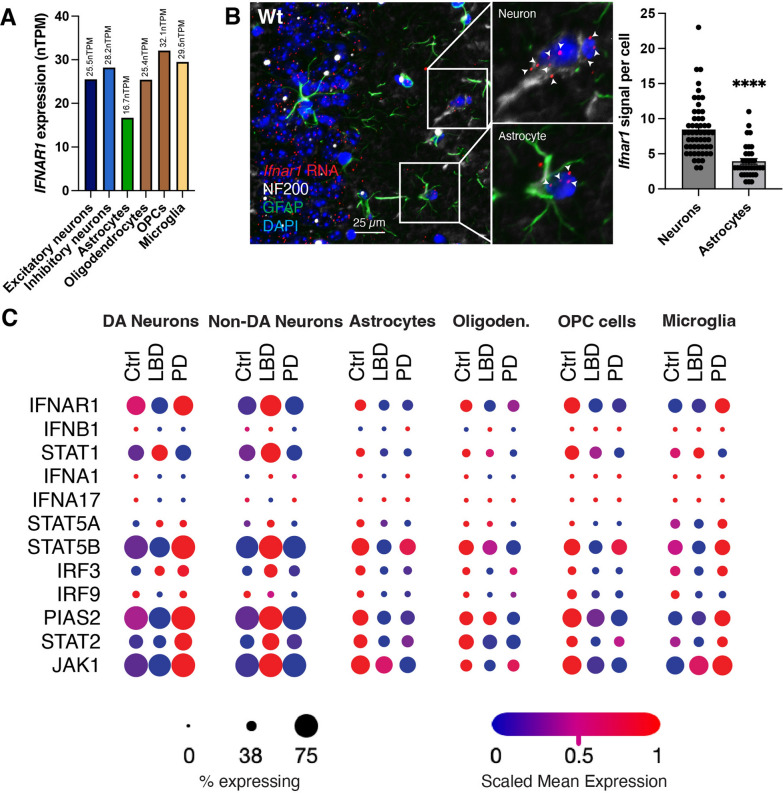
*IFNAR1* expression in human brain varies by cell type and is differentially affected in PD and LBD. **A** *IFNAR1* RNA expression in human brain cell types. OPCs = Oligodendrocyte Precursor Cells. **B** Differential RNA expression of *Ifnar1* (red) in wild-type (Wt) mouse NF200^+^ neurons (white; *n* = 54) and GFAP^+^ astrocytes (green; *n* = 35) using in situ hybridization. DAPI = blue. ****P < 0.0001 by unpaired *t*-test. Scale bar, 25 µm. **C** Dot plot comparing *IFNAR1* and related Type-I IFN gene expression in different brain cells from an single cell RNA-seq dataset [16] derived from human PD and LBD patients compared to unaffected controls (*n* = 3–8). DA = Dopaminergic. Scaled mean expression = relative gene expression across the annotated cell type within each patient category

These results show that *IFNAR1* expression is subject to varying regulation across different brain cell types in both healthy human and mouse brains, warranting further investigation into the relationship between brain cell-specific changes in *IFNAR1* expression and dementia development.

## Single nuclei (sn)RNA-seq in ***Ifnar1***^***−/−***^ brain revealed PD-related changes in neuronal and astrocytic mitochondrial genes and neurotransmission

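Cortical nuclei of 4 Wt and 4 *Ifnar1*-/- mice, 2 females and 2 males of each genotype and labelled as 6 weeks old, were profiled by snRNA-seq with the Single Cell 3’ v3 chemistry. In it a unique molecular identifier (UMI) lets each captured RNA molecule be counted once. The authors aligned the reads with Cell Ranger to a mouse reference (GRCm38) on which unspliced transcripts were also counted. They deposited raw UMI counts of 31053 genes in 56780 barcodes called as nuclei. The deposited counts are not normalized, and do not yet include the authors’ filters on nuclei, doublet removal or integration of samples. The authors’ own cell class of each nucleus was not used here. Total UMIs per library ranged from 46076959 to 58423423 in Wt (median 52674414) and from 44063346 to 58057084 in *Ifnar1*-/- (median 47212032). The paper gives its depth in reads per nucleus, and depth is given in UMIs here because reads were not analysed. Nuclei with 200 to 6000 detected genes, more than 1000 UMIs and less than 10% mitochondrially encoded UMIs were kept, as the paper states, which left 54341 nuclei. Scrublet, run on each library, called 2274 of these as doublets. The 52067 nuclei that remained were clustered on 40 principal components of 3000 variable genes without integration. The UMIs of each cell class were then summed within each mouse (pseudobulk), so that the mouse was the replicate. Genotypes were compared with edgeR’s quasi-likelihood test after TMM normalization, with genes of low counts removed and the p-values adjusted by the Benjamini-Hochberg method within a class. In counts simulated from these libraries, the test recovered 81.5% to 100% of 4-fold changes and 10.9% to 59.1% of 2-fold changes, depending on the class. The simulation drew each gene independently, without a difference between the sexes shared by genes. With 8 mice, 4.38% to 4.66% of its unchanged genes had an unadjusted p under 0.05. In the real fits 1.48% to 1.93% of all genes had one, so the recovery may be lower there. *Ifnar1* (ENSMUSG00000022967), on chromosome 16 from 91485238 to 91507441, was detected in all 8 libraries, at 16.2 to 19.9 CPM without TMM scaling in Wt and 13.9 to 16.9 in *Ifnar1*-/- over all nuclei. After normalization it stood at 18.1 ± 1.39 CPM (SD, n = 4) in Wt and 15.3 ± 1.18 (SD, n = 4) in *Ifnar1*-/-, a log2 fold change of -0.24 (standard error 0.11, Benjamini-Hochberg adjusted p = 1 from edgeR’s quasi-likelihood test). The difference was largest in microglia, with 199 UMIs in Wt and 101 in *Ifnar1*-/- and a log2 fold change of -0.77 (standard error 0.22, adjusted p = 1 from edgeR’s test with the Benjamini-Hochberg method, unadjusted p = 0.00405), and smaller in glutamatergic neurons (-0.20), GABAergic neurons (-0.21) and oligodendrocytes (-0.04). Astrocytes had 4 *Ifnar1* UMIs in Wt and 8 in *Ifnar1*-/- over all mice. Counts per gene do not show which part of a transcript the UMIs came from.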

To identify potential brain cell-specific changes upon IFNAR1 loss in vivo, snRNA-seq was utilized on cortical nuclei isolated from young adult (1.5-month-old) Wt and *Ifnar1*^*−/−*^ mice. 

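The nuclei formed 41 clusters, and each cluster was assigned to a class by the share of its nuclei with UMIs of marker genes listed in advance. A class here is thus a set of clusters that resemble the cell type. Glutamatergic neurons comprised 21 clusters with 25572 nuclei (49.1% of those kept) and a median of 8818 UMIs per nucleus. GABAergic neurons comprised 4395 nuclei in 5 clusters and a further 2182 in 1 cluster of PValb interneurons, with medians of 6502 and 7857 UMIs, and both were counted as GABA. Oligodendrocytes comprised 7086 nuclei (13.6%) with a median of 2056 UMIs, and microglia 4394 nuclei (8.44%) with a median of 1472 UMIs. Only 157 nuclei (0.302%), in 1 cluster with a median of 2127 UMIs, resembled astrocytes. Each mouse contributed 4 to 62 astrocyte nuclei. Wt F2 with 6 and *Ifnar1*-/- M1 with 4 were left out of the comparison. The paper also left out 1 sample of each genotype with few astrocytes, and 3 mice against 3 remain here. These are Wt F1, M1 and M2 against *Ifnar1*-/- F1, F2 and M2, so the sexes are unequal between the genotypes. The UMIs summed over the nuclei of a class and mouse ranged from 25036611 to 37711382 in glutamatergic neurons, 4640977 to 7703949 in GABAergic neurons, 1445131 to 2887743 in oligodendrocytes, 177161 to 1273719 in microglia and 10313 to 117915 in astrocytes. Oligodendrocyte precursors (659 nuclei) and striatal projection neurons (1547 nuclei) were kept apart from the 5 classes. A further 7 clusters with 6075 nuclei (11.7%) did not reach the markers needed for a name.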

Cortical cell types were grouped into five broad cell classes based on their gene expression profile (Fig. 2A; Supplementary Fig. 1A). 

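In glutamatergic neurons 9 of 18388 genes tested passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR’s quasi-likelihood test, 4 higher and 5 lower in *Ifnar1*-/-. The count was 4 of 14638 genes in GABAergic neurons (3 higher, 1 lower), 7 of 11072 in oligodendrocytes (3 higher, 4 lower) and 12 of 9534 in microglia (3 higher, 9 lower). In astrocytes 0 of 781 genes passed in edgeR and 0 in DESeq2, with 38 and 58 genes at an unadjusted p under 0.05. At that unadjusted threshold edgeR counted 316 genes in glutamatergic neurons, 269 in GABAergic neurons, 214 in oligodendrocytes and 149 in microglia, fewer than the 5% of genes tested that chance alone would give (919, 732, 554 and 477), as it did in astrocytes (39.1). This model leaves out sex. With sex as a covariate the unadjusted counts were 827, 687, 571 and 342, and 46 in astrocytes, which is above the number given by chance in oligodendrocytes and astrocytes and below it in the others. DESeq2 was the alternative that moved the first of these counts most, to 42 genes at an adjusted p under 0.05 in glutamatergic neurons, with 16 in GABAergic neurons, 14 in oligodendrocytes and 16 in microglia. In 7 libraries, with 1 left out in turn, the adjusted count stayed between 5 and 10 in glutamatergic neurons and between 3 and 14 in microglia. *Gm15446* (ENSMUSG00000090015, chromosome 5 from 109923400 to 109943936), annotated as protein coding under a provisional symbol, was lower in *Ifnar1*-/- in glutamatergic neurons by a log2 fold change of -2.63 (standard error 0.13), with 27.1 ± 1.76 CPM (SD, n = 4) in Wt and 4.38 ± 0.56 (SD, n = 4) in *Ifnar1*-/-, at an adjusted p of 8.15e-05 (edgeR’s quasi-likelihood test, Benjamini-Hochberg). Its log2 fold change was -2.64 in GABAergic neurons and -2.31 in oligodendrocytes. *Gon4l* (ENSMUSG00000054199, chromosome 3 from 88835231 to 88910103) was higher in *Ifnar1*-/- in glutamatergic neurons, at 200.6 ± 1.76 CPM (SD, n = 4) against 99.3 ± 7.92 (SD, n = 4) in Wt, a log2 fold change of 1.01 (adjusted p = 0.00143 in the same edgeR test, Benjamini-Hochberg), with 1.19 in GABAergic neurons and 1.11 in oligodendrocytes. *Gm43713*, annotated as antisense from 88845025 to 88900001 within *Gon4l*, followed it in GABAergic neurons with 1.83, and its UMIs cannot be separated from intronic *Gon4l* UMIs by position alone. *Pkd1l2* (ENSMUSG00000034416, chromosome 8 from 116995679 to 117082449) was lower in glutamatergic neurons (-2.26) and in oligodendrocytes (-3.88, 85 UMIs against 5). The lincRNA *Gm12576* (ENSMUSG00000085235, chromosome 11 from 83817682 to 83849493) had 2012 UMIs in Wt and 51 in *Ifnar1*-/- glutamatergic neurons, a log2 fold change of -5.21 (adjusted p = 4.26e-05 in edgeR, Benjamini-Hochberg). The lincRNA *Gm45388* (ENSMUSG00000109823, chromosome 8 from 52080163 to 52099750) had 2 UMIs in Wt and 331 in *Ifnar1*-/-, a ratio of 173 (95% interval for counting error 47.4 to 1430). *Selenbp2* (ENSMUSG00000068877, chromosome 3 from 94693556 to 94704413) was higher in GABAergic neurons, with 11 UMIs in Wt and 118 in *Ifnar1*-/- (log2 fold change 3.59, edgeR’s Benjamini-Hochberg adjusted p = 0.0117). In oligodendrocytes *Grik1* (ENSMUSG00000022935), a kainate receptor gene on chromosome 16 from 87895900 to 88290265 and therefore within 10 Mb of *Ifnar1*, stood at 150.9 ± 11.2 CPM (SD, n = 4) in Wt and 534.3 ± 66.7 (SD, n = 4) in *Ifnar1*-/-, a log2 fold change of 1.82 (standard error 0.13, adjusted p = 3.02e-04 in edgeR’s quasi-likelihood test, Benjamini-Hochberg). *Gm16000*, an antisense gene from 81037408 to 81040437 on chromosome 3 that overlaps *Pdgfc*, was lower (-2.16). In microglia *Fcrl1* (ENSMUSG00000059994, chromosome 3 from 87376387 to 87402934) had 5 UMIs in Wt and 141 in *Ifnar1*-/- (log2 fold change 4.91, adjusted p = 0.00122 in edgeR, Benjamini-Hochberg), and *Fcrls*, a gene of the same family by its symbol on the same chromosome from 87250758 to 87263738, was also higher (1.67). *Lgals3bp* (ENSMUSG00000033880, chromosome 11 from 118392751 to 118402092, -2.65), *Esrrg* (ENSMUSG00000026610, chromosome 1 from 187608791 to 188214885, -2.19) and *Tpm3-rs7* (ENSMUSG00000058126, a *Tpm3*-related sequence on chromosome 14 from 113314608 to 113316754, -2.56) were lower and *Hpgd* (ENSMUSG00000031613, chromosome 8 from 56294585 to 56321043, 1.45) was higher. Of the 24 genes called in these classes or over all nuclei, 7 lie on chromosome 3 between 81036416 and 94704413. *Gon4l*, *Selenbp2* and *Fcrl1* are among them. A segment of another strain that differs between the colonies is a candidate explanation there, which these counts cannot exclude.

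**Figure D1:**
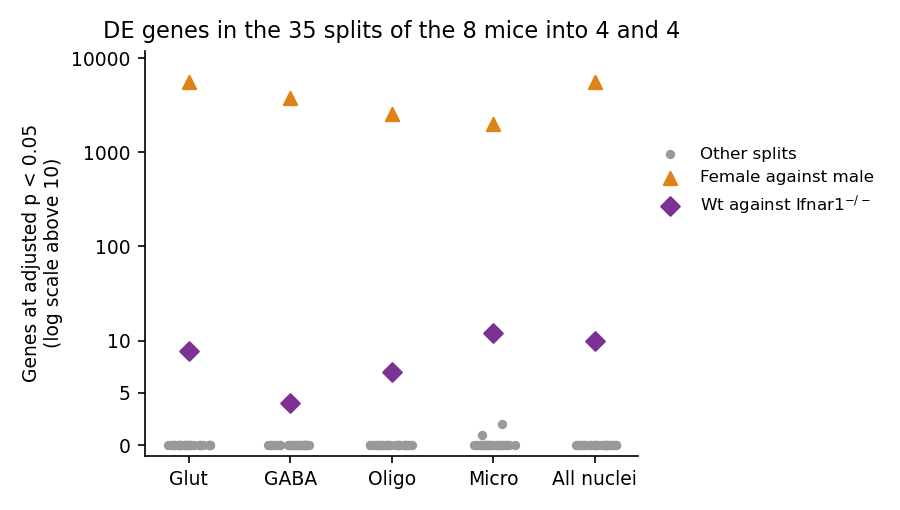
Genes at a Benjamini-Hochberg adjusted p under 0.05 in edgeR’s quasi-likelihood test for each split of the mice. The 8 mice allow 35 splits into 4 and 4, in each class with 8 mice and over all nuclei. Astrocytes, with 6 mice, allow 10 splits into 3 and 3 and are not shown. Diamonds mark the split by genotype, triangles the split by sex and dots the other splits. The vertical scale is linear up to 10 and logarithmic above.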

Glutamatergic neurons (Glut) had the highest number of significant (*P* < 0.05) differentially expressed (DE) genes (396), followed by oligodendrocytes (Oligo, 294), GABAergic neurons (GABA, 242), microglia (Micro, 206), and astrocytes (Astro, 52) (Fig. 2B). Unbiased hierarchical clustering of gene expression showed tight clustering of biological replicates within genotypes for each cell class (Supplementary Fig. 1B).

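Over the 500 most variable genes, which were not chosen by genotype, the mean Pearson correlation of log2 CPM across genes between 2 mice of the same genotype was 0.703 in glutamatergic neurons, against 0.749 between mice of different genotypes (exact permutation test, one-sided for a higher value within genotypes, p = 0.514), where genes are not independent replicates. The means within and between genotypes were 0.699 and 0.748 in GABAergic neurons, 0.688 and 0.728 in oligodendrocytes, 0.396 and 0.422 in microglia and, with 3 mice each, 0.448 and 0.483 in astrocytes (exact permutation p = 0.543, 0.514, 0.514 and 0.8). With 8 mice, 2 of 6 pairs within a genotype and 8 of 16 pairs between genotypes are of the same sex, so these means also carry the difference between the sexes. With the sexes taken into account the values within genotypes were the higher ones in glutamatergic neurons, at 0.948 against 0.941 for pairs of the same sex and 0.58 against 0.558 for pairs of different sex. The mean of these 2 differences was 0.0147 in glutamatergic neurons, 0.0100 in GABAergic neurons, 0.0124 in oligodendrocytes, 0.042 in microglia and -0.0116 in astrocytes. Its exact permutation p within sex, one-sided, was 0.0556, 0.111, 0.0556, 0.0556 and 0.667, with 0.0556 the smallest possible (0.111 in astrocytes). In glutamatergic neurons mice of the same sex were more alike (0.943) than mice of different sex (0.569), and the first principal component, with 83.3% of the variance, separated the sexes (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow) and not the genotypes (exact permutation p = 0.657). The component ranked 3 separated the genotypes in oligodendrocytes (4.62% of the variance) and microglia (5.29%), each at that smallest exact permutation p. In glutamatergic and GABAergic neurons its exact permutation p was 0.0571 and 0.486, and in astrocytes 0.6, without adjustment for the 3 components examined.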

**Fig. 2:**
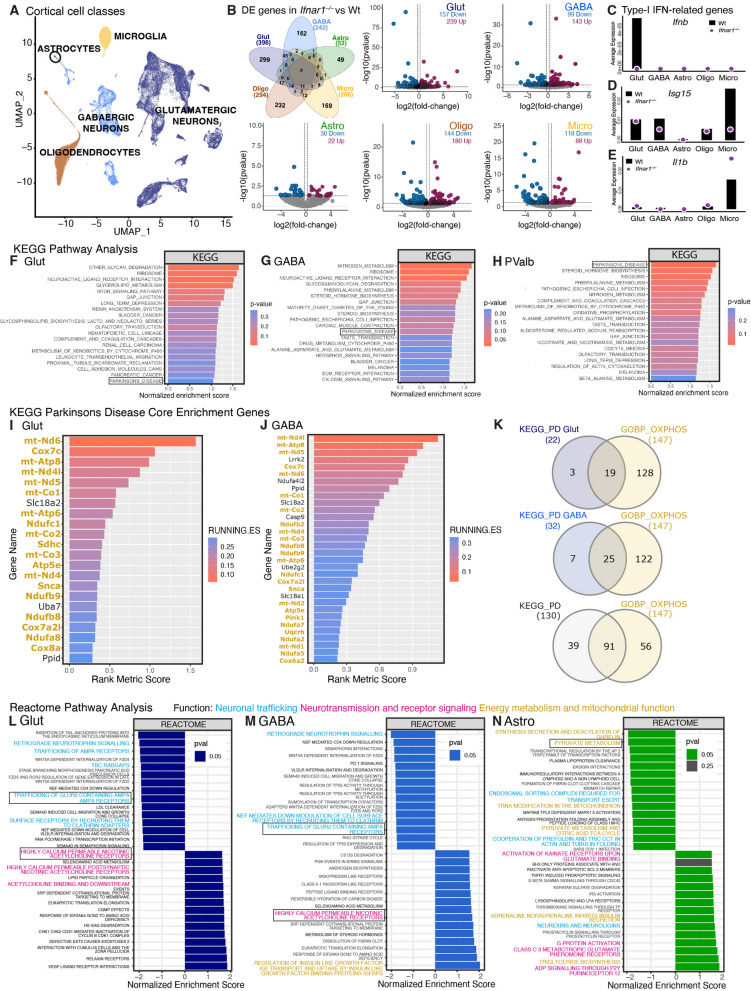
snRNA-seq revealed early PD-related changes in neuronal mitochondrial genes, neurotransmission, and glial support upon *Ifnar1*^*−/−*^. **A** Uniform manifold approximation and projection (UMAP) of broad cell classes isolated from cortex from 1.5-month-old Wt vs *Ifnar1*^*−/−*^ mice, *n* = 4 per genotype. A total of 26,020, 22,821, 24,268, 21,069, and 15,185 genes identified in glutamatergic neurons, GABAergic neurons, astrocytes, microglia, and oligodendrocytes, respectively. **B** Venn diagram showing overlap of significant (P < 0.05) differentially expressed (DE) genes identified in glutamatergic neurons (Glut), GABAergic neurons (GABA), astrocytes (Astro), oligodendrocytes (Oligo), and microglia (Micro), and volcano plots for each cell class showing significance and fold-change (FC) of DE genes. **C**–**E** Specific expression of interferon-related genes (**C**) *Ifnb,* (**D**) *Isg15*, and (**E**) *Il1b* in each cell class. Purple circles represent *Ifnar1*^*–/–*^ and black bars represent Wt average expression. **F**–**H** Top 20 upregulated KEGG pathways in *Ifnar1*^*–/–*^ vs Wt (**F**) glutamatergic neurons, (**G**) GABAergic neurons, and (**H**) parvalbumin inhibitory neurons, with KEGG ‘Parkinsons Disease’ pathway indicated in a black box. **I**, **J** Core enrichment genes within the KEGG ‘Parkinsons Disease’ (KEGG_PD) pathway for (**I**) glutamatergic neurons and (**J**) GABAergic neurons, with mitochondrial genes (belonging to the ‘GOBP Oxidative Phosphorylation’ (GOBP_OXPHOS) pathway) labelled in yellow. **K** Overlap between KEGG_PD core enrichment genes for glutamatergic neurons, GABAergic neurons, and the KEGG_PD pathway overall with GOBP_OXPHOS genes. **L**, **M** GSEA-Reactome enrichment tables showing top 15 positively and negatively enriched pathways for (**L**) glutamatergic neurons, (**M**) GABAergic neurons, and (**N**) astrocytes. Pathways relevant to neuronal and astrocytic function are highlighted, where blue = trafficking affecting neurotransmission; magenta = neurotransmission and receptor signaling; green = energy metabolism and mitochondrial function. Pathways enclosed in a black box have heatmaps featured by cell type in Supplementary Fig. 2D-G

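A gene with at least 1 UMI in any nucleus of the class was counted as detected, which gave 26177 genes in glutamatergic neurons, 24362 in GABAergic neurons, 15030 in astrocytes, 20509 in microglia and 21933 in oligodendrocytes.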

Next, gene set enrichment analysis (GSEA) was conducted on all cell classes to examine genotypic differences. Expression of interferon-related genes in each cell class was assessed to determine the validity of the experimental approach. 

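A list of 58 interferon response genes, written before the data were examined, was tested with limma’s camera, which compares the change of a list’s genes with that of all other genes at a preset correlation of 0.01 between them. The p-values were adjusted by the Benjamini-Hochberg method over the 46 tests of gene lists by class. In glutamatergic neurons 31 of the genes could be tested, of which 15 were higher and 16 lower in *Ifnar1*-/-, with a median log2 fold change of -0.01 (camera, adjusted p = 0.763). In GABAergic neurons 10 of 18 were higher and 8 lower, with a median of 0.12 (camera, adjusted p = 0.141). Of the alternatives only the Reactome set of interferon alpha and beta signaling gave a call in these classes, in glutamatergic neurons (camera, Benjamini-Hochberg adjusted p = 0.00942, with a range of 0.00942 to 0.97 over all alternatives). None of the listed genes passed the adjusted threshold in edgeR, and 0 passed in either class when adjusted over the list alone, with 1 and 0 at an unadjusted p under 0.05.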

Glutamatergic and GABAergic neuronal classes expressed dysregulated type-I IFN or related pathways involving inflammation and cytokine receptor signaling, inclusive of IFN-α, IFN-γ, IL-6, TNF-α, and TGF-β (Supplementary Fig. 1C). 

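*Ifnb1* (ENSMUSG00000048806, chromosome 4 from 88522025 to 88522774), which encodes interferon beta, had 2 UMIs in all nuclei kept, both in Wt M1, 1 in a glutamatergic neuron and 1 in a nucleus of no named class. It had 0 UMIs in 25888 *Ifnar1*-/- nuclei, and a count of 0 allows up to 0.0165 CPM there, against 0.0099 measured in Wt, so a difference in *Ifnb1* was not detectable at this depth. *Isg15* (ENSMUSG00000035692, chromosome 4 from 156199424 to 156200818) had 189 UMIs in Wt and 151 in *Ifnar1*-/- over all nuclei, a log2 fold change of -0.22 (standard error 0.35, adjusted p = 1 in edgeR’s quasi-likelihood test, Benjamini-Hochberg). Per library this was 0.99 ± 0.41 CPM (SD, n = 4) in Wt and 0.85 ± 0.27 (SD, n = 4) in *Ifnar1*-/-, and the sign changed when 1 library was left out in turn (-0.40 to 0.06). Glutamatergic neurons had 116 *Isg15* UMIs in Wt and 112 in *Ifnar1*-/- (log2 fold change 0.09, standard error 0.35), GABAergic neurons 27 and 15, and oligodendrocytes 3 and 2. In microglia 12 UMIs in Wt stood against 2 in *Ifnar1*-/-, 5.1 times lower per UMI sequenced (95% interval for counting error 1.14 to 47.0) (edgeR without a filter on low counts, unadjusted p = 0.0495, Benjamini-Hochberg adjusted p = 0.996).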

Glutamatergic neurons had the highest expression of *Ifnb* in Wt mice, which was reduced in *Ifnar1*^*–/–*^ compared to Wt (Fig. 2C)*.* *Isg15* (interferon-stimulated gene 15), an E3 ubiquitin ligase directly regulated by IFNAR1 signaling [56], was also downregulated in general in *Ifnar1*^*–/–*^ cortical cells (Fig. 2D), which was confirmed with qPCR and FC in *Ifnar1*^*–/–*^ brains (Supplementary Fig. 1D, E). Proinflammatory interleurkin-1beta (*Il-1b*), normally is downregulated by IFNAR1 signaling [57], was upregulated in *Ifnar1*^*–/–*^ microglia (Fig. 2E), suggesting potential neuroinflammation and has been associated with dysregulated Type-I IFN signaling PDD [10]. Accordingly, *Ifnar1*^*–/–*^ microglia showed negative enrichment of interferon signaling-related Reactome and KEGG (Kyoto encyclopedia of genes and genomes) pathways, but significant positive enrichment in the KEGG pathways ‘Parkinson’s disease’, ‘Alzheimer’s disease’, and ‘Huntington’s disease’, collectively demonstrating that *Ifnar1*^*–/–*^ microglia adopt a neurodegenerative phenotype (Supplementary Fig. 1F).

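*Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had 3 UMIs in 2424 Wt microglia and 2 in 1970 *Ifnar1*-/- microglia, 0.124% and 0.102% of nuclei at median depths of 1430 and 1516 UMIs. Glutamatergic neurons, which are not a known source of the cytokine, gave *Il1b* UMIs in 0.143% of Wt and 0.154% of *Ifnar1*-/- nuclei at median depths of 9190 and 8461 UMIs. With counts this low the *Il1b* of microglia could not be compared between the genotypes. Over all nuclei there were 24 UMIs in Wt and 26 in *Ifnar1*-/- (log2 fold change 0.17, standard error 0.50, adjusted p = 1 in edgeR without a filter on low counts, Benjamini-Hochberg).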

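In microglia all 21 testable genes of the interferon response list were lower in *Ifnar1*-/-, with a median log2 fold change of -0.64 (limma’s camera, Benjamini-Hochberg adjusted p = 1.37e-29). With 1 library left out in turn the adjusted p of the list stayed between 1.26e-31 and 8.25e-20. In edgeR 4 of the 21 genes passed when adjusted over all genes tested and 9 when adjusted over the list alone, all of them lower, with 11 at an unadjusted p under 0.05. *Ifi27* (-2.45), *Sp100* (-4.10, 131 UMIs in Wt and 6 in *Ifnar1*-/-), *Irf9* (-1.76) and *Lgals3bp* were the 4. The list of 12 called genes in microglia also held *Gm4951* (-3.72) and *Gm15965* (-1.76), an antisense gene within 10 Mb of *Ifnar1*. *Oas1a* had 12 UMIs in Wt and 0 in *Ifnar1*-/- microglia, at least 3.4-fold lower with the floor set at 3 UMIs over the group. The Reactome set of interferon signaling was also lower in microglia, in 46 of 64 genes (camera, unadjusted p = 1.32e-08). Nuclear genes of oxidative phosphorylation, which the KEGG disease pathways share, were higher in 60 of 73 tested, with a median log2 fold change of 0.20 (camera, Benjamini-Hochberg adjusted p = 2.74e-04). Of the 13 calls among the 46 camera tests, 2 held with limma’s fry (the interferon response list in microglia and in oligodendrocytes) and 3 with the correlation between genes estimated (these and the interferon response list in all nuclei). The oxidative phosphorylation list in microglia did not hold with either (adjusted p = 0.97 and 0.902, with a range of 2.6e-15 to 0.97 over all alternatives), and its direction changed without *Ifnar1*-/- M2. No KEGG set was part of the data used here.

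**Figure D2:**
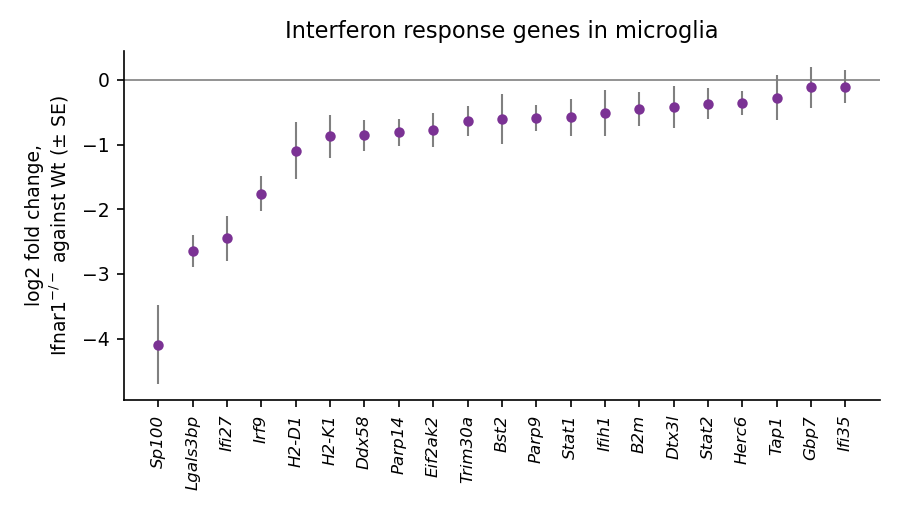
Log2 fold changes (*Ifnar1*-/- against Wt, edgeR, with standard errors) of the genes of the interferon response list that were tested in microglia, n = 4 mice per genotype.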

GSEA of glutamatergic and GABAergic neuronal classes featured the KEGG pathway ‘Parkinson’s disease’ among the top 20 upregulated KEGG pathways (Fig. 2F, G), which was reflected in the majority of annotated cortical neuronal subtypes within each class (Supplementary Fig. 1B and Supplementary Fig. 2A, B), with Parvalbumin^+^ (PValb) interneurons shown as representative subtype (Fig. 2H). 

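The 85 nuclear genes of oxidative phosphorylation stood in for the KEGG set, which was not available. In glutamatergic neurons 53 of 78 testable genes were higher in *Ifnar1*-/- and 25 lower, with a median log2 fold change of 0.07 (limma’s camera, Benjamini-Hochberg adjusted p = 0.299). These tallies are on the voom values that camera uses. In edgeR’s fit of the same genes 45 were higher and 33 lower, with a median of 0.03, and in GABAergic neurons 39 and 38, with a median of 0.01. In GABAergic neurons 44 of 77 were higher and 33 lower, with a median of 0.02 (camera, adjusted p = 0.903). Among PValb interneurons alone 47 of 77 were higher, with a median of 0.06 (camera, unadjusted p = 0.427). Without Wt M2 the list was called higher in both classes (adjusted p = 5.38e-07 and 7.78e-06 in camera). Without *Ifnar1*-/- M2 its direction was lower in both. Leaving out 1 mouse leaves the sexes unequal between the genotypes. The split into females and males gave this list a camera p of 8.91e-17 and 1.99e-14 in these classes, before adjustment. The adjusted p over all alternatives ranged up to 0.97 and 0.982. None of the 78 and 77 genes passed the adjusted threshold in edgeR or, when adjusted over the list alone, at all, and 0 reached an unadjusted p under 0.05.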

Notably, mitochondrial genes (belonging to the GOBP-OXPHOS pathway) were overrepresented among KEGG ‘Parkinson’s disease’ for glutamatergic (Fig. 2I) and GABAergic (Fig. 2J) neurons, making up 86% and 78% of core enrichment genes respectively, compared to 70% overall genes shared between KEGG ‘Parkinson’s disease’ and GOBP-OXPHOS (Fig. 2K). Accordingly, several mitochondrial and metabolic pathways were among the top 15 dysregulated Reactome pathways in both glutamatergic and GABAergic neuronal classes (Fig. 2L, M, Supplementary Fig. 2C).

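The 13 protein-coding genes of the mitochondrial genome were tested as a separate list. In glutamatergic neurons 11 were higher and 2 lower in *Ifnar1*-/-, with a median log2 fold change of 0.28 (limma’s camera, Benjamini-Hochberg adjusted p = 0.118). In GABAergic neurons 11 were higher and 2 lower, with a median of 0.29 (camera, adjusted p = 0.0894). In edgeR’s fit the numbers of genes were the same and the medians 0.48 and 0.43. Preranked fgsea called the list higher in both classes (adjusted p = 0.021 and 0.016), while fry gave 0.97 in both. With the replicate labels as a block camera called it in both classes (adjusted p = 0.0112 and 0.00203), and with sex as a covariate in GABAergic neurons (0.037) but not in glutamatergic neurons (0.107). These 13 are all the mitochondrially encoded genes counted, and their share of all UMIs was 0.30% ± 0.14 (SD, n = 4) in Wt and 0.389% ± 0.286 (SD, n = 4) in *Ifnar1*-/- glutamatergic neurons (exact permutation test, two-sided p = 0.686). In GABAergic neurons it was 0.49% ± 0.202 (SD, n = 4) in Wt and 0.617% ± 0.355 (SD, n = 4) in *Ifnar1*-/- (exact permutation p = 0.571), and in PValb interneurons alone 0.445% and 0.541% (exact permutation p = 0.657). The differences depend on *Ifnar1*-/- M2. Without it the share in *Ifnar1*-/- minus the share in Wt was -0.0452 percentage points in glutamatergic and -0.0279 in GABAergic neurons. *Ifnar1*-/- M2 is 1 of 2 males of its genotype and males had the higher shares, so leaving it out also shifts the balance of the sexes. Within females the shares in glutamatergic neurons were 0.188% in Wt and 0.215% in *Ifnar1*-/-, and within males 0.411% and 0.564%, with 2 mice of each genotype.

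**Figure D3:**
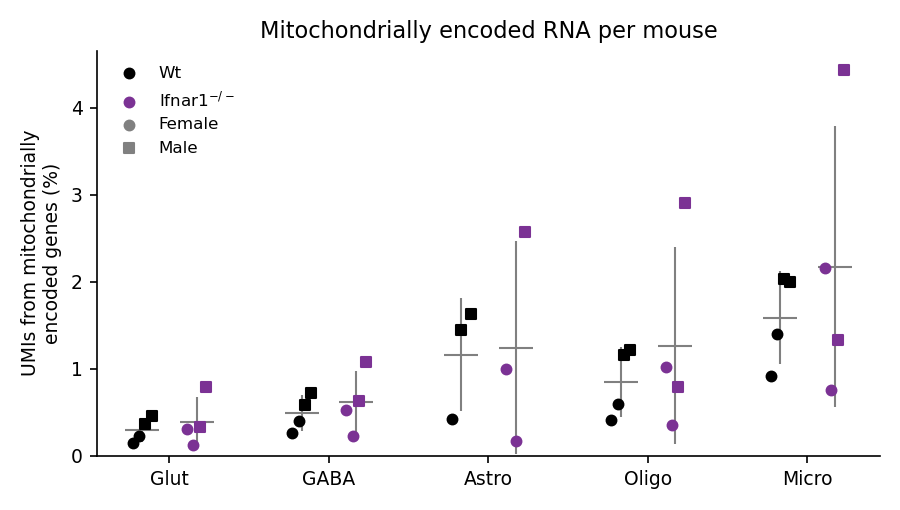
Percent of the UMIs of each class that came from mitochondrially encoded genes, 1 point per mouse. Lines give the mean and SD of n = 4 mice per genotype (n = 3 in astrocytes).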

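The Reactome sets that came with fgsea, and lists of 25 genes of pyruvate metabolism and 17 of the tricarboxylic acid (TCA) cycle, were tested for metabolism. In glutamatergic neurons 18 of 23 pyruvate metabolism genes were lower in *Ifnar1*-/-, with a median log2 fold change of -0.05, as were 12 of 17 TCA cycle genes, with a median of -0.05 (limma’s camera, Benjamini-Hochberg adjusted p = 0.283 for each). In GABAergic neurons 15 of 22 pyruvate metabolism genes were lower, with a median of -0.08 (camera, adjusted p = 0.195), and 13 of 17 TCA cycle genes, with a median of -0.07 (camera, adjusted p = 0.0894). Without *Ifnar1*-/- M1 the pyruvate metabolism list was called lower in both classes (camera, adjusted p = 0.00479 and 0.00444, with a range up to 0.97 over all alternatives). The sexes are then unequal between the genotypes. The split into females and males gave this list a camera p of 5.23e-06 and 3.75e-05 in the same classes, before adjustment.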

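A list of 17 genes of AMPA receptor trafficking was lower in *Ifnar1*-/- in 10 of 16 testable genes in glutamatergic neurons, with a median log2 fold change of -0.04 (limma’s camera, Benjamini-Hochberg adjusted p = 0.0894). In GABAergic neurons 6 of 16 were lower, with a median of 0.02 and a mean of -0.01 (camera, adjusted p = 0.5). In both classes 1 gene of the list passed when adjusted over the list alone and 0 over all genes tested in edgeR. The Reactome set of retrograde neurotrophin signalling, added after the data were examined, was lower in 8 of 9 genes in glutamatergic neurons (camera, Benjamini-Hochberg adjusted p = 0.0655). Of 14 nicotinic receptor genes 12 could be tested in glutamatergic neurons, with 8 higher in *Ifnar1*-/- and a median of 0.12 (camera, adjusted p = 0.0623). In GABAergic neurons 4 of 5 were higher, with a median of 0.10 (camera, adjusted p = 0.0894). With the replicate labels as a block camera called the nicotinic receptor list in GABAergic neurons. The Reactome set of nicotinic receptors was called in glutamatergic neurons (camera, adjusted p = 0.0415, with a range of 0.0415 to 0.335 over all alternatives). Kainate receptor genes went both ways in glutamatergic neurons, with 8 of 15 higher (camera, adjusted p = 0.785), and 10 of 14 were higher in GABAergic neurons (camera, adjusted p = 0.189).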

Reactome pathways related to neuronal trafficking were among the top 15 negatively enriched pathways in neurons, while neurotransmission and receptor signaling-related pathways were among the top 15 positively enriched pathways (Fig. 2L, M). Dysregulation of genes in processes relating to glutamatergic signaling and cholinergic neurotransmission (Fig. 2L, Supplementary Fig. 2D. E) suggests dysfunction of excitatory neurotransmission upon IFNAR1 loss [58]. 

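Over all nuclei the AMPA receptor trafficking list was lower in *Ifnar1*-/- in 12 of 17 genes, with a median log2 fold change of -0.03 (limma’s camera, Benjamini-Hochberg adjusted p = 0.0176), and the nicotinic receptor list was higher in 8 of 13, with a median of 0.05 (camera, adjusted p = 0.0466). Both adjusted p values moved with the setting, from 9.65e-04 to 0.453 and from 0.00399 to 0.49 over all alternatives. Without *Ap2b1*, the 1 gene of the AMPA receptor trafficking list that passed when adjusted over the list alone, the camera p before adjustment rose from 0.00421 to 0.0646 over all nuclei and from 0.0323 to 0.247 in glutamatergic neurons.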

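In oligodendrocytes the kainate receptor list was higher in *Ifnar1*-/- in 9 of 13 genes, with a median log2 fold change of 0.12 (limma’s camera, Benjamini-Hochberg adjusted p = 0.00804, with a range of 5.04e-04 to 0.335 over all alternatives). It may rest on *Grik1*, the only gene of the list past the adjusted threshold in edgeR, over all genes tested or adjusted over the list alone. Without *Grik1* the camera p before adjustment rose from 0.00175 to 0.146. The mean log2 fold change of the list then fell from 0.237 to 0.105 and stayed positive. The AMPA receptor trafficking list was near 0 in oligodendrocytes, with 8 of 15 genes lower (camera, adjusted p = 0.763). In astrocytes, with 3 mice against 3, 3 of 4 testable AMPA receptor trafficking genes were higher in *Ifnar1*-/- (camera, adjusted p = 0.107), and 2 of 4 kainate receptor genes were (camera, adjusted p = 0.763). Of the mitochondrially encoded genes 8 of 9 were lower in *Ifnar1*-/- astrocytes, with a median of -0.18 (camera, adjusted p = 0.737). The sexes are unequal in this comparison, and every male in it had a higher share of mitochondrially encoded UMIs than every female. The direction was the opposite in camera with sex as a covariate (adjusted p = 0.004) and with the replicate labels as a block (adjusted p = 3.84e-09). Only labels F1 and M2 occur in both genotypes here, so the block fit compares the genotypes through these alone. In edgeR’s fit of the same 9 genes 4 were higher and 5 lower, with a median of -0.01. The share of mitochondrially encoded UMIs was 1.16% ± 0.649 (SD, n = 3) in Wt and 1.24% ± 1.22 (SD, n = 3) in *Ifnar1*-/- astrocytes (exact permutation p = 1, with 0.1 the smallest that this design allows).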

Of note, *Ifnar1*^*–/–*^ astrocytes and oligodendrocytes also showed positive enrichment of excitatory neurotransmission pathways (Fig. 2N; Supplementary Fig. 1G); however, *Ifnar1*^*–/–*^ astrocytes also demonstrated negative pathway enrichment relating to energy metabolism and mitochondrial function (Fig. 2N), along with several pathways involved in neurotransmission and inflammation (Supplementary Fig. 2F). 

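Only 1 gene of the pyruvate metabolism list had enough UMIs for a test in astrocytes, lower in *Ifnar1*-/- at an unadjusted p under 0.05 in edgeR, so the list could not be tested there with all 6 mice. With 1 library left out it reached the minimum of 3 genes in 2 of the 6 cases, without Wt F1 and without *Ifnar1*-/- F2, and was then lower (limma’s camera, Benjamini-Hochberg adjusted p = 0.00257 and 0.00674). Without Wt F1 the Wt group was M1 and M2, both male, against F1, F2 and M2 of *Ifnar1*-/-. That result can therefore not be told apart from sex. The TCA cycle list had too few genes in astrocytes throughout.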

Downregulation of pyruvate metabolism genes in *Ifnar1*^*–/–*^ astrocytes and other brain energy-related processes may indicate altered brain metabolism and subsequent disturbances in neurotransmission events (Supplementary Fig. 2G).

These findings suggest that IFNAR1 loss results in cell-specific transcriptomic alterations that may collectively affect neuronal function and homeostasis. 

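Whether the genotype difference of a gene differed between classes was tested with a class-by-genotype term in edgeR’s quasi-likelihood test, with the mouse as a block, for each pair of the 4 classes with 8 mice. Between 2 and 7 genes differed for a pair at a Benjamini-Hochberg adjusted p under 0.05, out of 8630 to 14551 tested. *Grik1* rose more in oligodendrocytes than in GABAergic neurons, by 1.85 on the log2 scale (adjusted p = 1.68e-06 in edgeR, Benjamini-Hochberg). *Cntfr* (ENSMUSG00000028444, chromosome 4 from 41657498 to 41697089) fell in glutamatergic neurons (-1.24) and differed by 1.37 in GABAergic neurons (edgeR, adjusted p = 9.51e-06). The interferon response genes *Ifi27*, *Irf9* and *Lgals3bp* fell further in microglia than in neurons, by -2.40 and -1.93 against GABAergic and -2.27 against glutamatergic neurons (edgeR, adjusted p = 0.00398, 0.00442 and 0.0127). *Gon4l*, *Gm15446* and *Pkd1l2* did not differ between classes in this test (adjusted p of 0.875 to 1 in edgeR). The genotype difference of the share of mitochondrially encoded UMIs did not differ between glutamatergic neurons and GABAergic neurons, oligodendrocytes or microglia (exact permutation p = 0.857, 0.486 and 0.857). From the enriched pathways that it describes in neurons and glia, the paper proposes that loss of IFNAR1 alters transcription in a cell-specific way, and that these changes together may affect neuronal function and homeostasis.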

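Of 23 genes past the adjusted threshold in at least 1 of glutamatergic neurons, GABAergic neurons, oligodendrocytes and microglia, 18 (78.3%) passed in a single class and 5 in 2 or more. Glutamatergic neurons had 4 genes called in no other class, oligodendrocytes 3 and microglia 11, while all 4 genes of the GABAergic neurons were also called in glutamatergic neurons. Astrocytes had none by edgeR, as above. At an unadjusted p under 0.05 in edgeR, 866 genes were counted in the 5 classes and 85 of them in 2 or more. Glutamatergic neurons then had 244 genes of their own, GABAergic neurons 202 and astrocytes 35, and 39 genes were shared by glutamatergic and GABAergic neurons alone. With DESeq2 64 genes passed the adjusted threshold in at least 1 class and 16 of them in 2 or more. A gene called in 1 class and not in another is not thereby shown to differ between them.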

Many DE genes were unique between neuronal and astrocytic classes (Fig. 2B), suggesting distinct cell-specific dysfunctions upon IFNAR1 loss.

## Protein alterations in ***Ifnar1***^***–/–***^ brains suggest disrupted neurotransmission

To investigate how cell-specific transcriptional changes affect brain protein expression, proteome comparisons were made between Wt and *Ifnar1*^*–/–*^ cortex and hippocampus. Evaluation of technical and biological quality showed a strong correlation between replicates (Pearson correlation ranging from 0.94 to 0.95) (Fig. 3A) and a clear separation of brain regions and genotypes by principal component analysis (PCA) (Fig. 3B). An average of 7657 protein groups were identified after data preparation and filtering (Supplementary Fig. 3A). Proteome coverage and dynamic range were comparable across cortex and hippocampus in both genotypes (Supplementary Fig. 3B), as well as coefficients of variation (CVs) (Wt cortex: 9.74%; *Ifnar1*^*–/–*^ cortex: 10.97%; Wt hippocampus: 14.27%; and *Ifnar1*^*–/–*^ hippocampus: 12.01%) (Supplementary Fig. 3C). In total, 1560 significant (FDR < 0.05) protein differences were found (Fig. 3C), most of which reflected regional differences and were comparable to a previous report [48]. Genotypic differences within each brain region were analyzed and visualized as differential expression on volcano plots (Fig. 3D, E).

**Fig. 3:**
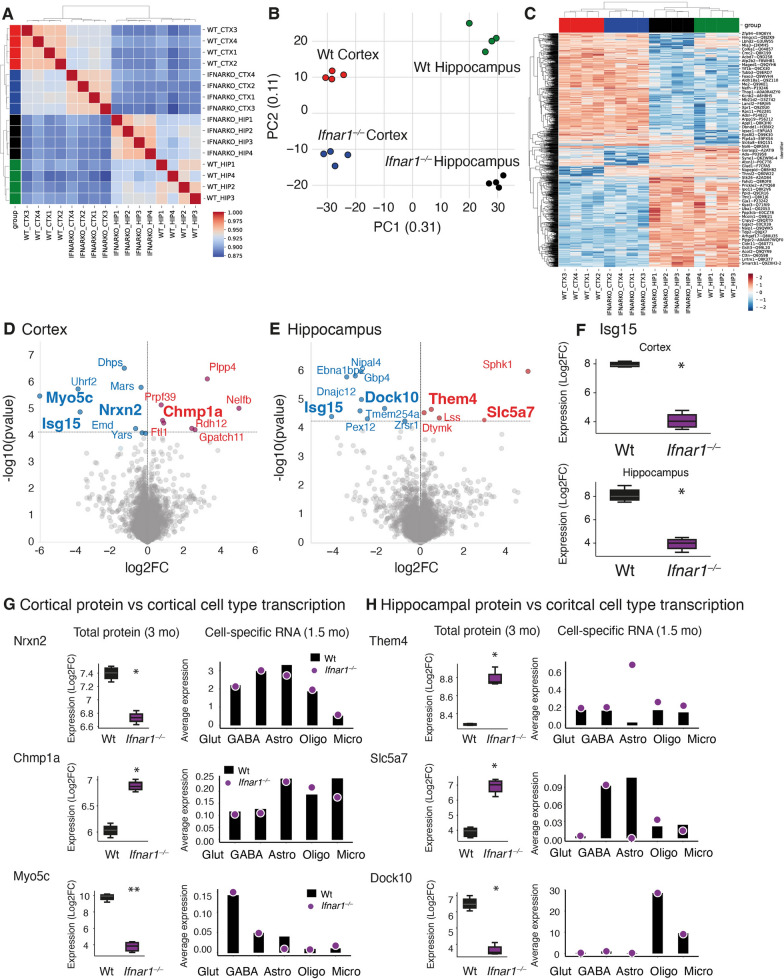
Protein alterations in *Ifnar1*^*–/–*^ brains support snRNA-seq results suggesting dysregulated neurotransmission. **A** Pearson correlation plot indicating high reproducibility between samples. **B** Principal component analysis (PCA) showing high correlation of samples within genotype and brain region (*n* = 4 per genotype and per region). **C** Unbiased hierarchical clustering of differentially expressed proteins indicates distinct signatures for each brain region and some changes between genotypes within each region. **D**, **E** Volcano plots showing significant hits by false discovery rate (FDR < 0.05)-adjusted p values in *Ifnar1*^*–/–*^ vs Wt (**D**) cortex and (**E**) hippocampus. **F** Relative expression (Log2 FC intensity) of Isg15 in both cortex and hippocampus. **G** Relative protein expression of Nrxn2, Chmp1a, and Myo5c in 3-month-old *Ifnar1*^*–/–*^ cortex compared to 1.5-month-old *Ifnar1*^*–/–*^ cortical cell snRNA-seq expression. **H** Relative protein expression of Them4, Slc5a7, and Dock10 in 3-month-old *Ifnar1*^*–/–*^ hippocampus compared to 1.5-month-old *Ifnar1*^*–/–*^ cortical cell snRNA-seq expression. *P < 0.05 and **P < 0.01 by FDR-adjusted ANOVA

Consistent with snRNA-seq, qPCR, and FC data (Fig. 2D, Supplementary Fig. 1D, E), ISG15 was significantly downregulated in both *Ifnar1*^*−/−*^ cortex and hippocampus (Fig. 3F). Cortical changes included proteins involved in synaptic remodeling [Nrxn2, a pre-synaptic protein, reduction of which reduces *N*-methyl-d-aspartate (NMDA) receptor activity and spontaneous cortical neurotransmitter release [59]], endosomal sorting [Chmp1a, an essential subunit of the endosomal sorting complex required for transport (ESCRT)-III, dysfunction of which is associated with increased PDD risk [60] and pTau NFT development [61]], and microtubule dynamics [Myo5c, which facilitates actin-dependent organelle trafficking, dysregulation of which is associated with NFT manifestation [62]] (Fig. 3G). As with cortex, proteins significantly altered in *Ifnar1*^*–/–*^ hippocampus are involved in neuronal survival, function, and synaptic regulation, including mitochondrial regulation [Them4, regulator of mitochondrial fission, mitochondrial membrane permeability, and fatty acid metabolism [63, 64]], cholinergic neurotransmission [Slc5a7, essential for synthesis of acetylcholine and mitochondria-derived acetyl-CoA [65]], and synapse remodeling [Dock10, required for synaptic morphogenesis of hippocampal neurons [66]] (Fig. 3H). 

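In the snRNA-seq data, which are of cortex and not of hippocampus, none of the 6 genes that encode these proteins passed the adjusted threshold of edgeR’s quasi-likelihood test, in any class, over all nuclei or under any alternative. Over all nuclei *Nrxn2* (ENSMUSG00000033768, chromosome 19 from 6418731 to 6544169) stood at 242.3 ± 23.4 CPM (SD, n = 4) in Wt and 237.9 ± 17.2 (SD, n = 4) in *Ifnar1*-/-, a log2 fold change of -0.03 (standard error 0.09, edgeR’s Benjamini-Hochberg adjusted p = 1). By class its log2 fold change was -0.04 in glutamatergic neurons, 0.05 in GABAergic neurons, -0.22 in astrocytes, -0.01 in oligodendrocytes and 0.07 in microglia. *Chmp1a* (ENSMUSG00000000743, chromosome 8 from 123204264 to 123212763) had 12.0 ± 2.04 CPM (SD, n = 4) in Wt and 11.4 ± 2.10 (SD, n = 4) in *Ifnar1*-/-, with log2 fold changes of -0.10 in glutamatergic neurons, 0.34 in oligodendrocytes (standard error 0.23) and -0.51 in microglia (standard error 0.35). *Myo5c* (ENSMUSG00000033590, chromosome 9 from 75232020 to 75305451) changed by 0.12 over all nuclei and had most of its UMIs in glutamatergic neurons, with 1738 of 2062 in Wt. *Them4* (ENSMUSG00000028145, chromosome 3 from 94310089 to 94332540) changed by 0.21 over all nuclei (standard error 0.23) and by 0.52 in oligodendrocytes (standard error 0.27). In astrocytes it had 1 UMI in Wt and 15 in *Ifnar1*-/-, 9.61 times higher per UMI (95% interval for counting error 1.48 to 404) (edgeR without a filter on low counts, unadjusted p = 0.00599, Benjamini-Hochberg adjusted p = 0.847). *Slc5a7* (ENSMUSG00000023945, chromosome 17 from 54273590 to 54299034) had 743 UMIs in Wt and 536 in *Ifnar1*-/- over all nuclei, a log2 fold change of -0.40 (standard error 0.26), and -0.03 in GABAergic neurons. *Dock10* (ENSMUSG00000038608, chromosome 1 from 80501073 to 80758527) was most abundant in oligodendrocytes, at 3170 ± 362 CPM (SD, n = 4) in Wt and 3255 ± 358 (SD, n = 4) in *Ifnar1*-/-, and changed by 0.04 there, by -0.08 in microglia and by 0.22 in GABAergic neurons (standard error 0.18).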

Of note, protein expression and transcription patterns in both regions appeared to differ by cell type (Fig. 3G, H).

Here it was observed that cell-specific transcriptional alterations upon IFNAR1 loss affect expression of brain proteins involved in several processes required for effective neurotransmission and mitochondrial function, implicating IFNAR1 loss with general dysregulation of brain homeostasis.

## Integrated Omics revealed mitochondrial dysfunction, defective mitophagy and elevated oxidative stress upon IFNβ-IFNAR signaling loss

To identify shared and potentially central pathways disrupted upon IFNAR1 loss, analysis of cortical transcriptomic and proteomic datasets from *Ifnar1*^*–/–*^ mice were integrated. GSEA of the proteomics dataset identified ‘Gene Ontology (GO) Cellular Component (GOCC) Mitochondrion’ and metabolic pathways as major top hits (Fig. 4A, orange and green boxes, respectively), which supported the mitochondrial and metabolic related Reactome pathways identified by GSEA in the neuronal and astrocytic transcriptomic data (Fig. 2L–N, Supplementary Fig. 2G). To directly compare cell-specific transcriptomic data with bulk proteomic data, all cellular transcriptomic data were declassified into a pseudobulk dataset. For validation of the approach, gene ontologies related to IFNAR1 depletion were checked, namely ‘GO Biological Process (GOBP) Response to Interferon beta’ (IFNb-response) and ‘GOBP regulation of viral process’ (Viral response), which appeared among the top altered GSEA pathways in the pseudobulk snRNA-seq data of *Ifnar1*^*–/–*^ group (Fig. 4B), supporting single cell findings for related Type-I IFN genes (Fig. 2C–E) and proteomic analysis (Fig. 3F). 

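The UMIs of all 52067 nuclei were summed within each mouse for the pseudobulk. Of 19969 genes tested 10 passed the Benjamini-Hochberg adjusted threshold in edgeR’s quasi-likelihood test, 6 higher and 4 lower in *Ifnar1*-/-, and 42 passed in DESeq2. None of the 10 belonged to the interferon response list. The list itself was lower, in 36 of 42 testable genes with a median log2 fold change of -0.24 (limma’s camera, Benjamini-Hochberg adjusted p = 1.75e-13), and 6 of its genes, all lower, passed when adjusted over the list alone in edgeR. With fry the list had an adjusted p of 0.0847, the highest over all alternatives, of which the lowest was 7.48e-18. The 5 genes with the lowest adjusted p were *Gm12576* (-5.18), *Gm15446* (-2.57), *Gon4l* (1.03), *Pkd1l2* (-2.37) and *Selenbp2* (3.25), each past the threshold in edgeR (Benjamini-Hochberg adjusted p = 1.19e-04, 1.19e-04, 0.00173, 0.00324 and 0.00748). In oligodendrocytes the interferon response list was lower as well, in 10 of 11 genes with a median of -0.35 (camera, adjusted p = 3.9e-05).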

There was also significant overlap between mitochondrial gene/protein expression and Type-1 IFN-related pathways associated with IFNβ-IFNAR responses (Fig. 4C), supporting further investigation of mitochondrial dysfunction in *Ifnar1*^*–/–*^ mice.

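Over all nuclei 11 of the 13 mitochondrially encoded genes were higher in *Ifnar1*-/-, with a median log2 fold change of 0.30 (limma’s camera, Benjamini-Hochberg adjusted p = 0.0894), and 49 of 80 nuclear genes of oxidative phosphorylation were, with a median of 0.04 (camera, adjusted p = 0.66). Neither list had a gene past the adjusted threshold in edgeR, over all genes tested or adjusted over the list alone, and neither had one at an unadjusted p under 0.05. The share of mitochondrially encoded UMIs over all nuclei was 0.402% ± 0.186 (SD, n = 4) in Wt and 0.536% ± 0.406 (SD, n = 4) in *Ifnar1*-/- (exact permutation test, two-sided p = 0.686), and without *Ifnar1*-/- M2 the difference turned to -0.0599 percentage points. The protein data behind the overlap, which the authors deposited separately, were not used for this comparison.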

**Fig. 4:**
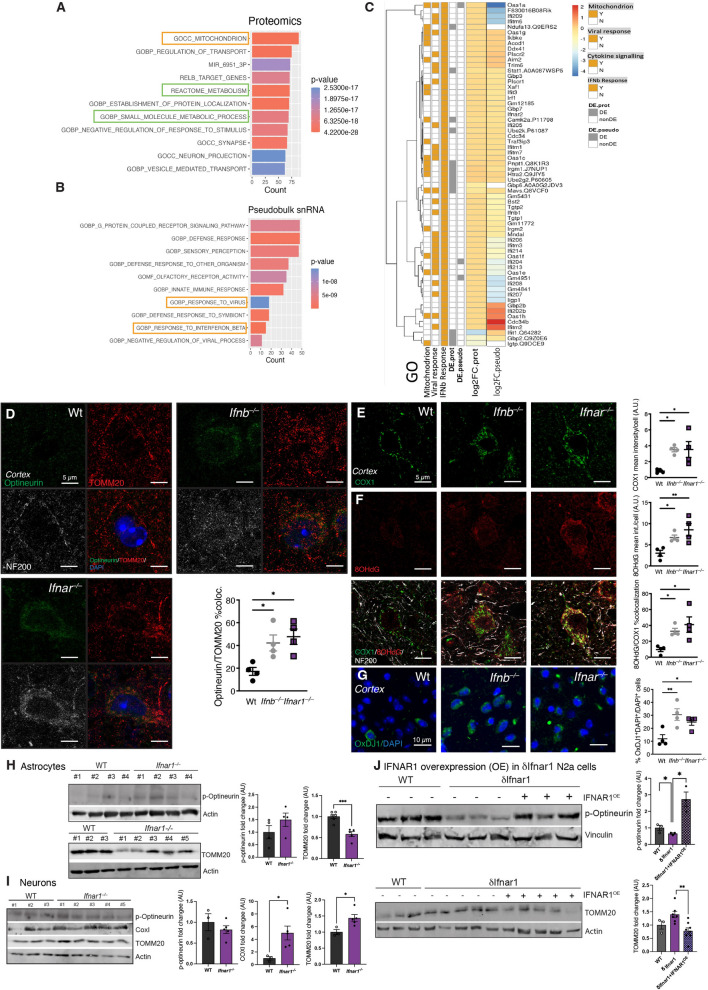
Integrated Omics revealed lack of IFNβ-IFNAR signaling results in mitochondrial dysfunction. **A** Top 10 GSEA pathways in the proteomics dataset with mitochondrial (yellow box) and metabolic (green boxes) pathways indicated. **B** Top 10 GSEA pathways in the proteomics dataset with Type-I IFN-related (yellow boxes) pathways indicated. **C** Heatmap indicating yes/no (Y/N) overlap and differential expression (DE) of proteins from the proteomic dataset (DE.Prot) and genes from the pseudobulk snRNA transcriptomic dataset (DE.pseudo) within ‘ GOCC Mitochondrion’, ‘GOBP Response to Interferon beta’, and ‘GOBP regulation of viral process’ pathways, alongside individual protein (Log2FC.Prot) and gene (Log2FC.pseudo) expression patterns. **D** Representative images and quantification of average Optineurin (green) and TOMM20 (Red) colocalization in NF200^+^ (white) cortical neurons of 6-month-old Wt, *Ifnb*^*–/–*^, and *Ifnar1*^*–/–*^ mice (*n* = 3–4 mice per genotype). *P < 0.05 by one-way ANOVA and Dunnett’s post hoc correction test. Scale bars, 5 µm. Representative images and quantification of **E** COXI (green) mean intensity, **F** 8OHdG (red) mean intensity, and COXI/8OHdG %colocalization in NF200 + (white) cortical neurons of 6-month-old Wt, *Ifnb*^*–/–*^, and *Ifnar1*^*–/–*^ mice (*n* = 3–4 mice per genotype). *P < 0.05 and **P < 0.01 by one-way ANOVA and Dunnett’s post hoc correction test. Scale bars, 5 µm. **G** Representative images and quantification of %OxDJ1^+^(green)/DAPI^+^(blue)/total DAPI + cells in cortex of 6-month-old Wt, *Ifnb*^*–/–*^, and *Ifnar1*^*–/–*^ mice (*n* = 3–4 mice per genotype). *P < 0.05 and **P < 0.01 by one-way ANOVA and Dunnett’s post hoc correction test. Scale bars, 10 µm. Representative immunoblots and quantifications of (**H**) p-Optineurin and TOMM20 in Wt vs *Ifnar1*^*−/−*^ primary astrocytes (*n* = 4–6), (**I**) p-Optineurin, COXI, and TOMM20 in Syn1^Cre^;*Ifnar1*^+*/*+^ vs Syn1^Cre^;*Ifnar1*^*−/−*^ primary cortical neurons (*n* = 3–5), (**J**) p-Optineurin (top) and TOMM20 (bottom) in WT and *δIfnar1* N2a cells (*n* = 3–6) with (+) or without (−) IFNAR1 overexpression (IFNAR1^OE^). *P < 0.05, and ***P < 0.001by Welch’s t test. Data in all graphs are mean ± SEM

To characterize potential mitochondrial defects, optineurin, a receptor for removal of damaged mitochondria [67], was investigated in *Ifnar1*^*–/–*^ mice compared to Wt and *Ifnb*^*–/–*^ mice, as accumulation of mitochondria in *Ifnb*^*–/–*^ brains have been associated with defects in mitophagy [43]. Optineurin colocalization with mitochondrial marker TOMM20 was elevated in brains of mice lacking IFNβ-IFNAR signaling compared to Wt (Fig. 4D). Higher levels of cytochrome C oxidase I (COXI) were also observed in both *Ifnb*^*–/–*^ and *Ifnar1*^*–/–*^ mice (Fig. 4E), collectively indicating defects in mitophagy [43]. Oxidized DJ-1 (oxDJ-1) and 8-hydroxy-2’-deoxyguanosine (8OHdG) were measured by immunohistochemistry as indicators of oxidative stress resulting from mitochondrial dysfunction [68]. Increased oxDJ1 and high cytoplasmic expression of 8OhdG colocalized to COXI were found in both *Ifnar1*^*–/–*^ and *Ifnb*^*–/–*^ cortex (Fig. 4F, G), showing that disrupted IFNβ-IFNAR signaling results in mitochondrial dysregulation and increased oxidative stress.

We next investigated whether lack of *Ifnar1* in primary culture of astrocytes and cortical neurons show similar trends regarding mitochondrial dysfunction by measuring levels of phosphorylated S177 optineurin (p-optineurin), which is positively associated with clearance of mitochondria via mitophagy [69, 70]. Defects in *Ifnar1* resulted in disturbed p-optineurin levels, resulting in either high turnover in astrocytes (Fig. 4H) or lack of mitophagy in neurons similar to neurons lacking *Ifnb* [43], as depicted by accumulation of both COXI and TOMM20 (Fig. 4I).

To functionally address the role of *Ifnar1* in mitophagy, we generated Crisp/Cas9-mediated deletion of *Ifnar1* in Neuron2a (N2a) cells. Similar to primary neurons, N2a cells lacking *Ifnar1* (*δIfnar1)* exhibited reduced p-optineurin (Fig. 4J, top) and increased TOMM20 (Fig. 4J, bottom) compared to WT N2a cells, demonstrating defective mitophagy with *Ifnar1* loss. Importantly, both p-Optineurin and TOMM20 were restored to WT levels with IFNAR1 overexpression (IFNAR1^OE^) in *δIfnar1* cells (Fig. 4J)*,* showing direct involvement of IFNAR1 on the promotion of mitophagy.

Together, these data support that both independent omics datasets identified shared signaling defects and corresponding malfunctional pathways related to a lack of IFNβ-IFNAR signaling causing mitochondrial dysfunction. These data were further verified to establish that lack of type I signaling in both *Ifnar1*^*–/–*^ and *Ifnb*^*–/–*^ brains results in dysregulated mitochondrial homeostasis, oxidative stress and mitophagy.

## Mitochondrial defects upon ***Ifnar1***^***–/–***^ alters neurotransmitter synthesis and glucose hypermetabolism

As neurotransmission, synaptic activity, and energy metabolism are closely linked and dependent on tricarboxylic acid (TCA) cycle activity and mitochondrial function in both neurons and astrocytes, it was next determined whether the identified mitochondrial defects affected brain energy metabolism [71]. Baseline measurement of amino acids related to TCA cycle in Wt and *Ifnar1*^*−/−*^ brains were similar in cortex or hippocampus (Fig. 5A, B), indicating that potential metabolic changes in *Ifnar1*^*–/–*^ mice reflect functional alterations due to IFNAR1 loss, rather than genotypic differences in baseline amino acid pools.

**Fig. 5:**
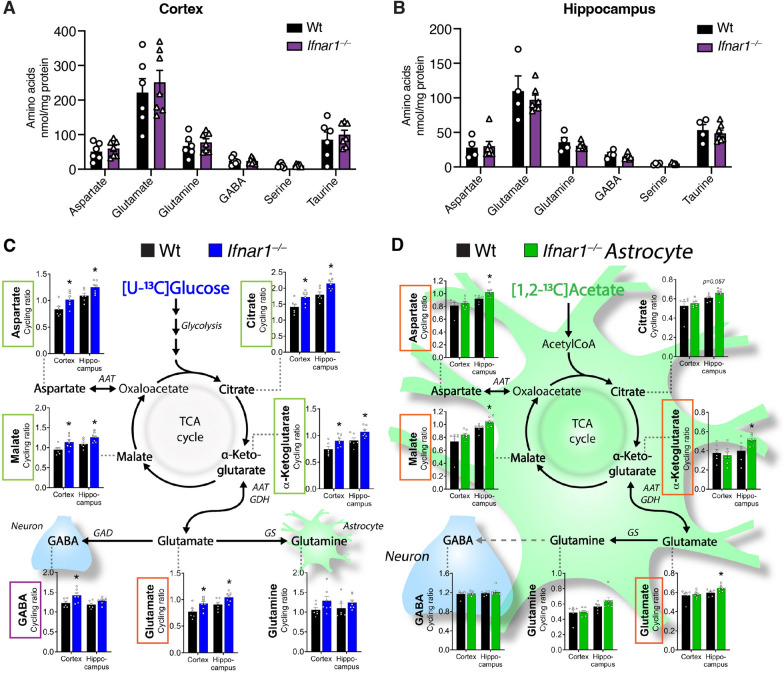
Mitochondrial defects upon *Ifnar1*^*–/–*^ alters neurotransmitter synthesis and glucose hypermetabolism. Baseline amino acid levels in (**A**) cortex and (**B**) hippocampus of Wt and *Ifnar1*^*−/−*^ mice (*n* = 6–7 per genotype), measured by HPLC. Cortical and hippocampal slices from Wt and *Ifnar1*^*−/−*^ mice (*n* = 6–7 per genotype) were incubated with ^13^C-labelled energy substrates (**C**) [U-^13^C]glucose or (**D**) [1,2-^13^C]acetate. Cycling ratios of TCA cycle intermediates citrate, α-ketoglutarate, and malate, and amino acids aspartate, glutamine, glutamate, and GABA, in cortical and hippocampal slices, reflecting TCA cycling rate. Data are mean ± SEM. *P < 0.05 by *t-*test

To functionally probe TCA cycle capacity upon IFNAR1 loss, cortical and hippocampal slices from Wt and *Ifnar1*^*−/−*^ mice were incubated with ^13^C-labelled substrates (Fig. 5C, D; Supplementary Fig. 4A, B). Elevated metabolic activity, or hypermetabolism, in *Ifnar1*^*−/−*^ cortex and hippocampus was revealed upon incubation with [U-^13^C]glucose, leading to significantly increased ^13^C accumulation in the TCA cycle intermediates citrate, α-ketoglutarate, malate, and the amino acid aspartate (Fig. 5C, green boxes). Increased TCA cycle activity resulted in elevated glutamate synthesis in both cortex and hippocampus (Fig. 5C, orange box), whereas GABA synthesis was significantly increased in cortex while less pronounced in hippocampus (Fig. 5C, purple box).

Though no changes were observed in [U-^13^C]glutamate or [U-^13^C]glutamine metabolism (Supplementary Fig. 4A, B), there were slight increases in ^13^C accumulation in glutamine derived from [U-^13^C]glucose metabolism (Fig. 5C). Increased ^13^C accumulation in glutamine, produced from glutamate selectively in astrocytes [47, 48], could reflect alterations in astrocyte-specific TCA cycle activity and metabolism. When probed directly with [1,2-^13^C]acetate, a substrate predominantly metabolized by astrocytes [47, 48, 72], several metabolites including aspartate, malate, α-ketoglutarate, and glutamate (Fig. 5D, orange boxes) exhibited elevated ^13^C accumulation selectively in hippocampal slices of *Ifnar1*^*−/−*^ mice, which could reflect changes in hippocampal energy requirements from astrocytes lacking IFNAR1.

These results indicate that loss of IFNAR1 signaling results in brain glucose hypermetabolism affecting glutamate and GABA synthesis. Dysregulated excitatory neurotransmission may require greater energy demands in *Ifnar1*^*–/–*^ neurons and astrocytes, prompting compensatory glucose metabolism and neurotransmitter production, and could indicate neuronal dysfunction and potential neurodegeneration.

## *Ifnar1*^–/–^ mice develop PDD-like neuropathology, behavior deficits, and neuroinflammation

Neuronal counts in cortex, hippocampus, and olfactory bulb were quantified to determine whether the loss of IFNAR1 signaling, and subsequent mitochondrial and metabolic dysfunction, contributes to a broad neurodegenerative phenotype similar to previous observations in *Ifnb*^*–/–*^ brains [12, 13]. Though IFNβ binds to IFNAR to conduct signaling, the lack of the *Ifnb* gene could potentially be counteracted by *Ifna* genes to compensate loss of cellular functions. Nevertheless, the number of NeuN^+^ neurons were reduced in all regions investigated (cortex, hippocampus and olfactory bulb combined) both in *Ifnar1*^*−/−*^ and *Ifnb*^*–/–*^ brains (Fig. 6A, Supplementary Fig. 5A–C). *Ifnar1*^–/–^ mice also exhibited neuropathological hallmarks of PDD as observed in *Ifnb*^*–/–*^ mice [12, 13], featuring DA neuronal loss and reduction in TH^+^ neurites in the substantia nigra (Fig. 6B) with concurrent loss of TH^+^ immunoreactivity in the striatum compared to age-matched Wt mice (Fig. 6C). Notably, TH^+^ cell loss in the substantia nigra pars compacta was approximately 10% greater than loss in the ventral tegmental area (Supplementary Fig. 5D), resembling PD neuropathology [73]. Significant accumulation of α-syn, phosphorylated α-syn at serine 129 (pα-syn), Tau (pan), and phosphorylated Tau at threonine 205 (pTau) was observed in aged (12-month-old) *Ifnar1*^*−/−*^ but not Wt or young (1.5-month-old) mice (Supplementary Fig. 5E). Importantly, LB-like structures staining positive for both pα-syn and pTau were confirmed in neurons of *Ifnar1*^*−/−*^ thalamus using both light and electron microscopy (Fig. 6D). Fibrillar structures containing Aβ were also observed by electron microscopy (Fig. 6E), and Aβ^+^ plaques like those in 5xFAD mice and *Ifnb*^*–/–*^ mice [12] were detected in *Ifnar1*^*–/–*^ but not Wt mice (Fig. 6F).

**Fig. 6:**
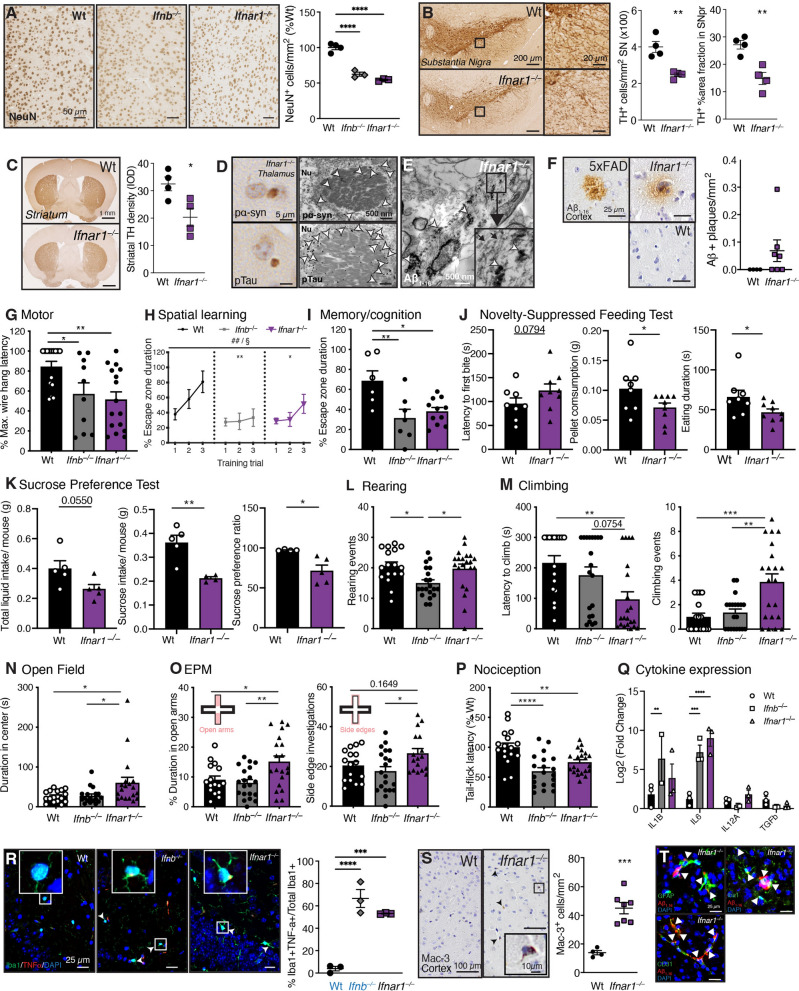
*Ifnar1*^*–/–*^ leads to PDD-like neuropathology and behavior. **A** Immunohistochemical (IHC) images and collective quantification of NeuN^+^ cells per mm^2^ in 6-month-old Wt, *Ifnb*^*–/–*^*,* and *Ifnar1*^*–/–*^ cortex, hippocampus, and olfactory bulb as %Wt (*n* = 3–4 per genotype). ****P < 0.0001 by one-way ANOVA and Bonferroni’s post hoc correction test. Scale bars, 50 µm. IHC images and quantifications of tyrosine hydroxylase (TH)^+^ DA neurons and neurites in 3-month-old Wt versus *Ifnar1*^*–/–*^ (**B**) substantia nigra and (**C**) striatum. (*n* = 4 per genotype). *P < 0.05 and **P < 0.01 by unpaired *t*-test. Scale bars, 200 µm (substantia nigra), 20 µm (insert), and 1 mm (striatum). **D** IHC (left) and immunogold-labelled (white arrows) TEM images (right) for pα-syn or pTau of Lewy body (LB)-like inclusions in 12-month-old *Ifnar1*^*−/−*^thalamus. Nu = nucleus. Scale bars, 5 µm (IHC) and 500 nm (TEM). **E** TEM micrograph of immunogold-labelled Aβ_1–16_ (white arrows) in fibrillar structures (black arrows) in 12-mo *Ifnar1*^*−/−*^ thalamus. **F** Representative images of 12-month-old 5xFAD, Wt, and *Ifnar1*^*−/−*^ cortex stained for Aβ_1–16_, with extracellular Aβ^+^ plaques per mm^2^ cortex quantified in Wt versus *Ifnar1*^*−/−*^ mice (*n* = 4–7 per genotype). Scale bars, 50 µm. **G** Wire hang performances of 3-month-old mice (*n* = 10–16 per genotype). *P < 0.05 and **P < 0.01 by one-way ANOVA and Tukey’s post hoc correction test. **H**, **I** Barnes maze results of 12-month-old mice (*n* = 6–10 per genotype). **H** Barnes maze spatial learning performances. ^##^*P* < 0.01 for training effect and ^§^P < 0.05 for genotype effect by two-way ANOVA. Genotype effect vs Wt *P < 0.05 and **P < 0.01 by Tukey’s post hoc test. **I** Memory probe on the Barnes maze as percent total test time spent in the escape zone. *P < 0.05 and **P < 0.01 by one-way ANOVA and Tukey’s post hoc correction test. **J** Novelty-suppressed feeding test results of 3-month-old mice (*n* = 8–9 per genotype), showing latency to first bite (seconds, s), amount of food consumed (grams, g), and eating duration (s). **K** Sucrose preference test results of 6-month-old Wt and *Ifnar1*^*−/−*^ mice (*n* = 10–15 per genotype), comparing total liquid intake per mouse weight (g), sucrose intake per mouse weight (g), and sucrose preference ratio over water. *P < 0.05 and ** *P* < 0.01 by unpaired *t-*test. **L** Rearing activity of 3-month-old Wt, *Ifnb*^*–/–*^*,* and *Ifnar1*^*–/–*^ mice (*n* = 17–20 per genotype). **M** Climbing activity of 3-month-old mice (*n* = 17–20 per genotype), quantified by latency to first climbing event (s) and number of climbing events. **N** Open field (OF) performance of 3-month-old mice as cumulative time (s) spent in maze center (*n* = 17–20 per genotype). **O** Elevated plus maze (EPM) performances of 3-month-old mice (*n* = 17–20 per genotype). Time spent in the maze open arms (top diagram, left graph) and number of side edge investigations (bottom diagram, right graph) were quantified. **P** Heat-induced tail flick latencies (nociception) of 3-month-old mice (*n* = 17–20 per genotype) as %Wt. **Q** Gene expression of cytokines IL-1b, IL-6, IL-12, and TGF-β by qPCR in 3-month-old mouse brain, shown as Log2FC of Wt (*n* = 3 per genotype). **P < 0.01, ***P < 0.001, and ****P < 0.0001 by two-way ANOVA and Tukey’s post hoc correction test. **R** IF images and quantification of TNF-ɑ^+^Iba1^+^ as %total Iba1^+^ microglia in the hippocampus of 9-month-old Wt, *Ifnb*^*–/–*^*,* and *Ifnar1*^*–/–*^ mice (*n* = 3 per genotype). Previously published (12) Wt and *Ifnb*^*–/–*^data (blue text) were generated concurrently with the *Ifnar1*^*–/–*^ data shown and included for comparison. ***P < 0.001 and ****P < 0.0001 by one-way ANOVA and Bonferroni’s post hoc correction test. Scale bars, 25 µm. **S** Representative IHC images and quantifications Mac-3^+^ microglia (black arrows) per mm^2^ in Wt vs *Ifnar1*^*−/−*^ cortex (*n* = 4–7 per genotype). Scale bars, 100 µm; insert, 10 µm. *P < 0.05 by unpaired *t*-test. **T** IF images of GFAP^+^ astrocytes, Iba1^+^ microglia, or CD31^+^ endothelial cells (green) associated with Aβ^+^ (red) aggregates (white arrows) in 12-month-old *Ifnar1*^*−/−*^ cortex. DAPI = blue. Scale bars, 25 µm. Data in all graphs are mean ± SEM

To determine whether the identified neuropathologies resulted in discernible phenotypes, *Ifnar1*^*−/−*^ mouse behaviors were assessed over time. 3-month-old *Ifnar1*^*−/−*^ mice exhibited significantly reduced motor performances on the wire suspension test compared to Wt mice (Fig. 6G). Though 3-month-old *Ifnar1*^*−/−*^ mice performed marginally better than *Ifnb*^*–/–*^ mice on the Morris water maze (MWM) (Supplementary Fig. 5F–H), both 6-month-old *Ifnb*^*−/−*^ mice and *Ifnar1*^*−/−*^ mice in the Morris water maze spent less time in the platform quadrant after training (Supplementary Fig. 5I–K). These deficits were sustained in 12-month-old *Ifnb*^*−/−*^ and *Ifnar1*^*−/−*^ mice on the Barnes maze, where both strains of mice spent more time finding the target escape hole (Fig. 6H, I). Importantly, there were no significant differences found in distance travelled or velocity between Wt and either *Ifnb*^*−/−*^ and *Ifnar1*^*−/−*^ during any of the cognitive tests (Supplementary Fig. 5L–Q), suggesting that both *Ifnb*^*−/−*^ and *Ifnar1*^*−/−*^ mice have impaired spatial learning and memory.

Non-motor neuropsychiatric behaviors such as depression, anxiety, and pain, which can develop prior to PD diagnosis in humans [74, 75], were assessed in *Ifnar1*^*–/–*^ mice. Depression-like behavior was observed on the novelty-suppressed feeding test, where 3-month-old *Ifnar1*^*−/−*^ mice spent significantly less time eating and consumed less when exposed to a food pellet in a novel open arena after a 24 h fasting period (Fig. 6J). Similar behavior was sustained in 6-month-old *Ifnar1*^*−/−*^ mice with the sucrose preference test, which manifested as significantly reduced sucrose preference ratio and reduced total sucrose intake compared to Wt mice (Fig. 6K). *Ifnb*^*−/−*^ mice spontaneously reared less and for shorter durations than Wt and *Ifnar1*^*−/−*^ mice (Fig. 6L; Supplementary Fig. 5R), corresponding with reduced motor capacity on the wire suspension test (Fig. 6G) and on the rotarod [12, 13]; however, *Ifnar1*^*−/−*^ mice initiated climbing behavior significantly faster and more frequently than Wt and *Ifnb*^*−/−*^ mice (Fig. 6M). To determine whether *Ifnar1*^*–/–*^ climbing behavior was due to increased anxiety, mouse behavior was assessed in open field (OF) and elevated plus maze (EPM). Genotypic differences were observed for distance travelled or velocity on either test (Supplementary Fig. 5S, T). In contrast with *Ifnb*^*–/–*^ mice, which previously exhibited classic anxiety-like behaviors at a later age (Supplementary Fig. 5U), 3-month-old *Ifnar1*^*−/−*^ mice spent more time in the OF center (Fig. 6N), on the EPM open arms, and had significantly more EPM side edge investigations than Wt and *Ifnb*^*−/−*^ mice (Fig. 6O). Though conventionally interpreted as anxiolytic behavior, these data reflect similar escape-induced anxiety-like behavior on the EPM observed in the early stages of neurodegeneration in the 6-OHDA and A53T mouse models of PD [76, 77]. Finally, both 3-month-old *Ifnb*^*−/−*^ mice and *Ifnar1*^*−/−*^ mice demonstrated faster heat-induced nociception, suggesting that IFNβ-IFNAR defects may be involved in early-onset pain sensitivity (Fig. 6P).

Lack of IFNβ-IFNAR signaling could impact expression of other brain cytokines like increased IL-1β, IL-6 and TNF-α [10, 12, 78, 79]. To assess whether anxiety-related phenotypes could be associated with differential regulation of brain cytokines, a panel of pro- and anti-inflammatory cytokines were investigated by qPCR, among which IL-1β, IL-6, IL-12A and TGFβ were detectable (Fig. 6Q). Increased expression of proinflammatory IL-1β and IL-6 gene were found in cortex of mice lacking IFNβ-IFNAR signaling, however no significant differences were found between *Ifnb*^*−/−*^ and *Ifnar1*^*−/−*^ strains to correlate with differential anxiety-like behavior. Furthermore, as IFNβ loss was associated with elevated neuronal TNF-ɑ [12], *Ifnar1*^*–/–*^ TNF-α^+^/Iba1^+^ counts were concurrently-quantified alongside Wt and *Ifnb*^*–/–*^ counts (previously published [12], indicated in blue text). Like *Ifnb*^*–/–*^ mice, higher numbers of TNF-α^+^ microglia in *Ifnar1*^*–/–*^ mice were found compared to Wt controls (Fig. 6R), confirming neuroinflammation upon IFNβ-IFNAR loss. Significantly more phagocytic microglia, marked by lysosomal Mac-3 expression [80], were seen in *Ifnar1*^*–/–*^ cortex compared to Wt (Fig. 6S). Interestingly, GFAP^+^ astrocytes and Iba1^+^ microglia were detected surrounding Aβ plaques (Fig. 6T, top panels), supporting astrocytic involvement in Aβ processing and microgliosis. Aβ was also found localized to CD31^+^ endothelial cells lining blood vessels in 12-month-old *Ifnar1*^*–/–*^ cortex (Fig. 6T, bottom panel), mimicking what is observed in dementia [81, 82].

Collectively, these results show that molecular and functional differences observed due to IFNAR1 loss results in Parkinsonian dementia-like neuropathology, behavior deficits, and neuroinflammation.

## Neuronal and astrocytic IFNAR1 loss recapitulate distinct aspects of PDD-like neuropathology and behavior

As the transcriptomic and functional metabolic results suggested differential effects of IFNAR1 loss in neurons and astrocytes, PDD-like neuropathology and behavioral phenotypes were investigated in mice lacking either neuronal or astrocytic IFNAR1. Neuron-specific Cre recombinase (Cre)-floxed *Ifnar1* gene Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice and astrocyte-specific GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice were generated and validated for target-cell specific knock-down of *Ifnar1* using qPCR (Fig. 7A). Though the potential for GFAP^Cre^-based knockout to affect neuronal populations has been reported and discussed [83, 84], cell-specific deletion of *Ifnar1* in both astrocytes and neurons was confirmed, and no off-target reduction of *Ifnar1* were observed in either conditional mouse strains. Moreover, ISG15 downregulation was found in target cells but not in other brain cell types (Fig. 7B, C), supporting cell-specific loss of IFNAR signaling.

**Fig. 7:**
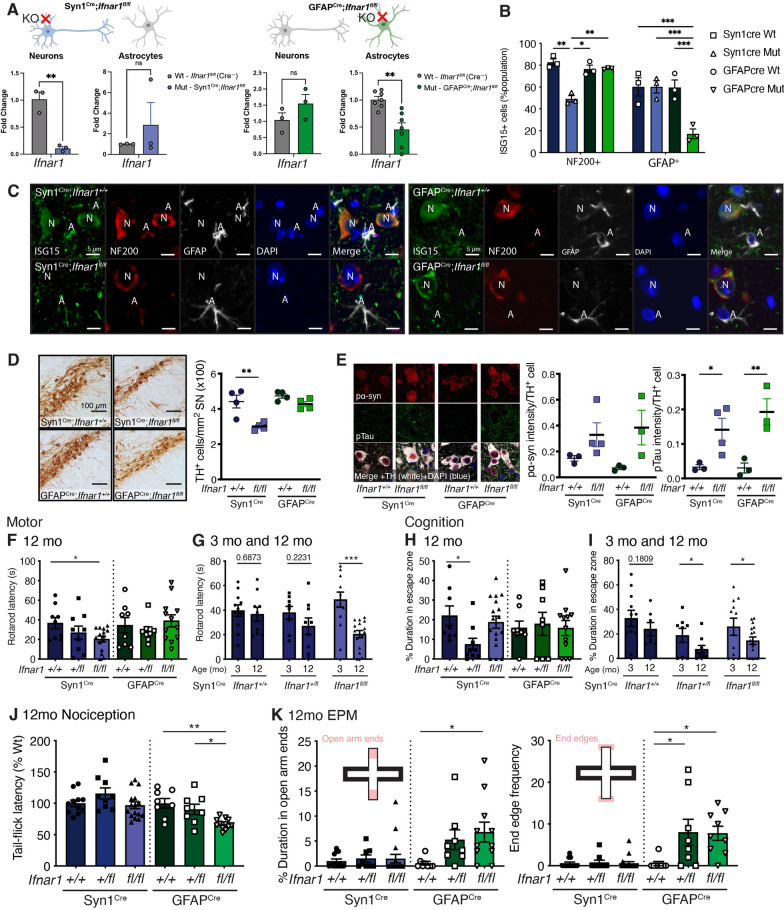
Neuron- or astrocyte-specific *Ifnar1*^*–/–*^ recapitulate differential aspects of PDD-like phenotypes. **A** *Ifnar1* expression in primary cortical neurons vs enriched astrocyte cultures from Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ pups compared to Cre-negative *Ifnar1*^*fl/fl*^ controls (*n* = 3–7 per genotype). **P < 0.01 by unpaired *t-*test. Quantification (**B**) and Representative images (**C**) and of ISG15 (green) as %target population in 3-month-old Syn1Cre;*Ifnar1*^+*/*+^ (Syn1cre Wt), Syn1Cre;*Ifnar1*^*fl/fl*^ (Syn1cre Mut), GFAPCre;*Ifnar1*^+*/*+^ (GFAPcre Wt), and GFAPCre;*Ifnar1*^*fl/fl*^ (GFAPcre Mut) brains (n = 3 per genotype). N = NF200^+^ neuron (red); A = GFAP^+^ astrocyte (white). DAPI = blue. Scale bars, 5 µm. *P < 0.05, **P < 0.01, and *** P < 0.001 by two-way ANOVA and Tukey’s post hoc test. **D** Representative images and quantifications of TH^+^ DA neurons and neurites in substantia nigra of 3-month-old Syn1^Cre^;*Ifnar1*^fl/fl^ mice and astrocytic GFAP^Cre^;*Ifnar1*^fl/fl^ mice compared to littermate controls (*n* = 3–4 per genotype). **P < 0.01 by one-way ANOVA and Bonferroni’s post hoc correction test. Scale bars, 100 µm. **E** Representative images and quantifications of pα-syn (red) and pTau (green) fluorescence intensity per TH^+^ (white) neurons of 3-month-old Syn1^Cre^;*Ifnar1*^fl/fl^ mice and astrocytic GFAP^Cre^;*Ifnar1*^fl/fl^ mice compared to littermate controls (*n* = 3–4 per genotype). Blue = DAPI. *P < 0.05 and **P < 0.01 by one-way ANOVA and Bonferroni’s post hoc correction test. Scale bars, 100 µm. **F** Rotarod performance of 12-month-old neuronal Syn1^Cre^;*Ifnar1*^fl/fl^ mice and astrocytic GFAP^Cre^;*Ifnar1*^fl/fl^ mice (*n* = 7–16 per genotype). *P < 0.05 by one-way ANOVA and Tukey’s post hoc correction test. **G** Rotarod comparison of 3-month-old (*n* = 8–11 per genotype) and 12-month-old (*n* = 7–16 per genotype) neuronal Syn1^Cre^;*Ifnar1*^fl/fl^ mice. ***P < 0.001 by unpaired *t-*test. **H** Barnes maze probe performance reflecting cognitive capacity of 12-month-old neuronal Syn1^Cre^;*Ifnar1*^fl/fl^ mice and astrocytic GFAP^Cre^;*Ifnar1*^fl/fl^ mice (*n* = 7–16 per genotype). *P < 0.05 by one-way ANOVA and Tukey’s post hoc correction test. **I** Barnes maze probe performance comparison between 3-month-old (*n* = 8–11 per genotype) and 12-month-old (*n* = 7–16 per genotype) neuronal Syn1^Cre^;*Ifnar1*^fl/fl^ mice. *P < 0.05 by unpaired *t-*test. Data in all graphs are mean ± SEM. **J** Tail flick latencies representing heat-induced nociception as %Wt (either Syn1^Cre^;*Ifnar1*^+/+^ or GFAP^Cre^;*Ifnar1*^+*/*+^, respectively) of 3-month-old (*n* = 8–11 per genotype) and 12-month-old mice (*n* = 7–16 per genotype). **K** EPM end-edge investigations of 12-month-old Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice (*n* = 7–16 per genotype). *P < 0.05 by one-way ANOVA and Tukey’s post hoc correction test. Data in all graphs are mean ± SEM

As Cre expression can in itself alter anxiety-related behaviors [85], Syn1^Cre^;*Ifnar1*^+*/*+^and GFAP^Cre^;*Ifnar1*^+*/*+^ littermates were used as controls for both molecular and behavioral comparisons. Significant DA neuronal loss in the substantia nigra was observed specifically in 3-month-old neuronal Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice but not in astrocytic GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice or Syn1^Cre^;*Ifnar1*^+*/*+^ littermate controls (Fig. 7D). Accumulation of pα-syn and pTau was found in TH^+^ neurons of both Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice (Fig. 7E); however, only neuronal Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice had indications of motor and cognitive deficits at 3 months of age (Supplementary Fig. 6A, B), which became fully penetrant at 12 months of age (Fig. 7F-I) as shown by significant motor impairment on the rotarod (Fig. 7F, G) and reduced cognitive performance on the Barnes maze (Fig. 7H, I). Though cognitive deficits were only significant in 12-month-old neuronal heterozygous Syn1^Cre^;*Ifnar1*^+*/fl*^ mice (Fig. 7H), both heterozygous and homozygous groups showed significantly inhibited Barnes maze performances compared to their respective 3-month-old groups (Fig. 7I). Aging differences were not significant between 3- and 12-month-old control Syn1^Cre^;*Ifnar1*^+*/*+^ mice (Fig. 7I). Of note, neither astrocytic GFAP^Cre^;*Ifnar1*^+*/fl*^ nor GFAP^Cre^;*Ifnar1*^*fl/fl*^ demonstrated motor deficits or cognitive decline at either time point (Fig. 7F, H; Supplementary Fig. 6A, B).

Behaviors resembling neuropsychiatric abnormalities, which manifested prior to cognitive decline in *Ifnar1*^*–/–*^ mice, were assessed in Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice. Though pain sensitivity was not detected in 3-month-old conditional knockout animals (Supplementary Fig. 6C), significantly increased heat-induced nociception manifested only in 12-month-old GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice (Fig. 7J). Like *Ifnar1*^*–/–*^ mice, hyper-anxious behavior was significant in 3-month-old GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice (Supplementary Fig. 6D) and more pronounced in 12-month-old GFAP^Cre^;*Ifnar1*^+*/fl*^ mice and GFAP^Cre^;*Ifnar1*^*fl/fl*^ compared to GFAP^Cre^;*Ifnar1*^+*/*+^ controls or Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice (Fig. 7K; Supplementary Fig. 6E). The absence of neuropsychiatric phenotypes in neuronal Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice, while being exhibited by GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice, suggests a unique role for astrocytic IFNAR1 dysfunction in the development of neuropsychiatric symptoms associated with PDD.

In summary, neuronal IFNAR1 loss appeared sufficient to recapitulate substantia nigral neuropathology alongside motor and cognitive behavior deficits, whereas astrocytic IFNAR1 loss recapitulated behavior resembling neuropsychiatric abnormalities. The later-onset of behavior deficits in both cell-specific IFNAR1 knock-out strains relative to genomic *Ifnar1*^*–/–*^ mice suggest that synergistic dysfunction occurs upon neuronal and astrocytic IFNAR1 loss, contributing to a progressive PDD-like phenotype in *Ifnar1*^*–/–*^ mice.

This study shows that cell-specific transcriptional alterations in mitochondrial and energy metabolism genes in *Ifnar1*^*–/–*^ brain are reflected in regional proteome changes and altered glucose metabolism, supporting a regulatory role of IFNAR1 in excitatory neurotransmission. These molecular changes upon IFNAR1 loss results in broad neurodegenerative processes as well as neuropathology resembling PDD in aged mice, including LB-like inclusions, pTau accumulation, Aβ pathology, gliosis with neuroinflammatory profile associated with mitochondrial dysfunctions. Importantly, neuronal IFNAR1 loss was sufficient to induce PD-like neurodegeneration and motor and cognitive behavior manifestations, whereas astrocytic IFNAR1 loss manifested as behaviors resembling pain sensitivity and hyper-anxiety, together revealing distinct brain cell-specific requirements of IFNAR1 signaling which in concert contribute to maintaining brain homeostasis (Fig. 8).

**Fig. 8:**
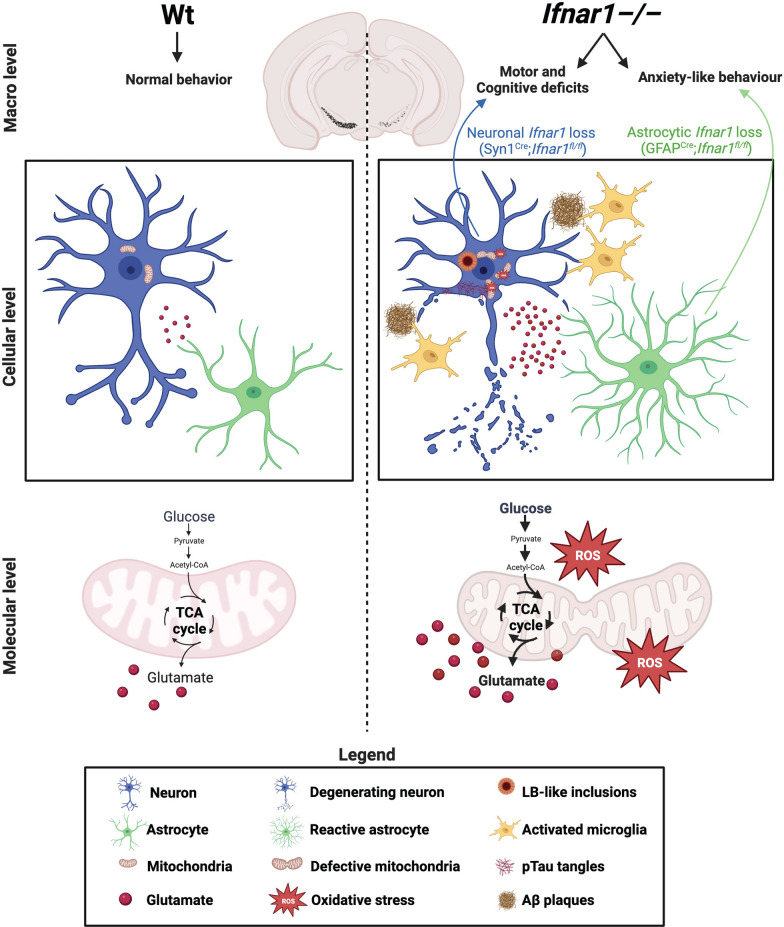
Graphical summary of the study. Lack of immune modulation due to IFNAR1 loss results in mitochondrial dysfunction shown as mitophagy deficits, oxidative stress, and glucose hypermetabolism (molecular level), leading to development of neuroinflammation, neurodegeneration, LB-like inclusions, pTau accumulation, Aβ plaques, and disturbed brain energy metabolism (cellular level). These PDD-like pathologies manifest as motor, cognitive, and neuropsychiatric behavior deficits upon aging (macro level). Cardinal motor and cognitive manifestations were recapitulated by mice lacking neuronal IFNAR1, and neuropsychiatric disturbance-like behaviors were driven by astrocytic IFNAR1 loss. Therapeutics targeting the synergistic dysfunction that results from neuronal and astrocytic IFNAR1 loss may therefore prevent PDD progression and manifestation

## Discussion

IFNβ is a potent anti-inflammatory and antiviral cytokine that signals through IFNAR1 and IFNAR2 receptors, and defective signaling of IFNβ through IFNAR is associated with patients suffering from PD and PDD [10] and mimics PDD-like pathology in experimental models [11–13]. However, the neuropathological and neuropsychiatric outcomes resulting from *Ifnb* loss may differ in some respects from those caused by the absence of the *Ifnar1* gene, which could be due to potential compensatory mechanisms involving other type I interferon cytokines or variations related to the cellular origins of the defective genes. This report explores the role of brain cell-specific IFNAR1 and provides evidence of the importance of IFNAR1, conventionally investigated in immune cells [86] or upon viral infection [87–89], in neuronal homeostasis, including how its dysfunction could contribute to neuropathological and neuropsychiatric conditions that resemble PDD.

In humans, baseline IFNAR1 expression differs in neurons and astrocytes and appears to be distinctly impacted in LBD and PD along with several related Type I-IFN genes, implicating dysregulated IFNAR1 signaling in dementia development as previously observed in sporadic PDD [10]. Of note, a recent study on the use of Anifrolumab, a monoclonal antibody that inhibits IFNAR1, reported male-specific adverse events included memory impairment and altered mood with continued use of Anifrolumab for treatment of systemic lupus erythromatosus [90]. In mice, unbiased transcriptomic and proteomic analysis of *Ifnar1*^*–/–*^ brains revealed molecular differences from Wt, affecting pathways related to mitochondrial function and PD. Mitophagy defects due to lack of *Ifnar1*, reversable with IFNAR1 overexpression, likely contribute to brain metabolic dysregulation and clinical and pathological phenotypes resembling PDD in *Ifnar1*^*–/–*^ mice. These findings support that lack of IFNβ-IFNAR signaling in *Ifnar1*^*–/–*^ mice, like in *Ifnb*^*–/–*^ mice, leads to dysregulated neuronal autophagy and mitophagy [11–13, 91] and immunomodulation [12, 17, 41], resulting in neuroinflammation alongside mitochondrial and metabolic malfunctions [10, 43]. Importantly, it is shown that lack of neuronal IFNAR1 (Syn1^Cre^;*Ifnar1*^*fl/fl*^) alone mimics all *Ifnar1*^*–/–*^ behavioral manifestations except for behavior resembling neuropsychiatric disturbances and pain sensitivity, which manifested instead in mice lacking astrocytic IFNAR1 (GFAP^Cre^;*Ifnar1*^*fl/fl*^), revealing distinct cell-specific requirements of IFNAR1 in brain homeostasis.

Collectively, the transcriptomic, proteomic, and functional investigations in this report suggest that excitatory neurotransmission is compromised in *Ifnar1*^*–/–*^ brains, and is supported by another study implicating IFNAR1 loss in the dysregulation of the glutamate-aspartate transporter GLAST and subsequent detrimental effects on synaptic strength [14]. Consistent with previous work showing that IFNβ signaling is essential for mitochondrial homeostasis [43], the transcriptomic and proteomic results here suggested dysregulated processes essential for neurotransmission upon IFNAR1 loss, including mitochondrial function [63, 64]. Additionally, we show here that lack of *Ifnar1*, like in *Ifnb*^*–/–*^ mice, causes accumulation of defective/oxidatively damaged mitochondria. Importantly, these mitophagy deficits seen in both primary neurons and modified N2a cells lacking *Ifnar1* were restored with IFNAR1 overexpression. Together, these findings support the requirement of IFNβ-IFNAR signaling in mitochondrial homeostasis [10, 11, 43] and shed further light on related reports in PDD patients implicating mitochondrial dysfunction in dementia development [10, 92, 93].

Type-I IFNs have been shown to increase fatty acid oxidation and oxidative phosphorylation in peripheral immune cells [94] and it was found that IFNβ regulates cellular glucose metabolism upon viral infection [95]; however, the investigation of IFNAR1 involvement in brain energy metabolism is unprecedented. Brain glucose metabolism is closely coupled to glutamatergic neurotransmission [71, 96], which was found here to be hypermetabolic in *Ifnar1*^*−/−*^ cortex and hippocampus. Increased glucose metabolism has been reported prior to proteinopathy in AD mouse models [47, 97] and correlated to cognitive dysfunction severity in PD patients [7]. Brain glucose hypermetabolism upon IFNAR1 loss may therefore reflect compensatory metabolic excitatory mechanisms for declining neurotransmission that manifests upon aging as PDD-like behaviors in *Ifnar1*^*−/−*^ mice.

The neurodegeneration observed in *Ifnar1*^*–/–*^ mice, as with *Ifnb*^*–/–*^ mice [12, 13], is comprised of significant DA neuron loss, the hallmark of PD pathology, alongside cortical and hippocampal neurodegeneration mimicking cortical thinning and hippocampal atrophy among PDD patients [24, 98]. Though DA neurodegeneration in the substantia nigra is significant in PD patients and considered a defining neuropathology of parkinsonism [99], PD neuropathology extends throughout the brain beyond the basal ganglia [24, 98], and the impact of L-dopa treatment, which targets DA neuronal dysfunction, on prevention of non-motor symptoms is poor [100–102]. Thus, the broad behavioral phenotypes exhibited by mice lacking IFNAR1 signaling, which appear to phenocopy patients with PD/PDD, likely reflect a general failure in neuronal health and signaling abilities and highlight a need for investigating neurodegenerative mechanisms beyond DA neuropathology in PDD. Though the mechanistic observations in this report were made in mice, patient-based studies showing a reduced risk of PD development in hepatitis C patients receiving IFN-I treatment [103] as well as significant reduction of IFNAR1 in PDD compared to PD patients without dementia [10] support the importance of the homeostatic functions of IFNAR1 in maintenance of human brain health.

Lack of astrocytic IFNAR1 signaling impacted hippocampal metabolic regulation reported here to be disturbed in *Ifnar1*^*–/–*^ mice, which manifested as depression-like behaviour, early-onset anxiety and pain sensitivity observed in both *Ifnar1*^*–/–*^ mice and GFAP^Cre^;*Ifnar1*^*fl/fl*^. These observations could implicate astrocytic IFNAR1 dysfunction in neuropsychiatric abnormalities that develop in PDD. Moreover, the earlier and more pronounced manifestation of anxiety-like behavior of *Ifnar1*^*–/–*^compared to *Ifnb*^*–/–*^ mice indicate that although IFNβ and IFNAR1 work together to conduct cellular signaling, their function or lack of it do not necessarily exert the exact same effect. Depending on the cellular source of IFNβ production, versus cells actively expressing IFNAR1, there might be differences in outcome upon autocrine and/or paracrine functions. In support, neuron-derived IFNβ, but not astrocytic or microglial-derived IFNβ, can exclusively convert encephalitogenic T cells into regulatory T cells in a neuroinflammatory context by autocrine regulation of neuronal PD-L1 expression and negative PD-1 dependent T cell suppression [41] and glioblastoma control [104]. Additionally, residual IFNɑ-IFNAR signaling in *Ifnb*^*–/–*^ mice could potentially exert functions distinct from IFNβ-IFNAR [105], particularly in astrocytes versus neurons compared to complete lack of signaling or differential signaling in *Ifnar1*^*–/–*^ brain, thus leading to different outcome.

Though cognitive deficiencies were previously reported in young mice lacking astrocytic IFNAR1 (1–1.5-month-old) GFAP^Cre^;*Ifnar*^+*/fl*^ mice compared to Cre-negative (*Ifnar1*^*fl/fl*^) mice on the Morris Water Maze [14], here we did not observe cognitive deficits at any age between 3 and 12-month-old GFAP^Cre^;*Ifnar*^+*/fl*^ and GFAP^Cre^ controls on the Barnes maze , which could be due to differences in age, test conditions, and the use of Cre + in our study versus Cre- mice as controls in the previous report [14]. Furthermore, though cell-specific IFNAR1 loss was confirmed in the conditional strains both here and previously [87], more recent literature have reported some limitations in usage of the GFAP^Cre^ lines which are associated either with increased toxicity of some Cre lines or lack of efficient gene editing because of lower expression of GFAP in a subtype of astrocytes during adulthood in striatum [106, 107], as well as their potential to affect distinct neuronal populations [83, 84]. A less pronounced cognitive deficit observed in homozygous versus heterozygous Syn1^Cre^ animals may indicate activation of compensatory signaling in astrocytes or other supportive brain cell types. Nevertheless, the delayed onset of behavior deficits in either cell-specific knockout strain indicates a synergistically detrimental effect of IFNAR1 loss in both neurons and astrocytes that results in PDD-like neuropathology and behavioral phenotypes. Further study of brain cell-specific roles of IFNβ-IFNAR signaling will prove essential in understanding neurodegenerative pathophysiology and identifying more precise therapeutic targets.

## Conclusions

Together, these findings provide molecular insight into cell-specific roles of IFNAR1 in brain homeostasis, loss of which results in alterations of genes and proteins indicative of lack of neuronal immunomodulation, neuroinflammation, defective mitochondria and mitophagy, and dysregulated brain energy metabolism prior to the development of PDD-like neurodegeneration, proteinopathy, and behavior abnormalities. Importantly, neuron-specific IFNAR1 loss alone induced the development of PDD-like neurodegeneration and behavioral abnormalities, highlighting the importance of functional neuronal IFNAR1 in brain homeostasis. These results also suggest a significant role for astrocytic IFNAR1 in neuronal support and modulation of neuropsychiatric-like outcomes. As dysfunctional IFNβ-IFNAR signaling has been reported to be associated with human sporadic PD and its progression to PDD [10], results from this study suggest that concerted and targeted repair of dysfunctional neuronal and astrocytic IFNAR1 may be a promising therapeutic strategy in mitigating different aspects of disease associated with dementia development, particularly in PDD.

## Supplementary Information

Additional file1** Supplementary Fig. 1. **Additional snRNA-seq analysis supplementing Fig. 2.Uniform manifold projectionsshowing complete annotations of all cell types and sub-types defining the broad cell classes used for DE analysis.Unbiased hierarchical clustering of differentially expressed genes among all 5 cortical cell classes isolated from 1.5-month-old Wt and *Ifnar1*^*−/−*^ mice showing similarities between samples.GSEA pathway enrichment scores for pathways relating to interferon signaling, inflammation, and cytokine signaling in Glutamatergic and GABAergic cell classes. NES = Normalized Enrichment Score.Relative mRNA expression of IFNAR1 and ISG15 expression in the cortex of 3-month-old Wt, *Ifnb*^*–/–*^, and *Ifnar1*^*–/–*^ miceas log2FC expression standardized to two housekeeping genesand normalized to Wt. *P < 0.05 by two-way ANOVA and Tukey’s post hoc test.Quantification of parentfrequency of ISG15-PE single cells in NF200-FITC neuronal, GLAST-APC astrocyte, and ‘All’ single cell populations analyzed by flow cytometry in 3-month-old Wt and *Ifnar1*^*–/–*^ cortex, normalized to Wt. *P < 0.05 by two-way ANOVA and Bonferroni’s post hoc test.GSEA pathway tables showing top 15 positively and negatively enriched terms formicrogliaandoligodendrocytes. Significant neurodegenerative disease pathways are highlighted in bold text.

Additional file2** Supplementary Fig. 2. **Dysregulated GSEA pathways highlighting Parkinson’s Disease and mitochondrial metabolism pathways in *Ifnar1*^*–/–*^ neuronal sub-types and astrocytes.Top 20 upregulated KEGG pathways corticalglutamatergic and GABAergic neuronal subtypes annotated in the snRNA-seq dataset shown in Supplementary Fig. 1B, highlighting ‘Parkinsons disease’, ‘oxidative phosphorylation’, and other neurodegenerative disease pathways such as ‘Alzheimers disease’ and ‘Huntingtons disease’.GSEA pathway enrichment scores for pathways relating to energy metabolism and mitochondrial function in cortical *Ifnar1*^*–/–*^ vs Wt glutamatergic and GABAergic neurons. NES = normalized enrichment score.Heatmaps showing differential gene expression within the major cortical cell classes of genes within the Reactome pathways‘Trafficking of GluR2 containing AMPA receptors’ and** ‘**Highly calcium permeable nicotinic acetylcholine receptors’ identified as commonly affected in *Ifnar1*^*–/–*^ glutamatergic and GABAergic neuronal classes shown in Fig. 4L and M, respectively. GSEA pathway enrichment scores for pathways relating to neurotransmission and inflammation in cortical *Ifnar1*^*–/–*^ vs Wt astrocytes. NES = normalized enrichment score showing differential gene expression among the major cortical cell classes of genes within the Reactome pathway ‘Pyruvate metabolism’ identified in *Ifnar1*^*–/–*^ astrocytes shown in Fig. 2N.

Additional file3** Supplementary Fig. 3. **Additional LC-MS/MS proteomics analysis supplementing Fig. 3. Quality control for proteomics analysis. Total number of proteins per sample. Coefficients of variationbetween samples. Protein intensities, showing similarity between samples.

Additional file4** Supplementary Fig. 4. **Additional metabolic isotope labelling data supplementing Fig. 5. Cortex and hippocampal slices from 3-month-old Wt and *Ifnar1*^*−/−*^ micewere incubated with[U-^13^C]glutamine or[U-^13^C]glutamate, which primarily reflect neuronal and astrocytic metabolism, respectively. *P < 0.05 by *t-*test.

Additional file5** Supplementary Fig. 5. **Additional neuropathological and behavior data in *Ifnar1*^*–/–*^supplementing Fig. 6. Representative images and quantification of NeuN+ cells in cortex, hippocampus, and olfactory bulb of 6-month-old Wt, *Ifnb*^*–/–*^, and *Ifnar1*^*–/–*^ mice as %Wt. *P < 0.05 by one-way ANOVA and Dunnett’s post hoc correction test. Representative images and quantification of % loss of TH^+^ cells in the substantia nigra pars compactaversus ventral tegmental area of 3-month-old *Ifnar1*^*–/–*^ mice compared to Wt mice. **P < 0.01 by *t*-test. Representative immunoblots and quantifications of relative protein levels of total tau, phosphorylated tau at threonine 205, alpha-synuclein, and phosphorylated α-syn at serine 129 in brain lysates from 1.5- and 12-month-old Wt vs *Ifnar1*^*−/−*^ mice, normalized to vinculin. *P < 0.05 by *t*-test. MWM results for 3-month-old and 6-month-old Wt, *Ifnb*^*−/−*^, and *Ifnar1*^*−/−*^ mice. Data are mean ± SEM, *n* = 13-20 per genotype. MWM training performances. ^§§^*P* < 0.01 for genotype effect by two-way ANOVA. Genotype effect vs Wt *P < 0.05 and **P < 0.01 by Tukey’s post hoc test. Time spent in platform zone as % duration of test session. *P < 0.05 and **P < 0.01 by one-way ANOVA and Tukey’s post hoc correction test. Number of platform zone crossings. *P < 0.05 by one-way ANOVA and Tukey’s post hoc correction test. Distanceand Velocity measurements for 3 month MWM, 6 month MWM, and 12 month Barnes maze cohorts.***P < 0.001 by one-way ANOVA and Tukey’s post hoc correction test. Additional rearing activity measurements of 3-month-old Wt and *Ifnar1*^*–/–*^ mice, including latency to begin rearingand cumulative rearing duration. Distanceand velocity of 3-month-old Wt, *Ifnb*^*−/−*^, and *Ifnar1*^*−/−*^ mice on the OF, corresponding to Fig. 6, Q.Distance and velocity of 3-month-old mice on the EPM, corresponding to Fig. 6R. EPM Open arm duration and side edge investigations of 6-month-old mice.

Additional file 6** Supplementary Fig. 6. **Additional data on conditional *Ifnar1*^*–/–*^ strains supplementing Fig. 7. Rotarodand Barnes Maze performances of 3-month-old neuronal Syn1^Cre^;*Ifnar1*^*fl/fl*^ mice and astrocytic GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice. Nociception to heat-induced pain as %Wt performance of 3-month-old Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice. EPM performances of 3-month-old Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice and 12-month-old Syn1^Cre^;*Ifnar1*^*fl/fl*^ and GFAP^Cre^;*Ifnar1*^*fl/fl*^ mice. *P < 0.05 by one-way ANOVA and Tukey’s post hoc correction test. Data in all graphs are mean ± SEM.

## Data Availability

The snRNA-seq data has been deposited in the Gene Expression Omnibus (GEO) with the identifier GSE213671 [(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213671) (https:/www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213671)]. MS-based proteomics data is deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository [108] with the identifier PXD037113 ([http://www.ebi.ac.uk/pride/archive/projects/PXD037113] (http:/www.ebi.ac.uk/pride/archive/projects/PXD037113)). MS-based proteomics data is deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository [108] with the identifier PXD037113 (http://www.ebi.ac.uk/pride/archive/projects/PXD037113).

## References

[1] Hely MA, Reid WG, Adena MA, Halliday GM, Morris JG. The Sydney multicenter study of Parkinson’s disease: the inevitability of dementia at 20 years. Mov Disord. 2008;23(6):837–44.18307261 10.1002/mds.21956

[2] Petrou M, Bohnen NI, Müller ML, Koeppe RA, Albin RL, Frey KA. Aβ-amyloid deposition in patients with Parkinson disease at risk for development of dementia. Neurology. 2012;79(11):1161–7.22933741 10.1212/WNL.0b013e3182698d4aPMC3525303

[3] Shah N, Frey KA, Müller ML, Petrou M, Kotagal V, Koeppe RA, et al. Striatal and cortical β-amyloidopathy and cognition in Parkinson’s Disease. Mov Disord. 2016;31(1):111–7.26380951 10.1002/mds.26369PMC4724301

[4] Ferreira D, Przybelski SA, Lesnick TG, Lemstra AW, Londos E, Blanc F, et al. β-Amyloid and tau biomarkers and clinical phenotype in dementia with Lewy bodies. Neurology. 2020;95(24):e3257–68.32989106 10.1212/WNL.0000000000010943PMC7836666

[5] Peppard RF, Martin WRW, Carr GD, Grochowski E, Schulzer M, Guttman M, et al. Cerebral glucose metabolism in Parkinson’s Disease with and without dementia. Arch Neurol. 1992;49(12):1262–8.1449406 10.1001/archneur.1992.00530360060019

[6] Dunn L, Allen GF, Mamais A, Ling H, Li A, Duberley KE, et al. Dysregulation of glucose metabolism is an early event in sporadic Parkinson’s disease. Neurobiol Aging. 2014;35(5):1111–5.24300239 10.1016/j.neurobiolaging.2013.11.001PMC3969149

[7] Meles SK, Renken RJ, Pagani M, Teune LK, Arnaldi D, Morbelli S, et al. Abnormal pattern of brain glucose metabolism in Parkinson’s disease: replication in three European cohorts. Eur J Nucl Med Mol Imaging. 2020;47(2):437–50.31768600 10.1007/s00259-019-04570-7PMC6974499

[8] Blum D, la Fougère C, Pilotto A, Maetzler W, Berg D, Reimold M, et al. Hypermetabolism in the cerebellum and brainstem and cortical hypometabolism are independently associated with cognitive impairment in Parkinson’s disease. Eur J Nucl Med Mol Imaging. 2018;45(13):2387–95.30008111 10.1007/s00259-018-4085-1

[9] Gordon BA, Blazey TM, Su Y, Hari-Raj A, Dincer A, Flores S, et al. Spatial patterns of neuroimaging biomarker change in individuals from families with autosomal dominant Alzheimer’s disease: a longitudinal study. Lancet Neurol. 2018;17(3):241–50.29397305 10.1016/S1474-4422(18)30028-0PMC5816717

[10] Magalhaes J, Tresse E, Ejlerskov P, Hu E, Liu Y, Marin A, et al. PIAS2-mediated blockade of IFN-β signaling: a basis for sporadic Parkinson disease dementia. Mol Psychiatry. 2021. 10.1038/s41380-021-01207-w.34234281 10.1038/s41380-021-01207-wPMC8758491

[11] Tresse E, Marturia-Navarro J, Sew WQG, Cisquella-Serra M, Jaberi E, Riera-Ponsati L, et al. Mitochondrial DNA damage triggers spread of Parkinson’s disease-like pathology. Mol Psychiatry. 2023. 10.1038/s41380-023-02251-4.37779111 10.1038/s41380-023-02251-4PMC10914608

[12] Villanueva EB, Tresse E, Liu Y, Duarte JN, Jimenez-Duran G, Ejlerskov P, et al. Neuronal TNFα, Not α-Syn, Underlies PDD-Like Disease Progression in IFNβ-KO Mice. Ann Neurol. 2021;90(5):789–807.34476836 10.1002/ana.26209

[13] Ejlerskov P, Hultberg JG, Wang J, Carlsson R, Ambjorn M, Kuss M, et al. Lack of neuronal IFN-beta-IFNAR causes Lewy Body- and Parkinson’s disease-like dementia. Cell. 2015;163(2):324–39.26451483 10.1016/j.cell.2015.08.069PMC4601085

[14] Hosseini S, Michaelsen-Preusse K, Grigoryan G, Chhatbar C, Kalinke U, Korte M. Type I interferon receptor signaling in astrocytes regulates hippocampal synaptic plasticity and cognitive function of the healthy CNS. Cell Rep. 2020;31(7):107666.32433975 10.1016/j.celrep.2020.107666

[15] Bakken TE, Jorstad NL, Hu Q, Lake BB, Tian W, Kalmbach BE, et al. Comparative cellular analysis of motor cortex in human, marmoset and mouse. Nature. 2021;598(7879):111–9.34616062 10.1038/s41586-021-03465-8PMC8494640

[16] Kamath T, Abdulraouf A, Burris SJ, Langlieb J, Gazestani V, Nadaf NM, et al. Single-cell genomic profiling of human dopamine neurons identifies a population that selectively degenerates in Parkinson’s disease. Nat Neurosci. 2022;25(5):588–95.35513515 10.1038/s41593-022-01061-1PMC9076534

[17] Prinz M, Schmidt H, Mildner A, Knobeloch K-P, Hanisch U-K, Raasch J, et al. Distinct and nonredundant in vivo functions of IFNAR on myeloid cells limit autoimmunity in the central nervous system. Immunity. 2008;28(5):675–86.18424188 10.1016/j.immuni.2008.03.011

[18] Kamphuis E, Junt T, Waibler Z, Forster R, Kalinke U. Type I interferons directly regulate lymphocyte recirculation and cause transient blood lymphopenia. Blood. 2006;108(10):3253–61.16868248 10.1182/blood-2006-06-027599

[19] Zhu Y, Romero MI, Ghosh P, Ye Z, Charnay P, Rushing EJ, et al. Ablation of NF1 function in neurons induces abnormal development of cerebral cortex and reactive gliosis in the brain. Genes Dev. 2001;15(7):859–76.11297510 10.1101/gad.862101PMC312666

[20] Gregorian C, Nakashima J, Le Belle J, Ohab J, Kim R, Liu A, et al. Pten deletion in adult neural stem/progenitor cells enhances constitutive neurogenesis. J Neurosci. 2009;29(6):1874.19211894 10.1523/JNEUROSCI.3095-08.2009PMC2754186

[21] Reekes TH, Higginson CI, Ledbetter CR, Sathivadivel N, Zweig RM, Disbrow EA. Sex specific cognitive differences in Parkinson disease. npj Park Dis. 2020;6(1):7.10.1038/s41531-020-0109-1PMC714210332284961

[22] Oakley H, Cole SL, Logan S, Maus E, Shao P, Craft J, et al. Intraneuronal β-Amyloid aggregates, neurodegeneration, and neuron loss in transgenic mice with five familial Alzheimer’s Disease mutations: Potential factors in amyloid plaque formation. J Neurosci. 2006;26(40):10129.17021169 10.1523/JNEUROSCI.1202-06.2006PMC6674618

[23] Goedert M, Spillantini MG, Del Tredici K, Braak H. 100 years of Lewy pathology. Nat Rev Neurol. 2013;9(1):13–24.23183883 10.1038/nrneurol.2012.242

[24] Zarei M, Ibarretxe-Bilbao N, Compta Y, Hough M, Junque C, Bargallo N, et al. Cortical thinning is associated with disease stages and dementia in Parkinson’s disease. J Neurol Neurosurg Psychiatry. 2013;84(8):875.23463873 10.1136/jnnp-2012-304126PMC3717586

[25] Compta Y, Parkkinen L, Kempster P, Selikhova M, Lashley T, Holton JL, et al. The significance of α-synuclein, amyloid-β and Tau pathologies in Parkinson’s disease progression and related dementia. Neurodegener Dis. 2014;13(2–3):154–6.24028925 10.1159/000354670PMC4194631

[26] Irwin DJ, Lee VMY, Trojanowski JQ. Parkinson’s disease dementia: convergence of α-synuclein, tau and amyloid-β pathologies. Nat Rev Neurosci. 2013;14:626.23900411 10.1038/nrn3549PMC4017235

[27] Camicioli R, Moore MM, Kinney A, Corbridge E, Glassberg K, Kaye JA. Parkinson’s disease is associated with hippocampal atrophy. Mov Disord. 2003;18(7):784–90.12815657 10.1002/mds.10444

[28] Doty RL. Olfactory dysfunction in Parkinson disease. Nat Rev Neurol. 2012;8(6):329–39.22584158 10.1038/nrneurol.2012.80

[29] Pfisterer U, Petukhov V, Demharter S, Meichsner J, Thompson JJ, Batiuk MY, et al. Identification of epilepsy-associated neuronal subtypes and gene expression underlying epileptogenesis. Nat Commun. 2020;11(1):5038.33028830 10.1038/s41467-020-18752-7PMC7541486

[30] Krishnaswami SR, Grindberg RV, Novotny M, Venepally P, Lacar B, Bhutani K, et al. Using single nuclei for RNA-seq to capture the transcriptome of postmortem neurons. Nat Protoc. 2016;11(3):499–524.26890679 10.1038/nprot.2016.015PMC4941947

[31] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, et al. Comprehensive integration of single-cell data. Cell. 2019;177(7):1888-902.e21.31178118 10.1016/j.cell.2019.05.031PMC6687398

[32] Barkas N, Petukhov V, Nikolaeva D, Lozinsky Y, Demharter S, Khodosevich K, et al. Joint analysis of heterogeneous single-cell RNA-seq dataset collections. Nat Methods. 2019;16(8):695–8.31308548 10.1038/s41592-019-0466-zPMC6684315

[33] Wolock SL, Lopez R, Klein AM. Scrublet: Computational identification of cell doublets in single-cell transcriptomic data. Cell Syst. 2019;8(4):281-91.e9.30954476 10.1016/j.cels.2018.11.005PMC6625319

[34] Haghverdi L, Lun ATL, Morgan MD, Marioni JC. Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. Nat Biotechnol. 2018;36(5):421–7.29608177 10.1038/nbt.4091PMC6152897

[35] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci. 2005;102(43):15545.16199517 10.1073/pnas.0506580102PMC1239896

[36] Liberzon A, Birger C, Thorvaldsdóttir H, Ghandi M, Mesirov JP, Tamayo P. The molecular signatures database hallmark gene set collection. Cell Syst. 2015;1(6):417–25.26771021 10.1016/j.cels.2015.12.004PMC4707969

[37] Heberle H, Meirelles GV, da Silva FR, Telles GP, Minghim R. InteractiVenn: a web-based tool for the analysis of sets through Venn diagrams. BMC Bioinformatics. 2015;16(1):169.25994840 10.1186/s12859-015-0611-3PMC4455604

[38] Kulak NA, Geyer PE, Mann M. Loss-less nano-fractionator for high sensitivity, high coverage proteomics. Mol Cell Proteomics. 2017;16(4):694–705.28126900 10.1074/mcp.O116.065136PMC5383787

[39] Brunner A-D, Thielert M, Vasilopoulou CG, Ammar C, Coscia F, Mund A, et al. Ultra-high sensitivity mass spectrometry quantifies single-cell proteome changes upon perturbation. bioRxiv. 2021:2020.12.22.423933.10.15252/msb.202110798PMC888415435226415

[40] Santos A, Colaço AR, Nielsen AB, Niu L, Geyer PE, Coscia F, et al. Clinical knowledge graph integrates proteomics data into clinical decision-making. bioRxiv. 2020:2020.05.09.084897.

[41] Liu Y, Marin A, Ejlerskov P, Rasmussen LM, Prinz M, Issazadeh-Navikas S. Neuronal IFN-beta-induced PI3K/Akt-FoxA1 signalling is essential for generation of FoxA1+Treg cells. Nat Commun. 2017;8:14709.28436428 10.1038/ncomms14709PMC5413980

[42] Blank T, Detje CN, Spiess A, Hagemeyer N, Brendecke SM, Wolfart J, et al. Brain endothelial- and epithelial-specific interferon receptor chain 1 drives virus-induced sickness behavior and cognitive impairment. Immunity. 2016;44(4):901–12.27096319 10.1016/j.immuni.2016.04.005

[43] Tresse E, Riera-Ponsati L, Jaberi E, Sew WQG, Ruscher K, Issazadeh-Navikas S. IFN-β rescues neurodegeneration by regulating mitochondrial fission via STAT5, PGAM5, and Drp1. EMBO J. 2021;n/a(n/a):e106868.10.15252/embj.2020106868PMC816736633913175

[44] Kwon D, Kim C, Woo YK, Hwang JK. Inhibitory effects of Chrysanthemum (*Chrysanthemum morifolium* Ramat.) extract and its active compound Isochlorogenic Acid A on sarcopenia. Prev Nutr Food Sci. 2021;26(4):408–16.35047437 10.3746/pnf.2021.26.4.408PMC8747960

[45] Burmeister AR, Johnson MB, Marriott I. Murine astrocytes are responsive to the pro-inflammatory effects of IL-20. Neurosci Lett. 2019;708:134334.31238130 10.1016/j.neulet.2019.134334PMC6693946

[46] Jana A, Wang X, Leasure JW, Magana L, Wang L, Kim YM, et al. Increased Type I interferon signaling and brain endothelial barrier dysfunction in an experimental model of Alzheimer’s disease. Sci Rep. 2022;12(1):16488.36182964 10.1038/s41598-022-20889-yPMC9526723

[47] Andersen JV, Skotte NH, Christensen SK, Polli FS, Shabani M, Markussen KH, et al. Hippocampal disruptions of synaptic and astrocyte metabolism are primary events of early amyloid pathology in the 5xFAD mouse model of Alzheimer’s disease. Cell Death Dis. 2021;12(11):954.34657143 10.1038/s41419-021-04237-yPMC8520528

[48] Skotte NH, Andersen JV, Santos A, Aldana BI, Willert CW, Nørremølle A, et al. Integrative characterization of the R6/2 mouse model of Huntington’s disease reveals dysfunctional astrocyte metabolism. Cell Rep. 2018;23(7):2211–24.29768217 10.1016/j.celrep.2018.04.052

[49] Andersen JV, Jakobsen E, Westi EW, Lie MEK, Voss CM, Aldana BI, et al. Extensive astrocyte metabolism of γ-aminobutyric acid (GABA) sustains glutamine synthesis in the mammalian cerebral cortex. Glia. 2020.10.1002/glia.2387232584476

[50] Westi EW, Andersen JV, Aldana BI. Using stable isotope tracing to unravel the metabolic components of neurodegeneration: focus on neuron-glia metabolic interactions. Neurobiol Dis. 2023;182:106145.37150307 10.1016/j.nbd.2023.106145

[51] Southwell AL, Warby SC, Carroll JB, Doty CN, Skotte NH, Zhang W, et al. A fully humanized transgenic mouse model of Huntington disease. Hum Mol Genet. 2013;22(1):18–34.23001568 10.1093/hmg/dds397PMC3606012

[52] Samuels BA, Hen R. Novelty-Suppressed Feeding in the Mouse. In: Gould TD, editor. Mood and Anxiety Related Phenotypes in Mice: Characterization Using Behavioral Tests, vol. II. Totowa, NJ: Humana Press; 2011. p. 107–21.

[53] Santarelli L, Saxe M, Gross C, Surget A, Battaglia F, Dulawa S, et al. Requirement of hippocampal neurogenesis for the behavioral effects of antidepressants. Science. 2003;301(5634):805–9.12907793 10.1126/science.1083328

[54] Liu M-Y, Yin C-Y, Zhu L-J, Zhu X-H, Xu C, Luo C-X, et al. Sucrose preference test for measurement of stress-induced anhedonia in mice. Nat Protoc. 2018;13(7):1686–98.29988104 10.1038/s41596-018-0011-z

[55] Southwell AL, Ko J, Patterson PH. Intrabody gene therapy ameliorates motor, cognitive, and neuropathological symptoms in multiple mouse models of Huntington’s disease. J Neurosci. 2009;29(43):13589–602.19864571 10.1523/JNEUROSCI.4286-09.2009PMC2822643

[56] Perng Y-C, Lenschow DJ. ISG15 in antiviral immunity and beyond. Nat Rev Microbiol. 2018;16(7):423–39.29769653 10.1038/s41579-018-0020-5PMC7097117

[57] Castiglia V, Piersigilli A, Ebner F, Janos M, Goldmann O, Damböck U, et al. Type I interferon signaling prevents IL-1β-driven lethal systemic hyperinflammation during invasive bacterial infection of soft tissue. Cell Host Microbe. 2016;19(3):375–87.26962946 10.1016/j.chom.2016.02.003

[58] Lester DB, Rogers TD, Blaha CD. Acetylcholine–dopamine interactions in the pathophysiology and treatment of CNS disorders. CNS Neurosci Ther. 2010;16(3):137–62.20370804 10.1111/j.1755-5949.2010.00142.xPMC6493877

[59] Born G, Grayton HM, Langhorst H, Dudanova I, Rohlmann A, Woodward BW, et al. Genetic targeting of NRXN2 in mice unveils role in excitatory cortical synapse function and social behaviors. Front Synaptic Neurosci. 2015;7:3.25745399 10.3389/fnsyn.2015.00003PMC4333794

[60] Bandres-Ciga S, Saez-Atienzar S, Bonet-Ponce L, Billingsley K, Vitale D, Blauwendraat C, et al. The endocytic membrane trafficking pathway plays a major role in the risk of Parkinson’s disease. Mov Disord. 2019;34(4):460–8.30675927 10.1002/mds.27614PMC6467788

[61] Hondius DC, Koopmans F, Leistner C, Pita-Illobre D, Peferoen-Baert RM, Marbus F, et al. The proteome of granulovacuolar degeneration and neurofibrillary tangles in Alzheimer’s disease. Acta Neuropathol. 2021;141(3):341–58.33492460 10.1007/s00401-020-02261-4PMC7882576

[62] Miyashita A, Hatsuta H, Kikuchi M, Nakaya A, Saito Y, Tsukie T, et al. Genes associated with the progression of neurofibrillary tangles in Alzheimer’s disease. Transl Psychiatry. 2014;4(6):e396.26126179 10.1038/tp.2014.35PMC4080317

[63] Parcellier A, Tintignac LA, Zhuravleva E, Dummler B, Brazil DP, Hynx D, et al. The carboxy-terminal modulator protein (CTMP) regulates mitochondrial dynamics. PLoS ONE. 2009;4(5):e5471.19421406 10.1371/journal.pone.0005471PMC2674955

[64] Parcellier A, Tintignac LA, Zhuravleva E, Cron P, Schenk S, Bozulic L, et al. Carboxy-Terminal Modulator Protein (CTMP) is a mitochondrial protein that sensitizes cells to apoptosis. Cell Signal. 2009;21(4):639–50.19168129 10.1016/j.cellsig.2009.01.016

[65] Ojiakor OA, Rylett RJ. Modulation of sodium-coupled choline transporter CHT function in health and disease. Neurochem Int. 2020;140:104810.32768485 10.1016/j.neuint.2020.104810

[66] Jaudon F, Raynaud F, Wehrlé R, Bellanger J-M, Doulazmi M, Vodjdani G, et al. The RhoGEF DOCK10 is essential for dendritic spine morphogenesis. Mol Biol Cell. 2015;26(11):2112–27.25851601 10.1091/mbc.E14-08-1310PMC4472020

[67] Wong YC, Holzbaur EL. Optineurin is an autophagy receptor for damaged mitochondria in parkin-mediated mitophagy that is disrupted by an ALS-linked mutation. Proc Natl Acad Sci U S A. 2014;111(42):E4439–48.25294927 10.1073/pnas.1405752111PMC4210283

[68] Imberechts D, Kinnart I, Wauters F, Terbeek J, Manders L, Wierda K, et al. DJ-1 is an essential downstream mediator in PINK1/parkin-dependent mitophagy. Brain. 2022;145(12):4368–84.36039535 10.1093/brain/awac313PMC9762950

[69] Lazarou M, Sliter DA, Kane LA, Sarraf SA, Wang C, Burman JL, et al. The ubiquitin kinase PINK1 recruits autophagy receptors to induce mitophagy. Nature. 2015;524(7565):309–14.26266977 10.1038/nature14893PMC5018156

[70] Heo JM, Ordureau A, Paulo JA, Rinehart J, Harper JW. The PINK1-PARKIN mitochondrial ubiquitylation pathway drives a program of OPTN/NDP52 recruitment and TBK1 activation to promote mitophagy. Mol Cell. 2015;60(1):7–20.26365381 10.1016/j.molcel.2015.08.016PMC4592482

[71] Andersen JV, Schousboe A. Milestone review: metabolic dynamics of glutamate and GABA mediated neurotransmission - the essential roles of astrocytes. J Neurochem. 2023;166(2):109–37.36919769 10.1111/jnc.15811

[72] Wyss MT, Magistretti PJ, Buck A, Weber B. Labeled acetate as a marker of astrocytic metabolism. J Cereb Blood Flow Metab. 2011;31(8):1668–74.21654698 10.1038/jcbfm.2011.84PMC3170955

[73] Alberico SL, Cassell MD, Narayanan NS. The vulnerable Ventral Tegmental Area in Parkinson’s disease. Basal Ganglia. 2015;5(2–3):51–5.26251824 10.1016/j.baga.2015.06.001PMC4523275

[74] Jacob EL, Gatto NM, Thompson A, Bordelon Y, Ritz B. Occurrence of depression and anxiety prior to Parkinson’s disease. Parkinsonism Relat Disord. 2010;16(9):576–81.20674460 10.1016/j.parkreldis.2010.06.014PMC2963655

[75] Lin CH, Wu RM, Chang HY, Chiang YT, Lin HH. Preceding pain symptoms and Parkinson’s disease: a nationwide population-based cohort study. Eur J Neurol. 2013;20(10):1398–404.23679105 10.1111/ene.12197

[76] Oaks AW, Frankfurt M, Finkelstein DI, Sidhu A. Age-dependent effects of A53T Alpha-Synuclein on behavior and dopaminergic function. PLoS ONE. 2013;8(4):e60378.23560093 10.1371/journal.pone.0060378PMC3613356

[77] Branchi I, D’Andrea I, Armida M, Carnevale D, Ajmone-Cat MA, Pèzzola A, et al. Striatal 6-OHDA lesion in mice: investigating early neurochemical changes underlying Parkinson’s disease. Behav Brain Res. 2010;208(1):137–43.19914295 10.1016/j.bbr.2009.11.020

[78] Murray C, Griffin ÉW, O’Loughlin E, Lyons A, Sherwin E, Ahmed S, et al. Interdependent and independent roles of type I interferons and IL-6 in innate immune, neuroinflammatory and sickness behaviour responses to systemic poly I:C. Brain Behav Immun. 2015;48:274–86.25900439 10.1016/j.bbi.2015.04.009PMC4521083

[79] Mitani Y, Takaoka A, Kim SH, Kato Y, Yokochi T, Tanaka N, et al. Cross talk of the interferon-alpha/beta signalling complex with gp130 for effective interleukin-6 signalling. Genes Cells. 2001;6(7):631–40.11473581 10.1046/j.1365-2443.2001.00448.x

[80] He X-f, Xu J-h, Li G, Li M-y, Li L-l, Pei Z, et al. NLRP3-dependent microglial training impaired the clearance of amyloid-beta and aggravated the cognitive decline in Alzheimer’s disease. Cell Death Dis. 2020;11(10):849.33051464 10.1038/s41419-020-03072-xPMC7555905

[81] Zenaro E, Piacentino G, Constantin G. The blood-brain barrier in Alzheimer’s disease. Neurobiol Dis. 2017;107:41–56.27425887 10.1016/j.nbd.2016.07.007PMC5600438

[82] Raz L, Knoefel J, Bhaskar K. The neuropathology and cerebrovascular mechanisms of dementia. J Cereb Blood Flow Metab. 2016;36(1):172–86.26174330 10.1038/jcbfm.2015.164PMC4758551

[83] Su M, Hu H, Lee Y, D’Azzo A, Messing A, Brenner M. Expression specificity of GFAP transgenes. Neurochem Res. 2004;29(11):2075–93.15662842 10.1007/s11064-004-6881-1

[84] Srinivasan R, Lu T-Y, Chai H, Xu J, Huang BS, Golshani P, et al. New transgenic mouse lines for selectively targeting astrocytes and studying calcium signals in astrocyte processes in situ and in vivo. Neuron. 2016;92(6):1181–95.27939582 10.1016/j.neuron.2016.11.030PMC5403514

[85] Giusti SA, Vercelli CA, Vogl AM, Kolarz AW, Pino NS, Deussing JM, et al. Behavioral phenotyping of Nestin-Cre mice: Implications for genetic mouse models of psychiatric disorders. J Psychiatr Res. 2014;55:87–95.24768109 10.1016/j.jpsychires.2014.04.002

[86] Sirkis DW, Oddi AP, Jonson C, Bonham LW, Hoang PT, Yokoyama JS. The role of interferon signaling in neurodegeneration and neuropsychiatric disorders. Front Psychiatry. 2024;15:1480438.39421070 10.3389/fpsyt.2024.1480438PMC11484020

[87] Chhatbar C, Detje CN, Grabski E, Borst K, Spanier J, Ghita L, et al. Type I interferon receptor signaling of neurons and astrocytes regulates microglia activation during viral encephalitis. Cell Rep. 2018;25(1):118-29.e4.30282022 10.1016/j.celrep.2018.09.003PMC7103936

[88] Hayes CK, Giraldo D, Wilcox DR, Longnecker R. The astrocyte type I interferon response is essential for protection against Herpes Simplex encephalitis. J Virol. 2022;96(4):e0178321.34878914 10.1128/jvi.01783-21PMC8865540

[89] Chotiwan N, Rosendal E, Willekens SMA, Schexnaydre E, Nilsson E, Lindqvist R, et al. Type I interferon shapes brain distribution and tropism of tick-borne flavivirus. Nat Commun. 2023;14(1):2007.37037810 10.1038/s41467-023-37698-0PMC10086010

[90] Cheng Y, Ma J, Niu J. Post-marketing safety signals of anifrolumab in systemic lupus erythematosus: a pharmacovigilance study based on FAERS. BMC Rheumatol. 2025;9(1):90.40691805 10.1186/s41927-025-00545-4PMC12278508

[91] Nehammer C, Ejlerskov P, Gopal S, Handley A, Ng L, Moreira P, et al. Interferon-β-induced miR-1 alleviates toxic protein accumulation by controlling autophagy. Elife. 2019;8:e49930.31799933 10.7554/eLife.49930PMC6914338

[92] Gatt AP, Duncan OF, Attems J, Francis PT, Ballard CG, Bateman JM. Dementia in Parkinson’s disease is associated with enhanced mitochondrial complex I deficiency. Mov Disord. 2016;31(3):352–9.26853899 10.1002/mds.26513

[93] Garcia-Esparcia P, Koneti A, Rodríguez-Oroz MC, Gago B, Del Rio JA, Ferrer I. Mitochondrial activity in the frontal cortex area 8 and angular gyrus in Parkinson’s disease and Parkinson’s disease with dementia. Brain pathology (Zurich, Switzerland). 2018;28(1):43–57.27984680 10.1111/bpa.12474PMC8028564

[94] Wu D, Sanin DE, Everts B, Chen Q, Qiu J, Buck MD, et al. Type 1 interferons induce changes in core metabolism that are critical for immune function. Immunity. 2016;44(6):1325–36.27332732 10.1016/j.immuni.2016.06.006PMC5695232

[95] Burke JD, Platanias LC, Fish EN. Beta interferon regulation of glucose metabolism is PI3K/Akt dependent and important for antiviral activity against Coxsackievirus B3. J Virol. 2014;88(6):3485.24403577 10.1128/JVI.02649-13PMC3957914

[96] Sibson NR, Dhankhar A, Mason GF, Rothman DL, Behar KL, Shulman RG. Stoichiometric coupling of brain glucose metabolism and glutamatergic neuronal activity. Proc Natl Acad Sci U S A. 1998;95(1):316.9419373 10.1073/pnas.95.1.316PMC18211

[97] Nilsen LH, Rae C, Ittner LM, Götz J, Sonnewald U. Glutamate metabolism is impaired in transgenic mice with tau hyperphosphorylation. J Cereb Blood Flow Metab. 2013;33(5):684–91.23340677 10.1038/jcbfm.2012.212PMC3652703

[98] Ibarretxe-Bilbao N, Ramírez-Ruiz B, Tolosa E, Martí MJ, Valldeoriola F, Bargalló N, et al. Hippocampal head atrophy predominance in Parkinson’s disease with hallucinations and with dementia. J Neurol. 2008;255(9):1324–31.18821043 10.1007/s00415-008-0885-8

[99] Dickson DW, Braak H, Duda JE, Duyckaerts C, Gasser T, Halliday GM, et al. Neuropathological assessment of Parkinson’s disease: refining the diagnostic criteria. Lancet Neurol. 2009;8(12):1150–7.19909913 10.1016/S1474-4422(09)70238-8

[100] Molloy SA, Rowan EN, O’Brien JT, McKeith IG, Wesnes K, Burn DJ. Effect of levodopa on cognitive function in Parkinson’s disease with and without dementia and dementia with Lewy bodies. J Neurol Neurosurg Psychiatry. 2006;77(12):1323–8.16952917 10.1136/jnnp.2006.098079PMC2077405

[101] Fabbri M, Coelho M, Guedes LC, Chendo I, Sousa C, Rosa MM, et al. Response of non-motor symptoms to levodopa in late-stage Parkinson’s disease: results of a levodopa challenge test. Parkinsonism Relat Disord. 2017;39:37–43.28389156 10.1016/j.parkreldis.2017.02.007

[102] Williams L, Qiu J, Waller S, Tsui D, Griffith J, Fung VSC. Challenges in managing late-stage Parkinson’s disease: practical approaches and pitfalls. Aust J Gen Pract. 2022;51(10):778–85.36184862 10.31128/AJGP-05-22-6438

[103] Lin WY, Lin MS, Weng YH, Yeh TH, Lin YS, Fong PY, et al. Association of antiviral therapy with risk of Parkinson disease in patients with chronic Hepatitis C virus infection. JAMA Neurol. 2019;76(9):1019–27.31168563 10.1001/jamaneurol.2019.1368PMC6551582

[104] Liu Y, Carlsson R, Ambjorn M, Hasan M, Badn W, Darabi A, et al. PD-L1 expression by neurons nearby tumors indicates better prognosis in glioblastoma patients. J Neurosci. 2013;33(35):14231–45.23986257 10.1523/JNEUROSCI.5812-12.2013PMC6618508

[105] de Weerd NA, Vivian JP, Nguyen TK, Mangan NE, Gould JA, Braniff S-J, et al. Structural basis of a unique interferon-β signaling axis mediated via the receptor IFNAR1. Nat Immunol. 2013;14(9):901–7.23872679 10.1038/ni.2667

[106] Khakh BS. Astrocyte-neuron interactions in the striatum: insights on identity, form, and function. Trends Neurosci. 2019;42(9):617–30.31351745 10.1016/j.tins.2019.06.003PMC6741427

[107] Chai H, Diaz-Castro B, Shigetomi E, Monte E, Octeau JC, Yu X, et al. Neural circuit-specialized astrocytes: transcriptomic, proteomic, morphological, and functional evidence. Neuron. 2017;95(3):531-49.e9.28712653 10.1016/j.neuron.2017.06.029PMC5811312

[108] Perez-Riverol Y, Csordas A, Bai J, Bernal-Llinares M, Hewapathirana S, Kundu DJ, et al. The PRIDE database and related tools and resources in 2019: improving support for quantification data. Nucleic Acids Res. 2019;47(D1):D442–50.30395289 10.1093/nar/gky1106PMC6323896

How the deposited data were processed for this re-analysis (not part of the article)

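The data are snRNA-seq libraries of cortex from 8 mice, 4 Wt and 4 *Ifnar1*-/-, each with 2 females (F1, F2) and 2 males (M1, M2). The sample labels give an age of 6 weeks and the paper 1.5 months. The authors made the libraries with the Single Cell 3’ v3 chemistry, pooled them for sequencing, and ran Cell Ranger on a mouse reference (mm10) in which unspliced transcripts are counted. The values that the authors deposited for each library are raw counts, 1 count per UMI, for 31053 genes and the barcodes called as nuclei, and were checked to be whole numbers with totals that differ between libraries. Total UMIs per library ranged from 44063346 to 58423423, with 4499 to 10249 barcodes and a median of 4611 to 9993 UMIs per barcode. Genome positions come from the GENCODE annotation of GRCm38.

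The study filtered nuclei and removed doublets with Scrublet, integrated the samples with fastMNN, transferred cell labels from a reference atlas, and compared genotypes with a pseudobulk function of Conos, followed by GSEA with MSigDB collections. The paper’s text does not name whether its P was adjusted. The filters were repeated (200 to 6000 genes, more than 1000 UMIs, under 10% mitochondrially encoded UMIs), which removed 2439 of 56780 barcodes. Scrublet, as implemented in scanpy 1.11.5, with an expected doublet rate of 0.06 and 30 components, removed 2274 nuclei (4.2%) and left 52067. Label transfer could not be repeated because the atlas was not available. Counts were scaled to 10000 UMIs per nucleus and log transformed, 3000 variable genes without mitochondrially encoded genes were reduced to 40 principal components, and nuclei were clustered with 20 neighbours and the Leiden method at resolution 1, without integration. A cluster was named when enough of its nuclei had UMIs of at least 3 markers of a class, from marker lists written before the data were examined. Nuclei of unnamed clusters entered only the sums over all nuclei.

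UMIs were summed per mouse and class. Genotypes were compared with edgeR 4.0.16 (TMM normalization, genes kept by filterByExpr, quasi-likelihood test, genotype as the only term) in R 4.3.3, and the p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a class, with a threshold of 0.05. The count at an unadjusted p under 0.05 is given as well. Classes needed at least 10 nuclei in a mouse, and the astrocyte comparison leaves out the mouse with the fewest astrocyte nuclei of each genotype. *Ifnar1* in Wt astrocytes was compared in all 4 Wt mice, among them Wt F2 with 6 astrocyte nuclei. The test was tested on simulated data made from these libraries. It recovered 4-fold changes in 81.5% to 100% of cases and 2-fold changes in 10.9% to 59.1%, and 1.52% to 7.5% of its calls were unchanged genes. Genes were drawn independently there, without the difference between the sexes that the libraries hold, so recovery in the real data may be lower. Genes named in the text were chosen by a rule set before the data were examined, namely every gene that the paper names for these data, and in each class and over all nuclei the 5 genes with the lowest adjusted p among those past the threshold whose values do not overlap between the genotypes, together with *Nnt*, genes within 10 Mb of *Ifnar1* and sex-linked genes. Others that are named (*Ifi27*, *Sp100*, *Irf9*, *Gm4951*, *Gm15965*, *Fcrls*, *Pdgfc*, *Cntfr*, *Oas1a* and *Ap2b1*) were chosen after their values were seen.

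Gene lists for interferon response (58 genes), mitochondrially encoded genes (13), nuclear genes of oxidative phosphorylation (85), ribosomal proteins (82), AMPA receptor trafficking (17), nicotinic receptors (14), kainate receptors (15), pyruvate metabolism (25) and the TCA cycle (17) were written before the data were examined and tested with camera of limma 3.58.1 on voom values of the same sums (correlation 0.01, at least 3 genes). Numbers of higher and lower genes and medians of lists are on the voom scale unless edgeR is named. The 46 p-values were adjusted together. fry, camera with an estimated correlation, fgsea 1.28.0 and Reactome sets distributed with it were alternatives. Further Reactome sets (interferon signaling, pyruvate metabolism with the TCA cycle, retrograde neurotrophin signalling, ESCRT and AMPA receptors) were added after the data were examined. KEGG and MSigDB sets were not available here, and the protein data, which the authors deposited separately, were not used. Shares of UMIs were compared between mice with exact permutation tests. A count of 0 was read against a floor of 3 UMIs over the group, and intervals of ratios of UMI counts are 95% intervals for counting error only.

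Other alternatives set before the data were examined were DESeq2 1.42.0, no filter on low counts, sex as a covariate, the replicate label as a block, no TMM, doublets kept, under 5% mitochondrially encoded UMIs, Leiden resolution 0.5 (32 clusters) and leaving out each mouse in turn. A fit without 1 mouse has unequal sexes between the genotypes. A correction for GC content and the groupings of the mice by other splits were added later. Whether the replicate labels pair the mice was checked with the correlation, between mice of the same label, of the deviations from the genotype means. It exceeded 0.1 for all 4 labels in each of the 4 classes with 8 mice and over all nuclei, and was not computed in astrocytes. Its mean was 0.875 in glutamatergic neurons and 0.826 in GABAergic neurons, against 0.875 and 0.84 between mice of the same sex with different numbers, so the correlation does not separate pairing by label from sex. The label was used as a block in an alternative.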

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

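In this part the counts of other groupings of the mice, the neighbour test outside the *Ifnar1* region, the test of called loci over chromosomes, the tests of genes at an unadjusted p near *Ifnar1* and all tests of the difference between female and male libraries were chosen after the result was seen, while the position of called genes relative to *Ifnar1* and the level of *Nnt* were chosen before.

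In a check for single mice far from the others of their genotype, 2 of 67 groups stood out, where chance would give 3.35. Wt M1 had an *Ifnb1* level of 0.0396 CPM (without TMM scaling) over all nuclei, from 2 UMIs, and the other Wt mice had 0. Wt F2 had a *Dock10* level of 173.5 CPM against 220.6 to 225.7 in the other Wt mice. *Ifnb1* is at the floor of the counts, and no biological explanation was tested for either value.

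The genotype difference of 8 genes past the threshold in at least 1 class differed between 2 classes, by a class-by-genotype term in edgeR with Benjamini-Hochberg adjustment. On the log2 scale *Grik1* differed by 1.85 (oligodendrocytes minus GABAergic neurons), *Cntfr* by 1.37 (GABAergic minus glutamatergic neurons), *Gm16000* by -2.36 (oligodendrocytes minus glutamatergic neurons), *Pdgfc* by -1.81 (oligodendrocytes minus GABAergic neurons), *Esrrg* by -2.18 and *Lgals3bp* by -2.27 (microglia minus glutamatergic neurons), and *Ifi27* by -2.40 and *Irf9* by -1.93 (microglia minus GABAergic neurons). Chance was examined by repeating the test over all 35 splits of the mice into 4 against 4, in which 3, the real one included, gave at least the 31 differing genes summed over the 6 pairs of classes, so chance cannot be excluded. The split into females and males gave 1265. Among the 8 splits that part every pair of mice with the same label, the real one alone gave any, and the other splits that gave as many leave some pairs together. *Ifi27*, *Irf9* and *Lgals3bp* belong to the interferon response list, and loss of the receptor, which the design names, stays open as an explanation. *Grik1* lies within 10 Mb of *Ifnar1*. RNA released from other cells into a class would blur such differences and was not tested.

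The genes with the lowest adjusted p are not discussed in the paper. Their log2 fold changes in *Ifnar1*-/- were -5.21 for *Gm12576* and -2.63 for *Gm15446* in glutamatergic neurons, 7.20 for *Gm45388* in glutamatergic neurons (a fitted value from 2 UMIs in Wt, which depends on the prior count), 1.19 for *Gon4l* and 1.83 for *Gm43713* in GABAergic neurons, 1.82 for *Grik1* and -2.16 for *Gm16000* in oligodendrocytes, 4.91 for *Fcrl1*, -2.65 for *Lgals3bp*, -2.19 for *Esrrg*, -2.56 for *Tpm3-rs7* and 1.45 for *Hpgd* in microglia, and -2.37 for *Pkd1l2* and 3.25 for *Selenbp2* over all nuclei.

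Among technical explanations, a segment of the donor strain carried along with the targeted *Ifnar1* allele would place the called genes near it. Of the 24 genes called in the 4 classes or over all nuclei, 22 lie more than 10 Mb away, so such a segment does not account for most of them. It may still act on genes close by, since genes at an unadjusted p under 0.05 were more frequent within 10 Mb in oligodendrocytes (7 of 70 genes tested there, Fisher’s exact test with Benjamini-Hochberg adjustment, p = 0.00235), in GABAergic neurons (7 of 86, adjusted p = 0.00309) and over all nuclei (7 of 120, adjusted p = 0.00414), though by this test not in microglia, glutamatergic neurons or astrocytes (adjusted p = 0.0783, 0.132 and 1), and *Grik1* and *Gm15965*, the called genes within 10 Mb, remain open to it. The 7 genes over all nuclei include *Ifnar1* itself and *Mx1*, an interferon response gene, which loss of the receptor can change without such a segment. With *Ifnar1* and the interferon response list left out, the adjusted p was 0.00205 in oligodendrocytes, 0.0029 in GABAergic neurons, 0.0542 over all nuclei, 0.16 in glutamatergic neurons, 0.212 in microglia and 1 in astrocytes. With neighbouring genes also merged into loci, it was 0.00906 in oligodendrocytes, 0.0504 in GABAergic neurons, 0.138 over all nuclei, 0.283 in glutamatergic neurons, 0.255 in microglia and 1 in astrocytes, so that oligodendrocytes alone passed. Segments elsewhere in the genome that differ between the colonies would put called genes next to each other. Outside the *Ifnar1* region, with sex as a covariate, 26 of 48 loci had a called neighbour within 10 Mb (permutation p = 0.017), but without the covariate 7 of 20 did (permutation p = 0.07) and in DESeq2 27 of 53 (permutation p = 0.095). On chromosome 3, 7 of the 24 called genes lie between 81036416 and 94704413, among them *Gon4l*, *Fcrl1* and *Selenbp2*. Some of them overlap, and merged they are 5 of 22 loci (Fisher’s exact test over chromosomes, Benjamini-Hochberg adjusted p = 0.0911). A segment of another strain there is a candidate explanation that these data cannot exclude, although the paper states that the mice were backcrossed for many generations. A difference between C57BL/6J and C57BL/6N was looked for through *Nnt*, which is deleted in part in C57BL/6J. Its log2 fold change was 0.101 over all nuclei from 26 and 27 UMIs (standard error 0.55), and counts this low in both genotypes cannot be told apart from either state. Reads shared between related genes remain untested for *Gm15446*, *Tpm3-rs7*, *Fcrl1* and *Fcrls*, as does the assignment of reads between *Gon4l* and *Gm43713* and between *Pdgfc* and *Gm16000*, because the deposited counts hold no reads.

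Among the 35 splits of the mice into 4 against 4, 2 gave at least as many genes at an adjusted p under 0.05 as the real one. This held in each of glutamatergic neurons, GABAergic neurons, oligodendrocytes, microglia and all nuclei. The 2 were the real split and that into females and males, which gave 5551, 3780, 2548, 1994 and 5642 genes. As the split by sex follows a difference of its own, this count alone does not measure chance. Every other split gave 0, except in microglia, where the highest was 2. At an unadjusted p under 0.05, 19, 20, 22, 27 and 25 of the 35 gave as many. With sex as a covariate the genotypes differed in 25, 10, 18, 15 and 20 genes, and with the replicate label as a block in 12, 4, 14, 18 and 9. Among the 18 splits with both sexes in each group, and among the 8 that part every pair of mice with the same label, the real one alone gave as many, though a share of 1 in 18 (0.0556) is the smallest that the former can give. The remaining splits differ from these 8 in leaving 1 or more pairs together. In astrocytes all 10 splits of 6 mice gave at least the 0 genes of the real one, and the split that follows sex gave 15, so chance cannot be examined there.

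Female and male libraries differed in 5562 of 18388 genes in glutamatergic neurons (edgeR, Benjamini-Hochberg adjusted p under 0.05), which the paper does not report. That count is with genotype in the model. Without it, as the other splits were tested, the split into females and males gave 5551 genes, as given above, and no other of the 35 gave as many, so chance is excluded as an explanation. Genes of the sex chromosomes do not account for it, since 96.94% of the genes lie on autosomes. A trend with GC content does not either, as 5609 genes differed after it was removed, 4905 of them among the 5548 called before it in the genes of known GC content. Total UMIs did not differ between the sexes (exact permutation p = 0.343). What stays open is a difference in preparation between female and male samples, as well as the sex of the animals itself. Of the autosomal genes called in both glutamatergic neurons and microglia, 99.04% went the same way, which is in line with a shift common to all nuclei of a library, and a preparation in separate batches by sex cannot be told apart from sex because the labels give no batch. No gene had a genotype difference that differed between the sexes in edgeR (0 in each of 4 classes and over all nuclei by adjusted p, with 233 to 490 at an unadjusted p under 0.05, not run in DESeq2).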

How the results depend on the processing

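The GC correction, the use of all 8 mice in astrocytes, and for the overlap and the similarity of replicates every alternative other than the unadjusted threshold and the 2000 genes were chosen after the result was seen, and the others before.

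By adjusted p the genotypes differed in 9 genes in glutamatergic neurons, 4 in GABAergic neurons, 0 in astrocytes, 7 in oligodendrocytes, 12 in microglia and 10 over all nuclei. DESeq2 gave 42 in glutamatergic neurons, 16 in GABAergic neurons, 14 in oligodendrocytes and 42 over all nuclei. Sex as a covariate gave 25, 10, 1 (astrocytes), 18 (oligodendrocytes) and 20 (all nuclei). No filter on low counts gave 1 gene in astrocytes, 12 in oligodendrocytes and 21 in microglia, the replicate label as a block 2 in astrocytes and 14 in oligodendrocytes, and the GC correction 14 in glutamatergic neurons. Leaving out each mouse in turn gave 5 (without *Ifnar1*-/- M2) to 10 (without *Ifnar1*-/- M1) in glutamatergic neurons, 2 (without Wt M1) to 4 (without Wt F2) in GABAergic neurons, 0 to 6 (without Wt F1) in astrocytes, 2 (without *Ifnar1*-/- F2) to 7 (without *Ifnar1*-/- F1) in oligodendrocytes, 3 (without Wt F1) to 14 (without *Ifnar1*-/- F2) in microglia and 4 (without Wt M1) to 7 (without Wt F2) over all nuclei. Of 101 alternatives for these counts 63 left them within 1.5 times and 38 moved them. At an unadjusted p under 0.05, 71 of 96 left them so. All 24 calls (a gene in a class or over all nuclei) named by the rule kept their direction in every alternative, and 351 of 379 alternatives for them kept the call. For the genes that the paper names 443 of 484 kept the direction.

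Of the 46 tests of lists 13 were called with camera, 2 with fry, 3 with an estimated correlation, 23 with the replicate label as a block, and 5 (without *Ifnar1*-/- M2) to 24 (without *Ifnar1*-/- F2) with a mouse left out. All values that follow are adjusted p. With fry and with an estimated correlation ribosomal proteins were not called in glutamatergic neurons (0.97 and 0.902) or GABAergic neurons (0.97 and 0.902), nor kainate receptors in oligodendrocytes (0.149 and 0.335) or oxidative phosphorylation in microglia (0.97 and 0.902), which sex as a covariate also removed (0.127). Interferon response over all nuclei was not called with fry (0.0847). The mitochondrially encoded list was called with fgsea in glutamatergic (0.021) and GABAergic neurons (0.016), with the replicate label as a block in both (0.0112 and 0.00203) and with sex as a covariate in GABAergic neurons (0.037). In astrocytes its direction turned from lower to higher with sex as a covariate (0.00400) and the block (3.84e-09). There the sexes are unequal between the genotypes, and only labels F1 and M2 occur in both genotypes. The direction of oxidative phosphorylation in GABAergic neurons turned without a call with fgsea (0.982), sex as a covariate (0.752) and the block (0.956). The Reactome set called nicotinic receptors in glutamatergic neurons (0.0415).

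Leaving out each mouse in turn gave, for mitochondrially encoded genes, 7.47e-07 to 0.999 in glutamatergic neurons, 2.17e-08 to 0.989 in GABAergic neurons, 9.94e-07 to 0.717 in oligodendrocytes and 3.29e-05 to 0.999 in microglia, lowest without *Ifnar1*-/- F2 and highest without Wt F1, and 0.0193 (without *Ifnar1*-/- F2, opposite direction) to 0.582 (without Wt M2) in astrocytes. For ribosomal proteins it gave 2.96e-13 to 0.843 in glutamatergic neurons, 4.94e-14 to 0.74 in GABAergic neurons and 9.07e-14 to 0.999 over all nuclei (lowest without *Ifnar1*-/- F2, highest without Wt F1), and 3.56e-20 to 0.144 in oligodendrocytes and 1.46e-24 to 0.296 in microglia (highest, in the opposite direction, without *Ifnar1*-/- M2). For oxidative phosphorylation it gave 5.38e-07 (without Wt M2) to 0.495 (without Wt F2) in glutamatergic neurons, 7.78e-06 (without Wt M2) to 0.961 (without Wt M1) in GABAergic neurons and 2.61e-15 (without *Ifnar1*-/- F2) to 0.851 (without Wt F1) in microglia, for AMPA receptor trafficking in glutamatergic neurons 0.0072 (without Wt M1) to 0.393 (without *Ifnar1*-/- M1), and for kainate receptors in oligodendrocytes 5.04e-04 (without *Ifnar1*-/- F2) to 0.283 (without *Ifnar1*-/- M2). Over single lists 458 of 632 alternatives left the result as it was, 52 weakened it, 51 strengthened it, 59 moved it and 12 reversed it. 15 of the 46 kept their direction throughout.

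The difference in the share of mitochondrially encoded UMIs (*Ifnar1*-/- minus Wt, percentage points) ranged, without *Ifnar1*-/- M2 and without *Ifnar1*-/- F2, from -0.0452 to 0.179 in glutamatergic neurons, -0.0279 to 0.258 in GABAergic neurons, -0.582 to 0.618 in astrocytes, -0.123 to 0.728 in oligodendrocytes, -0.171 to 1.05 in microglia and -0.0599 to 0.254 over all nuclei. Of 53 alternatives 7 moved it, and for ribosomal protein genes 9 of 53. The 5 DE genes shared by classes became 16 with DESeq2, 9 with sex as a covariate, 83 at an unadjusted p under 0.05 and 2 (without Wt M1) to 4 (without Wt F2) with a mouse left out. The value for replicate similarity, astrocytes (correlation within minus between genotypes) ranged from -0.103 (without Wt M2) to 0.0768 (without *Ifnar1*-/- M2), and the value for replicate similarity, microglia from -0.06004 (without Wt F1) to 0.0362 (without *Ifnar1*-/- F2). With pairs of the same sex and pairs of different sex taken apart, the mean difference of replicate similarity within minus between genotypes turned from negative to positive in glutamatergic neurons (0.0147), GABAergic neurons (0.0100), oligodendrocytes (0.0124), microglia (0.042) and over all nuclei (0.0123), and stayed negative in astrocytes. *Ifnar1* in Wt astrocytes minus neurons ranged from -0.00447 (without Wt M1) to 0.112 (without Wt F2) UMIs per 10000 for glutamatergic and -0.0015 (without Wt M1) to 0.0939 (without Wt F2) for GABAergic neurons.

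Not run were Leiden resolution 0.5 for astrocytes and no limit on mitochondrially encoded UMIs within single classes (over all nuclei it was run). The correlation of mice with the same label was above 0.1 in the 4 classes with 8 mice and over all nuclei, but was as high between mice of the same sex with different numbers in glutamatergic neurons (0.875 for both), so it does not show pairing apart from sex. Using the label as a block changed more calls of lists than the ones named above, since the number of lists called rose with it. The counts of genes by adjusted p with the block are given in the part on results for a closer look.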

Differences from the paper's values

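The GC correction, the count of DE genes over other splits, and the similarity of mice of the same sex and over genes at an unadjusted p were chosen after the result was seen, and no test in this part besides.

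The paper reports 396 DE genes in glutamatergic neurons, and 9 passed an adjusted p of 0.05 here. For oligodendrocytes the paper’s count is 294 against 7, for GABAergic neurons 242 against 4, for microglia 206 against 12 and for astrocytes 52 against 0. None of the alternatives set before the data were examined came within the paper’s counts by adjusted p. They gave 5 to 42 genes in glutamatergic neurons, 2 to 18 in oligodendrocytes, 2 to 16 in GABAergic neurons, 3 to 21 in microglia and 0 to 6 in astrocytes. The GC correction, chosen after seeing the values, gave 14, 6, 5 and 13 in the first 4 and was not run in astrocytes. At an unadjusted p under 0.05, edgeR counted 316 genes in glutamatergic neurons, 214 in oligodendrocytes, 269 in GABAergic neurons, 149 in microglia and 38 in astrocytes, which lie within 1.5 times the paper’s counts. DESeq2 at this threshold gave 398, 189, 271, 157 and 58, and of these the count in oligodendrocytes alone lies outside. Over all alternatives set before, the counts ranged from 219 to 874 in glutamatergic neurons, 178 to 571 in oligodendrocytes, 209 to 775 in GABAergic neurons, 125 to 482 in microglia and 28 to 413 in astrocytes. Of these alternatives 10 of 16, 10 of 17, 13 of 17, 10 of 16 and 11 of 14 stayed within 1.5 times, and with sex as a covariate the first 4 counts did not (827, 571, 687 and 342).

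The paper gives 24268 genes identified in astrocytes and 15030 had a UMI here. The alternatives set before the data were examined and run for this count gave 15071 with doublets kept and 14871 under 5% mitochondrially encoded UMIs, and both leave it outside. In the other classes the counts did not differ by this criterion, although the paper’s count for oligodendrocytes is 15185 and 21933 was found here. The paper’s counts for astrocytes and oligodendrocytes lie closer to those found here with the classes exchanged. Whether its labels were exchanged cannot be told from these data.

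The paper ranks oligodendrocytes second by the number of DE genes and GABAergic neurons after them. Here GABAergic neurons came second at an unadjusted p under 0.05 (269 against 214), and by adjusted p microglia came first (12). The order depends on the setting. By adjusted p glutamatergic neurons came first, as in the paper, with DESeq2 (42 against 16 in microglia) and with sex as a covariate, among other alternatives. With that covariate the counts were 25 in glutamatergic neurons, 18 in oligodendrocytes, 15 in microglia and 10 in GABAergic neurons. Oligodendrocytes thus came second, as in the paper, but microglia came before GABAergic neurons. At an unadjusted p oligodendrocytes came second with the replicate label as a block (550 against 539 in GABAergic neurons). Replicates are described in the paper as clustering tightly by genotype, in the supplementary legend over DE genes. Over the 500 most variable genes, which are not chosen by genotype, the correlation within genotypes was 0.703 and between genotypes 0.749 in glutamatergic neurons, where pairs of the same sex are rarer within genotypes. For pairs of the same sex it was 0.948 within and 0.941 between. Over the 316 genes at an unadjusted p under 0.05 in glutamatergic neurons, which are chosen by genotype, the correlation within minus between genotypes was 1.28, and 2 of 35 splits, each over its own genes, gave as much. *Ifnb* is described as most expressed in glutamatergic neurons and reduced in *Ifnar1*-/-. It had 1 UMI in Wt glutamatergic neurons and 0 in *Ifnar1*-/-. *Isg15* is described as lower in *Ifnar1*-/- cells in general. Its log2 fold change over all nuclei was -0.22 with a standard error of 0.35, and in glutamatergic neurons it was 0.09. In microglia it had 12 UMIs in Wt and 2 in *Ifnar1*-/-, 5.1 times lower per UMI (95% interval for counting error 1.14 to 47.0), and in GABAergic neurons 27 and 15, which go the way that the paper describes. *Il1b* is described as higher in *Ifnar1*-/- microglia. It had 3 UMIs in Wt and 2 in *Ifnar1*-/- microglia. Interferon pathways are described as altered in both neuronal classes, and the list used here was called in neither (camera, adjusted p = 0.763 and 0.141). The Reactome set of interferon alpha and beta signaling called it in glutamatergic neurons (adjusted p = 0.00942). The Parkinson’s disease pathway and mitochondrial genes are described as higher in neurons. The mitochondrially encoded list was not called in camera, and was called by fgsea in glutamatergic and GABAergic neurons (adjusted p = 0.021 and 0.016) and with the replicate label as a block (0.0112 and 0.00203), and with sex as a covariate in GABAergic neurons (0.037). The nuclear list of oxidative phosphorylation was called higher in both without Wt M2 (5.38e-07 and 7.78e-06) and without *Ifnar1*-/- F2 (1.84e-06 and 1.77e-04), and lower in GABAergic neurons without *Ifnar1*-/- M1 (0.00681). Each of these fits leaves the sexes unequal between the genotypes. Trafficking pathways are described as lower in neurons. The AMPA receptor trafficking list was not called in either neuronal class with all mice (camera, adjusted p = 0.0894 and 0.5), and was called lower in glutamatergic neurons in 2 of 8 cases with 1 library left out (0.0072 at the lowest). Cholinergic pathways are described as altered, and the nicotinic list was called in neither class except with the Reactome set in glutamatergic neurons (0.0415) and with the replicate label as a block in GABAergic neurons (0.0443). Pyruvate metabolism is described as lower in *Ifnar1*-/- astrocytes. The list could not be tested in them with all 6 mice, and was called lower without Wt F1 (0.00257) and without *Ifnar1*-/- F2 (0.00674). In the former case the Wt mice used were all male. Excitatory pathways are described as higher in *Ifnar1*-/- astrocytes, and neither the AMPA receptor trafficking list (adjusted p = 0.107) nor the kainate receptor list (0.763) was called in them.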

Other observations

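In this part the share of mitochondrially encoded UMIs by class and without 1 library was tested as set before the data were examined, and all counts over other splits, the lists without 1 gene and the test of ribosomal protein genes without 1 library were chosen after the result was seen.

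Ribosomal protein genes were higher in *Ifnar1*-/- in each class with 8 mice and over all nuclei (limma’s camera, Benjamini-Hochberg adjusted p = 0.00369 in glutamatergic neurons, 0.0012 in GABAergic neurons, 4.75e-07 in oligodendrocytes, 1.17e-10 in microglia and 0.00759 over all nuclei), in 67 of 79, 66 of 77, 65 of 72, 61 of 66 and 64 of 79 genes, and also in PValb interneurons (58 of 71, adjusted p = 0.00191). None of these calls held with fry (adjusted p = 0.97 in each of the first 5). Over the 35 splits of the mice into 4 against 4, 21, 22, 20, 17 and 23 gave a p as low, so chance cannot be excluded. A single library is a candidate explanation, since without *Ifnar1*-/- M2 the median log2 fold change over all nuclei was -0.0783, against 0.20 with all mice. The share of UMIs from ribosomal protein genes was 0.132% ± 0.0471 (SD, n = 4) in Wt and 0.159% ± 0.0814 (SD, n = 4) in *Ifnar1*-/- over all nuclei (exact permutation p = 0.629).

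The rise of mitochondrially encoded UMIs in *Ifnar1*-/- neurons is in line with the same explanations. Without *Ifnar1*-/- M2 the difference in glutamatergic neurons was -0.0452 percentage points, where the sexes are also unequal between the genotypes. RNA from the cytoplasm or free in the suspension would raise the share in every class alike, and the genotype difference did not differ between glutamatergic neurons and any of the other 3 classes (lowest exact permutation p = 0.4857), so this explanation stays open. In oligodendrocytes the shares were 0.843% ± 0.403 (SD, n = 4) in Wt and 1.27% ± 1.13 (SD, n = 4) in *Ifnar1*-/- (exact permutation p = 0.686), and in microglia 1.59% ± 0.532 (SD, n = 4) and 2.17% ± 1.61 (SD, n = 4) (exact permutation p = 0.657). The mitochondrially encoded list was called higher in oligodendrocytes (12 of 13 genes, camera, Benjamini-Hochberg adjusted p = 0.0466) but not in microglia (adjusted p = 0.171), and 23 of 35 splits gave a p as low in oligodendrocytes.

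Of the 46 tests of lists 13 passed the adjusted threshold with the real genotypes, none of them in astrocytes. Over the 43 tests in the other classes and all nuclei, 27 of the 35 splits gave at least 13, so chance cannot be excluded for the number as a whole. The other splits gave 3 to 29 with a median of 16, and the split into females and males gave 23. Among the 8 splits that part every pair of mice with the same label 4 gave at least 13, the real one included, and the others leave some pairs together. All these splits were tested without the label as a block. With it 23 tests passed for the real genotypes. For single lists, the interferon response list in microglia, in oligodendrocytes and over all nuclei had in each case 1 of 35 splits, the real one, with a p as low. That is the smallest share that 35 splits can give, and it is not adjusted over the 43 tests. The lowest camera p of any other split was 3.17e-19 in microglia, 6.05e-04 in oligodendrocytes and 1.16e-10 over all nuclei. For the oxidative phosphorylation list in microglia the count was 21 of 35, so chance cannot be excluded. The same count was 1 of 35 for the kainate receptor list in oligodendrocytes and for the AMPA receptor trafficking and nicotinic receptor lists over all nuclei. Their camera p before adjustment was 0.00175, 0.00421 and 0.0132, against 0.00453, 0.00464 and 0.0361 at the lowest in other splits. The count was also 1 of 35 for the nicotinic receptor list in glutamatergic and GABAergic neurons, though camera did not call it there after adjustment. Its camera p before adjustment was 0.019 and 0.0297, against 0.0909 and 0.043 at the lowest in other splits. The kainate receptor and AMPA receptor trafficking lists may each rest on a single gene, as the camera p before adjustment was 0.146 without *Grik1* and 0.0646 without *Ap2b1*. *Grik1* lies near *Ifnar1*, and a segment carried along with the targeted allele stays open for it. Of the DE genes shared by 2 or more classes, 2 of 35 splits had as many as the real 5, the other being that into females and males (3721). Since the split by sex follows a difference of its own, this count alone does not measure chance. The remaining 33 splits shared 0 genes. With sex as a covariate 9 genes were shared, and with the replicate label as a block 6.

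In Wt mice *Ifnar1* had 0.212 ± 0.15 UMIs per 10000 UMIs (SD, n = 4) in astrocytes, 0.169 ± 0.0109 (SD, n = 4) in glutamatergic neurons and 0.176 ± 0.0282 (SD, n = 4) in GABAergic neurons. The difference between astrocytes and glutamatergic neurons within mice had an exact permutation p of 0.625, with 0.125 the smallest that 4 mice allow, and rests on 4 UMIs in astrocytes. Wt F2 has 6 astrocyte nuclei and 0 of these UMIs. Without it astrocytes had 0.283 ± 0.0622 (SD, n = 3), and the difference moved from 0.0436 to 0.112 (exact permutation p = 0.25, the smallest that 3 mice allow).

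The remaining lists were not called in the classes not given at the claims. The kainate receptor list had a camera p adjusted by Benjamini-Hochberg of 0.571 in microglia and 0.894 over all nuclei, the AMPA receptor trafficking list 0.763 in microglia, the pyruvate metabolism list 0.387 in oligodendrocytes, 0.101 in microglia and 0.28 over all nuclei, the TCA cycle list 0.763, 0.601 and 0.173, and the oxidative phosphorylation list 0.189 in oligodendrocytes. Of the Reactome sets added later, interferon signaling was lower over all nuclei (66 of 93 genes, camera, adjusted p = 4.29e-04), and the sets of pyruvate metabolism with the TCA cycle, ESCRT and AMPA receptors were called in no class. The 2182 PValb interneurons alone had 4 genes at an adjusted p under 0.05 in edgeR (Benjamini-Hochberg), with 229 of 11937 at an unadjusted p under 0.05.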
